# Cellular taxonomy and spatial organization of the murine ventral posterior hypothalamus

**DOI:** 10.7554/eLife.58901

**Published:** 2020-10-29

**Authors:** Laura E Mickelsen, William F Flynn, Kristen Springer, Lydia Wilson, Eric J Beltrami, Mohan Bolisetty, Paul Robson, Alexander C Jackson

**Keywords:** hypothalamus, mammillary bodies, single cells, neuropeptides, neurotransmitters, cell types, Mouse

## Abstract

The ventral posterior hypothalamus (VPH) is an anatomically complex brain region implicated in arousal, reproduction, energy balance, and memory processing. However, neuronal cell type diversity within the VPH is poorly understood, an impediment to deconstructing the roles of distinct VPH circuits in physiology and behavior. To address this question, we employed a droplet-based single-cell RNA sequencing (scRNA-seq) approach to systematically classify molecularly distinct cell populations in the mouse VPH. Analysis of >16,000 single cells revealed 20 neuronal and 18 non-neuronal cell populations, defined by suites of discriminatory markers. We validated differentially expressed genes in selected neuronal populations through fluorescence in situ hybridization (FISH). Focusing on the mammillary bodies (MB), we discovered transcriptionally-distinct clusters that exhibit neuroanatomical parcellation within MB subdivisions and topographic projections to the thalamus. This single-cell transcriptomic atlas of VPH cell types provides a resource for interrogating the circuit-level mechanisms underlying the diverse functions of VPH circuits.

## Introduction

The ventral posterior hypothalamus (VPH) is a functionally and cytoarchitecturally complex region of the hypothalamus, dominated by the mammillary bodies (MB), a discrete diencephalic structure on the basal surface of the VPH. Surrounding VPH subregions include the premammillary (PM), supramammillary (SUM), and tuberomammillary (TMN) nuclei as well as the caudal arcuate nucleus (Arc) and caudal lateral hypothalamic area (LHA). These subregions are embedded within diverse neural systems, with widespread afferents and efferents, known to regulate distinct physiological and behavioral functions (Saper and Lowell, 2014; Simerly, 2015; Card and Swanson, 2013). The MB are best known as the diencephalic branch of the classic limbic Circuit of Papez (Papez, 1937), which links the hippocampal formation with the anterior thalamus and midbrain/pons, and is critical for spatial memory in both rodent and primate models, as well as episodic memory in humans (Vann and Aggleton, 2004; Vann, 2010; Aggleton et al., 2010; Dillingham et al., 2015; Vann and Nelson, 2015). VPH subregions surrounding the MB are also robust modulators of behavioral state. The ventral and dorsal PM nuclei are implicated in reproductive and defensive behaviors, respectively (Canteras et al., 2008; Donato and Elias, 2011; Leshan and Pfaff, 2014). The SUM is associated with arousal and modulation of theta rhythms (Luppi et al., 2017; Pan and McNaughton, 2004; Vertes, 2015). The Arc is a crucial node in the regulation of hunger, satiety, and reproduction (Graebner et al., 2015; Andermann and Lowell, 2017; Lehman et al., 2010). Finally, the TMN, populated by histamine (HA)-synthesizing neurons, is an important modulator of wakefulness (Brown et al., 2001; Haas et al., 2008; Panula and Nuutinen, 2013).

The functional diversity of the VPH is likely explained by cellular heterogeneity among these neuronal populations, the neural circuits they give rise to, and the complex brain-wide networks in which they are embedded. A significant obstacle in understanding the circuit-level mechanisms underlying its function is that VPH neuronal cell type diversity is poorly understood. Here we employ single-cell RNA sequencing (scRNA-seq) to develop a comprehensive molecular census of transcriptionally distinct cell populations in the VPH of both male and female juvenile mice. In our unsupervised analysis of over 16,000 isolated single cells, we identify 18 non-neuronal clusters and 20 distinct neuronal clusters, the majority of which are glutamatergic. Transcriptionally distinct neuronal populations are defined by the unique expression of discriminatory markers that include neuropeptides, transcription factors, calcium-binding proteins, and signaling molecules. We went on to validate differentially expressed genes in a selection of identified neuron populations through multiplexed fluorescence in situ hybridization (FISH), ISH data from the Allen Brain Institute (ABA) (Lein et al., 2007), as well as anterograde tract-tracing in genetically-distinct populations in the MB. Taken together, our identification of the population structure and cellular diversity of VPH cell populations provides a resource for detailed genetic dissection of VPH circuits and interrogation of their specific roles in behavior, in both health and disease states.

## Results

### Isolation of single cells from the mouse VPH for transcriptomic analysis

To isolate single cells from the mouse VPH for scRNA-seq analysis, we microdissected the region of the VPH from fresh brain slices obtained from a total of five male and five female C57BL/6 mice (P30-34), as described previously (Mickelsen et al., 2017; Mickelsen et al., 2019), in two separate harvests (see Materials and methods). Single-cell suspensions were loaded onto a Chromium Controller (Figure 1a) and processed using the 10x Genomics platform (Zheng et al., 2017). All VPH microdissections were mapped for consistency using anatomical landmarks across the rostrocaudal axis (Figure 1b; Paxinos, 2012). The two harvests used 10x V2 and V3 chemistry, respectively, and both consisted of separate male and female pools for a total of four separate pools. 

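The 4 libraries were droplet libraries of single cells from the pooled tissue of mice of one sex and harvest, with 3 mice per pool in harvest 1 and 2 mice per pool in harvest 2. They are named here Male 1, Female 1, Male 2 and Female 2 after their labels. Harvest, chemistry and replicate number are one and the same division of the libraries. The deposited matrices hold raw UMI counts for 31053 genes and for every barcode that Cell Ranger called as a cell, before the filters on quality, and the counts had not been normalized. A UMI is a molecular tag that counts each captured transcript once. The matrices held 11552, 9389, 12585 and 10623 barcodes with 44373289, 29362624, 76613034 and 76188405 UMIs, in the order of the names above. The filters stated in the methods were applied to these counts, followed by normalization, principal components, a reimplementation of Harmony for chemistry and sex, and Leiden clustering at the lowest resolution that gave at least the number of clusters in the paper. Neuronal clusters were named after the paper's clusters from its own marker genes and non-neuronal clusters from general markers, with the ending -like, so that the GLUT7-like cluster is the one with the highest score for the markers of VPH GLUT cluster 7. Values of a gene in a cluster were computed from the UMIs summed per library. They are given in counts per 1000000 UMIs (CPM) as mean ± SD over the 4 libraries. In subclusters, a library with too few cells gave no value, as said where this applies. A cluster was compared with the remaining neurons, or with the remaining non-neuronal cells, by edgeR's quasi-likelihood test on the 8 sums with library as a term, and p was adjusted by the method of Benjamini and Hochberg over all genes tested. The clusters were formed from these same counts, so an adjusted p of a marker measures how far the cluster stood apart and is not independent evidence that the cluster exists. Intervals on shares of cells are 95% Wilson intervals, and where no cell held a UMI the limit is the share that 3 cells would make. Both cover counting error only. Coordinates are those of mm10 (GRCm38) in GENCODE vM21.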

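Sex-linked transcripts were counted in the filtered cells of each library as a check of the labels. Xist (ENSMUSG00000086503), which is transcribed from the inactive X chromosome, had a UMI in 97.6% of the cells of the library labelled Male 1, in 95.4% of Female 1, in 0.78% of Male 2 and in 97.1% of Female 2. A UMI of Ddx3y, Eif2s3y, Kdm5d or Uty, which lie on the Y chromosome, was found in 0.019%, 0.124%, 88.2% and 0.202% of these cells. The median depth of these cells was 6546, 6263, 12666 and 13852 UMIs. The library labelled Male 1 thus held Xist at 1150 CPM and Y transcripts at 0.0271 CPM, against 1190 and 0.172 CPM in Female 1. Its label was kept in every comparison, so the comparison of the sexes within harvest 1 is a comparison of a pair of libraries that both carried female transcripts.

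**Figure D1:**
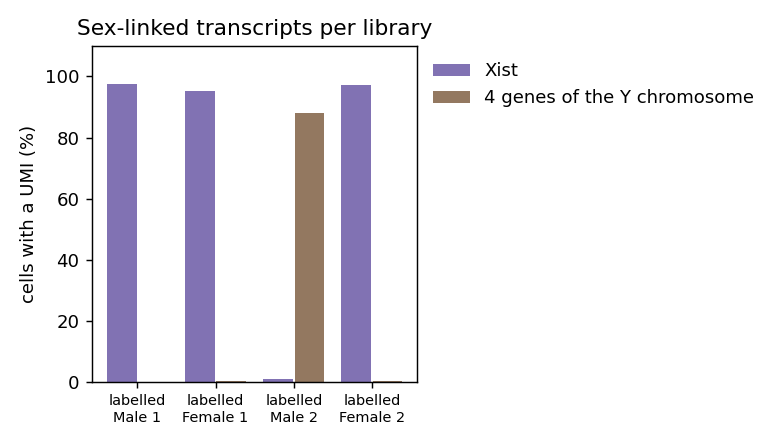
Share of filtered cells with at least 1 UMI of Xist (purple) or of any of 4 Y-chromosome genes (brown), in percent, for each library under its label. Male 2 is the only library with Y transcripts in most cells (88.2%), and the library labelled Male 1 stands with the 2 female libraries for Xist.

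With harvest in the model, edgeR's quasi-likelihood test called 0 of 15856 genes between sexes in neurons and 0 of 14582 in non-neuronal cells at an adjusted p under 0.05. At an unadjusted p under 0.05 the test listed 599 and 443 genes, and DESeq2 with the same model called 1 and 0. Xist itself had a log2 ratio of female over male of 3.28 (standard error 1.92, adjusted p = 0.952 from edgeR) in neurons. The smallest unadjusted p in neurons was that of Crhbp (2.5e-04, log2 ratio -0.79, adjusted p = 0.952 from edgeR) and in non-neuronal cells that of Ccl5 (7.4e-05, log2 ratio 2.90, adjusted p = 0.999). The 4 Y genes were not among the genes tested, because the filter on low counts asks for counts in at least 2 libraries and only Male 2 held them at that level. Without that filter, 17 genes were called in neurons and 33 in non-neuronal cells, the 4 Y genes among them in both. Without the library labelled Male 1, 8 genes were called in neurons, namely Xist (log2 ratio 7.28), Tsix, the 4 Y genes, Gm29650 and Pmch, and 44 in non-neuronal cells, Xist and the 4 Y genes among them. Without Male 2, 0 and 59 genes were called, and without Female 2, 3 in neurons, Agrp and Npvf among them, and none in non-neuronal cells. The libraries left without Male 2 all carried Xist in most cells and almost no Y transcripts, so leaving it out did not leave a comparison of the sexes by transcripts. With each cluster cut down at random to the same number of cells in every library, 174 genes were called in neurons, the largest move. Xist (log2 ratio 2.78) and Tsix (log2 ratio 1.84) were among them. The single gene that DESeq2 called in neurons was Tac2, with a log2 ratio of 0.60. The genes named for these settings were chosen after their values were seen. On simulated counts, each gene had the average spread of genes of its abundance, and both libraries of a sex carried each change. There the test recovered 100% of the genes changed 2-fold in neurons and 86% in non-neuronal cells. Only abundant genes were changed. A wider spread of single genes and differing cluster shares between libraries were not simulated, so recovery in the real counts may be lower. The simulation says nothing about a gene at the same level in the library labelled Male 1 and in female libraries, such as Xist.
Among the 15 nearest neighbours of a cell, the share of the opposite sex within the same harvest, over the share expected from the cell numbers, was 0.889 ± 0.042 (SD, n = 4 libraries) with batch correction and 0.852 ± 0.0771 without it.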

We found little sex-dependent differences within each harvest (Figure 1c) and samples from the two harvests were pooled and batch corrected to account for chemistry-dependent differences (Figure 1—figure supplement 1a; see Materials and methods). In our pooled data set, the median transcripts (UMIs)/cell was 8,336 and the median genes/cell was 3,415 (Figure 1d). 

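Over the 16983 cells that passed the filters, the median was 8366 UMIs and 3428 genes per cell. Per library, the median number of UMIs was 6546 in the library labelled Male 1, 6263 in Female 1, 12666 in Male 2 and 13852 in Female 2, and the median number of genes 2965 in the library labelled Male 1, 2660 in Female 1, 4227 in Male 2 and 4387 in Female 2. Both libraries of V3 chemistry lay above both of V2 chemistry, so the pooled median depends on which libraries enter it, and it ranged from 7407 to 10258 UMIs with each library left out in turn. With 500 UMIs and 250 genes as minimum, the pooled medians were 5389 UMIs and 2454 genes.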

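In the repeated clustering, 1470 of the 1500 variable genes remained after mitochondrial, ribosomal, hemoglobin and cell-cycle genes and the other excluded genes were left out. Leiden clustering gave 32 clusters at a resolution of 1.5, the lowest of a grid in steps of 0.1 that reached the number of initial clusters in the methods, which do not state the resolution. Of these clusters, 5 with 356 cells carried the markers of more than one cell type and were removed.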

We used the 1,500 genes with the highest normalized dispersion for dimensionality reduction using principal component analysis (PCA) and uniform manifold approximation and projection (UMAP) followed by cluster identification using Leiden community detection, identifying a total of 20 clusters in the first iteration of clustering (Figure 1e,f). 

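Clusters were divided by a mixture of 2 Gaussian components on the cluster medians of Snap25, Syp, Tubb3 and Elavl2. Shares were taken of the cells left after the 551 cells of clusters with markers of more than one cell type were removed. Neuronal clusters held 65.1% of these cells in the library labelled Male 1, 57.3% in Female 1, 61.8% in Male 2 and 62.1% in Female 2. Over the libraries together the share was 62.0% (SD between libraries 3.20, n = 4). When each cell was classified singly, the share was 61.1% with a spherical covariance of the components and 53.2% with a full covariance, which was tried first. With the minimum lowered to 500 UMIs and 250 genes, clusters gave 47.8% with the spherical and 69.8% with the full covariance. The spherical covariance was chosen after these divisions had been seen.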

Neuronal and non-neuronal clusters were segregated using a two-component Gaussian mixture model trained on the per-cluster average expression of four pan-neuronal markers *Snap25*, *Syp*, *Tubb3*, and *Elavl2* (Figure 1—figure supplement 1b,c) leading to a binary classification of neuronal and non-neuronal cells (Figure 1e,f). Subsequent clustering of only neuronal cells (20 clusters; Figure 1—figure supplement 2a,c) and only non-neuronal cells (18 clusters; Figure 1—figure supplement 2b,d) showed comparable proportions from each sex and batch.

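The repeated clustering gave 9429 neurons in 21 clusters and 6242 non-neuronal cells in 18 clusters. Shares of a cluster differed little between libraries in some cases, as for the GABA14-like cluster with 5.26 ± 0.257% of the neurons (SD, n = 4 libraries), and widely in others. The GLUT3-like cluster held 12.5% of the neurons of the library labelled Male 1, 0.773% (12 cells) of Female 1, 8.30% of Male 2 and 7.56% of Female 2. Macrophage-like cells made up 0.114%, 1.64%, 3.58% and 0.828% of the non-neuronal cells in the same order. For 17 of 21 neuronal clusters the share in Female 1 lay outside the range of the other libraries, against 14 for the library labelled Male 1, 7 for Male 2 and 4 for Female 2.

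**Figure D2:**
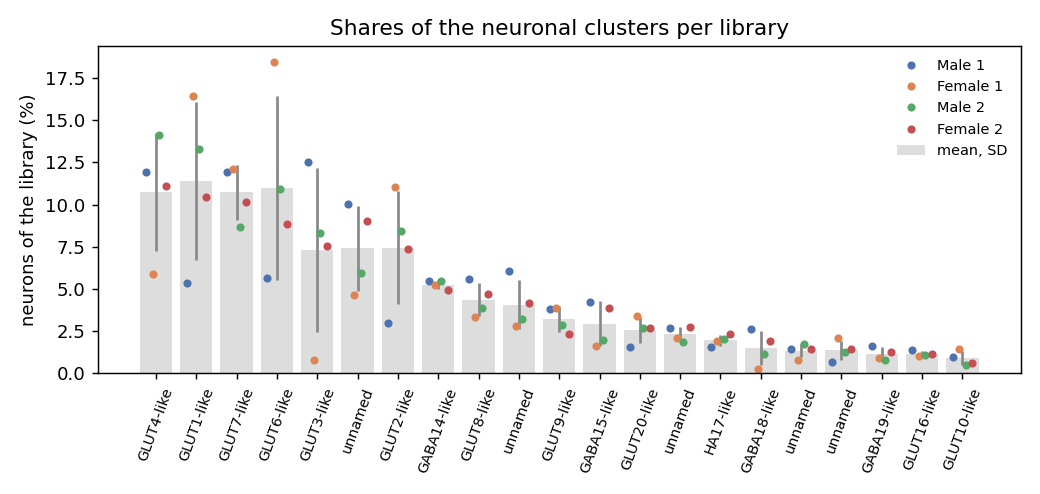
Share of each neuronal cluster among the neurons of a library, in percent, with one point per library and the mean and SD over the 4 libraries as a bar. The largest ratio between libraries is in the GLUT3-like cluster, from 0.773% in Female 1 to 12.5% in the library labelled Male 1.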

**Figure 1.**
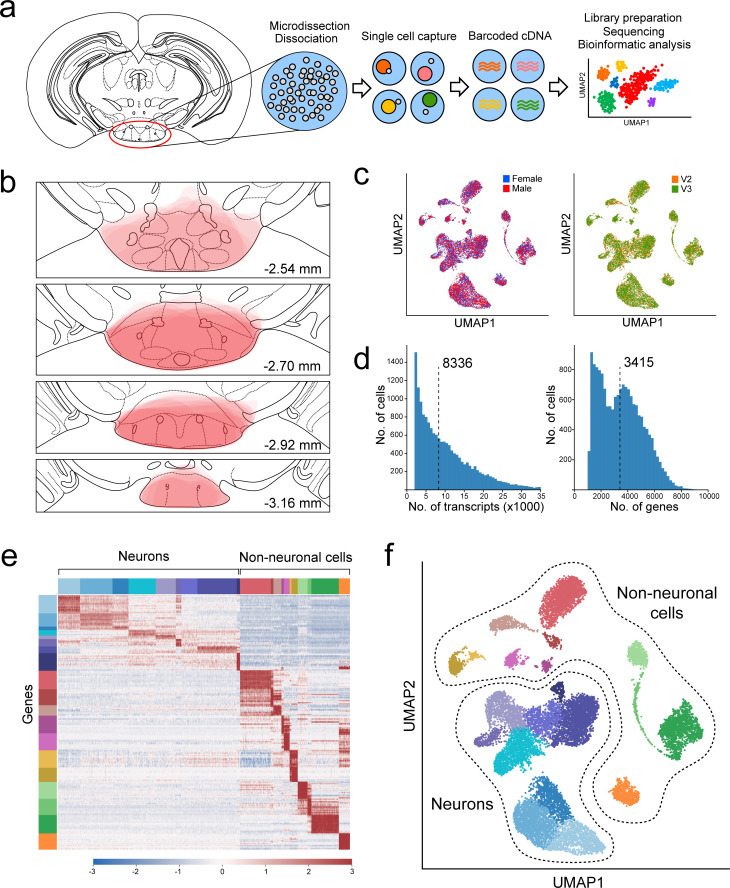
Overview of VPH microdissection, single-cell isolation, batch correction, and clustering. (**a**) Workflow schematic representing the VPH microdissection from coronal mouse brain slices, single-cell dissociation, sequencing library preparation, and bioinformatic analysis (Mickelsen et al., 2019). (**b**) Location of VPH microdissections mapped onto the coronal mouse brain atlas at distances from bregma of −2.54, –2.70, −2.92, and –3.16 mm. Atlas images were modified from Paxinos, 2012. (**c**) Two-dimensional UMAP plots representing 16,991 single cells from four sequencing libraries color-coded by mouse sex (left) and the 10x Genomics chemistry version (right) following batch correction. (**d**) Histograms of unique transcripts (left) and genes (right) were detected in 16,991 single cells after quality control. Dashed vertical lines represent the median transcripts and genes per cell, respectively. (**e**) Heatmap and (**f**) UMAP plot showing the first iteration of unsupervised clustering revealing 20 unique clusters. Neuronal populations are disjoint from non-neuronal populations.

**Figure 1—figure supplement 1.**
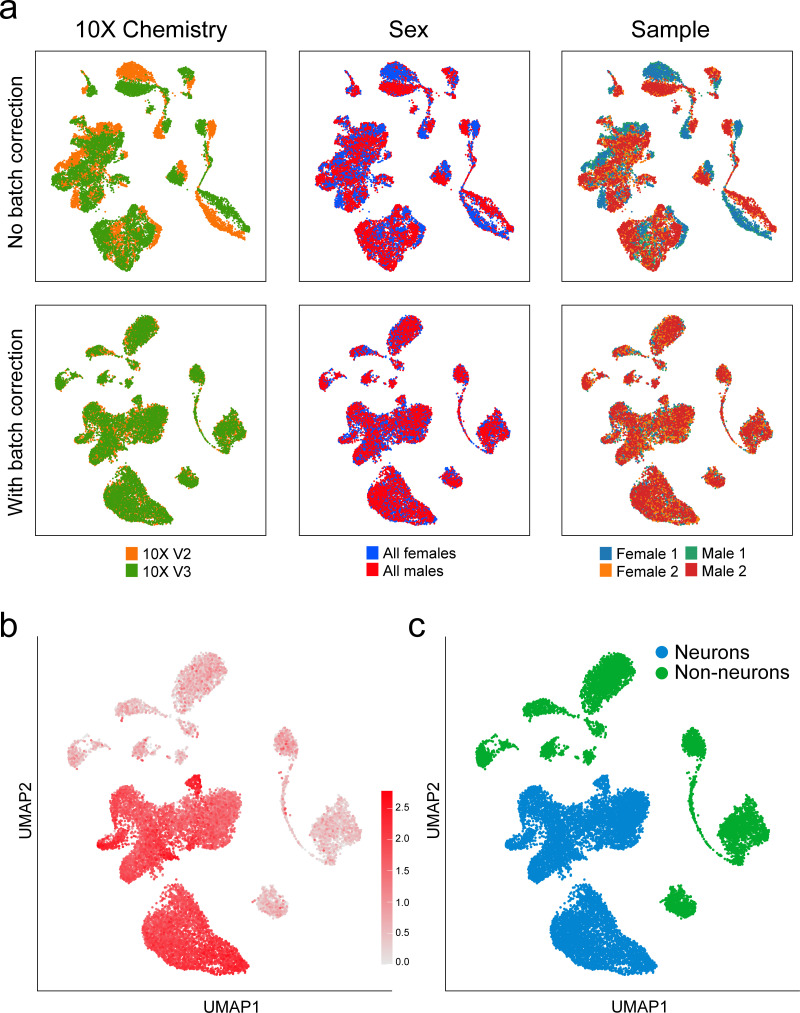
Batch correction for sex and 10x Genomics chemistry versions. (**a**) When libraries were combined bioinformatically, we assessed the need for batch correction by visualizing the libraries with (lower) and without (upper) Harmony batch correction (Korsunsky et al., 2019). Batch effects correlated with 10x Genomics chemistry version were observed but no batch effects were associated with mouse sex. (**b**) UMAP plot of average normalized expression of pan-neuronal markers *Snap25*, *Syp*, *Tubb3,* and *Elavl2* across all cells before the first iteration of unsupervised clustering. (**c**) A two-class Gaussian mixture model was trained using the expression of these four genes to segregate neuronal cells (blue) from non-neuronal cells (green).

**Figure 1—figure supplement 2.**
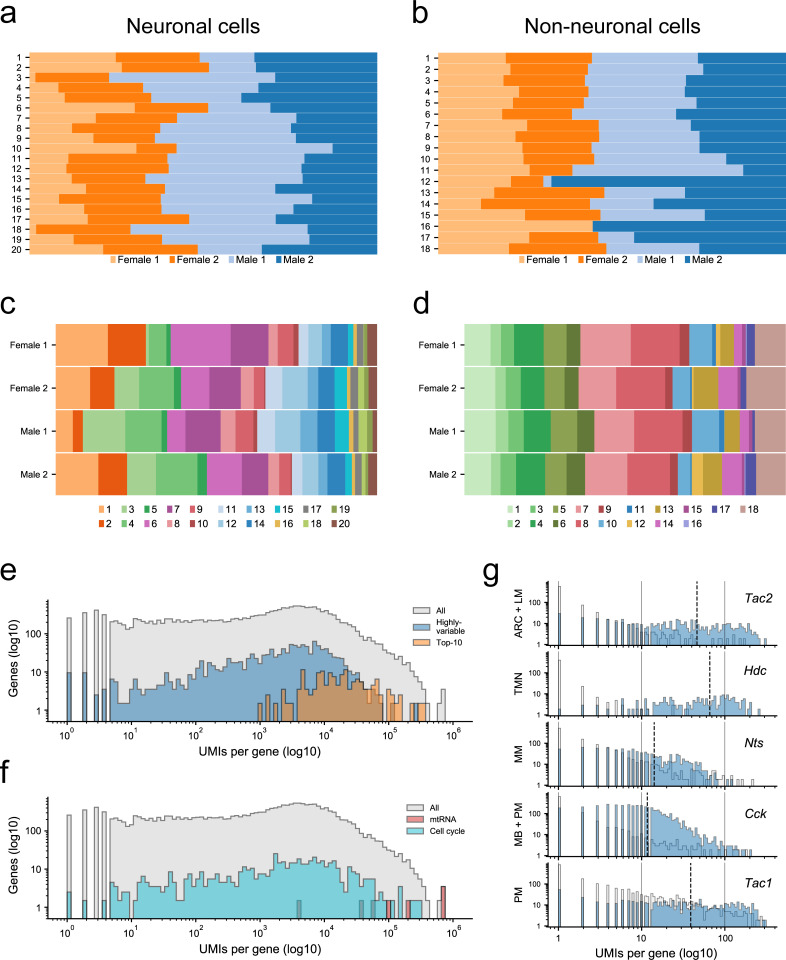
Proportion of cells derived from each sample and identification of discriminatory marker genes. (**a**) Proportion of cells from each sample (female 1 and 2; male 1 and 2) contributing to each neuronal cluster (1-20); (**b**) and to each non-neuronal cluster (1-18). (**c**) Proportion of cells contributing to each neuronal cluster within each sample, and (**d**) contributing to each non-neuronal cluster within each sample. (**e**) Histogram of the number of unique transcripts (UMIs) per gene in the set of all genes (all, gray), in the set genes used to guide dimensionality reduction and clustering (highly-variable, blue), and in the set of genes used as marker genes (Top10, orange). Both the x-axis (UMIs per gene) and y-axis (number of genes) are represented on a log_10_-scale. (**f**) Same as (**a**) but shows the distribution of UMIs per gene in the set mitochondrial genes (mtRNA, red), and set of cell-cycle related genes (cell cycle, cyan). (**g**) The number of unique transcripts per cell for five representative marker genes. Each subpanel shows two distributions of UMIs/cell for a specific gene (shown in the top right corner): the distribution of UMIs/cell in cells of the population(s) for which this gene is a marker (blue), and the distribution of UMIs/cell in all other cells (gray). The population(s), which each gene identifies, is shown on the y-axis.

**Figure 1—figure supplement 3.**
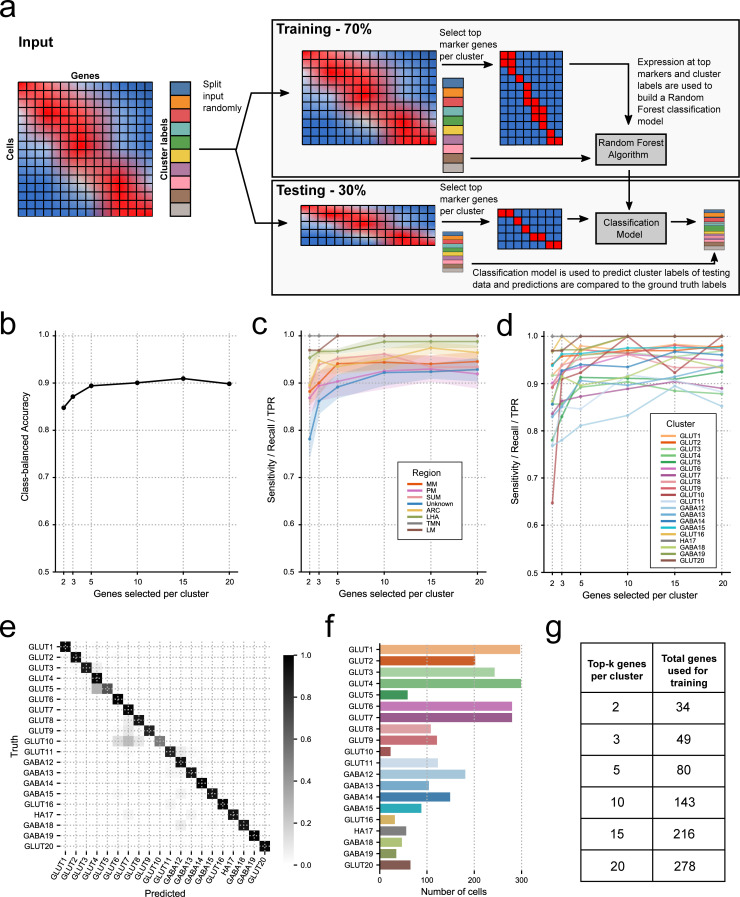
Testing marker gene specificity with a classification model. (**a**) A schematic of the cluster classification scheme used to demonstrate the number of marker genes needed to discriminate transcriptional clusters. (**b**) Class-balanced accuracy showing the overall performance of a random forest classifier trained on k = 2, 3, 5, 10, 15, 20 marker genes per cluster. (**c**) The per-anatomical-region and (**d**) per-cluster sensitivity of the cluster classifier. For regions with multiple clusters, a 95% confidence interval is shown as transparent bands around the mean (thick line). (**e**) Confusion matrix of the k = 10 classifier which shows how the classifier labeled cells from each cluster. The shade of each box represents the fraction of cells in a row assigned to that cluster by the classifier. The ground truth (original cluster labeling) is shown on the y-axis and the predicted clusters are shown on the x-axis. For example, the box with coordinates (GLUT7, GLUT10) shows the fraction of GLUT10 cells assigned to GLUT7 by the classifier. (**f**) The total number of cells in each cluster. Clusters with few cells dominate the misclassifications shown in panel (e). (**g**) For each value of k = 2, 3, 5, 10, 15, 20, k marker genes are selected from each of the 20 neuronal clusters and the combined set of marker genes is used to build the classifier model. This table lists the total number of genes corresponding to each value of k. The gene set sizes are strictly less than 20*k because some marker genes mark multiple populations and are only included once.

**Figure 1—figure supplement 4.**
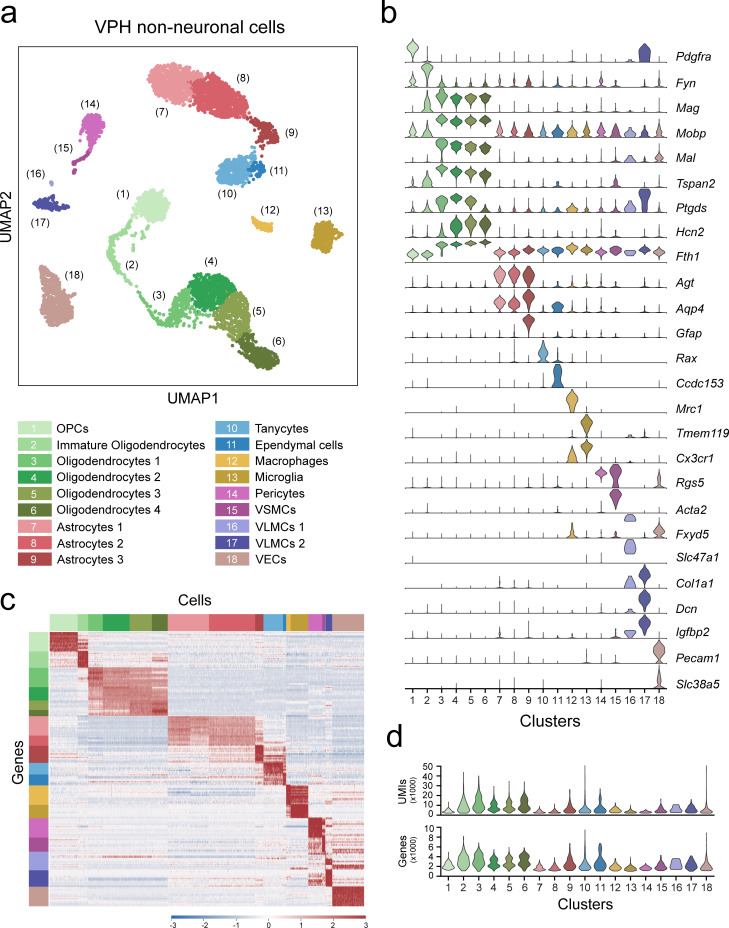
Classification of VPH non-neuronal populations. (**a**) UMAP plot showing unsupervised clustering of 18 VPH non-neuronal cells. (**b**) Violin plot showing the distribution of normalized expression of discriminatory marker genes in each cluster. Abbreviations: OPCs, oligodendrocyte precursor cells; VSMCs, vascular smooth muscle cells; VLMCs, vascular leptomeningeal cells; and VECs, vascular endothelial cells. (**c**) Heatmap showing scaled expression of discriminatory genes across all 18 non-neuronal clusters. (**d**) Violin plots showing the distribution of the number of unique transcripts (upper) and the number of genes in each non-neuronal cluster.

**Figure 1—figure supplement 5.**
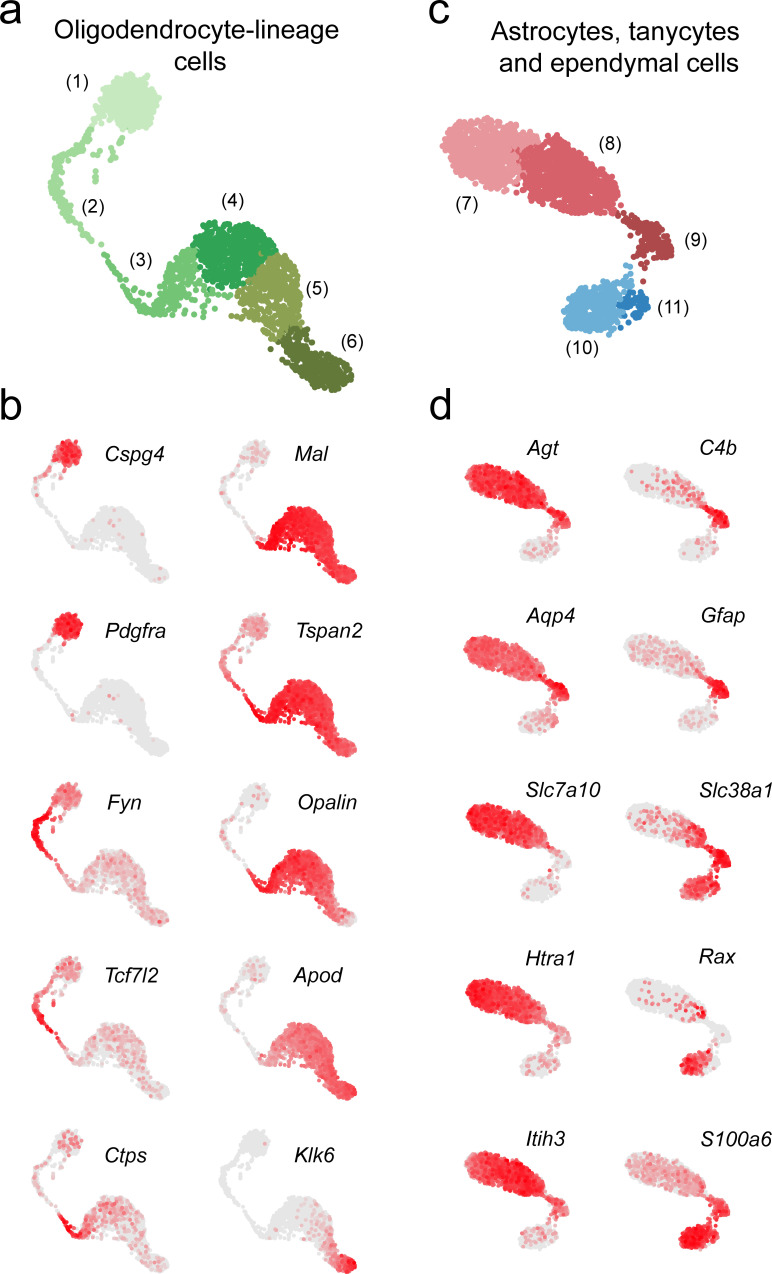
Key discriminatory marker genes of oligodendrocyte-lineage cells, astrocytes, tanycytes, and ependymal cells. (**a**) UMAP plot showing just non-neuronal clusters 1–6 (detail of Figure 1—figure supplement 4a). (**b**) Series of UMAP plots showing normalized expression of 10 key discriminatory marker genes for subpopulations of oligodendrocyte lineage cells. (**c**) UMAP plot showing just non-neuronal clusters 7–11 (detail of Figure 1—figure supplement 4a). (**d**) Series of UMAP plots showing normalized expression of 10 key discriminatory marker genes for astrocyte subpopulations, tanycytes, and ependymal cells.

### Identification of marker genes and testing gene specificity with a classification model

Throughout this study, we present multiple links between the transcriptional signatures of groups of single cells and their anatomical mapping. A key way in which we represent the shared transcriptional signature of groups of cells is through the presentation of marker genes, the expression of which is over-represented in a given population, as violin plots, which we use to show the distribution of transcripts per cell in each cluster for a given gene. While an individual marker gene may not be sufficient to uniquely describe an individual population, we provide an exhaustive set of markers that, when used in aggregate, specifically and uniquely identify each population described herein. Given that the median number of transcripts per cell is a small multiple of the number of genes per cell (Figure 1d), consistent with similar studies (e.g. Mickelsen et al., 2019; Moffitt et al., 2018; Chen et al., 2017), it is important to verify whether the marker gene expression presented is specific and robust. We first examined the distribution of transcripts captured per gene (Figure 1—figure supplement 2e and f) with the genes that we present as markers typically being the most highly expressed genes in the data set. Moreover, typical marker genes are expressed with at least 10 counts in a cell, and often with substantially more counts (Figure 1—figure supplement 2g).

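By the paper's criterion, a mean difference above 2 on the log2 scale and an AUROC above 0.8, 16 of 21 neuronal clusters had at least 1 marker, with 54 markers in all and a median of 2 per cluster. Among the non-neuronal clusters, 18 of 18 had markers, 313 in all and 17 at the median. The share of a cluster's cells with 10 or more UMIs, as the median over its markers, lay between 32.0 and 89.4% in the neuronal clusters with markers and between 23.4 and 86.6% in the non-neuronal clusters.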

We also verified that the markers presented are sufficient to uniquely describe each population. For this, we built a model that predicts the cluster identity of individual cells using only the expression of a small number of marker genes (Figure 1—figure supplement 3a). We then computed the number of incorrect cluster label predictions (as compared to each cells’ original label as shown in Figure 2b). This computational experiment demonstrates that we can predict the neuronal cluster identity with over 90% accuracy with fewer than only 80 total genes (Figure 1—figure supplement 3b–d). 

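In the repetition, a random forest was trained on 70% of the neurons and tested on the remaining 30%, with divisions repeated 5 times. With 5 marker genes per cluster, 66.6 genes on average, the class-balanced accuracy was 89.5 ± 0.607% (SD over 5 divisions of the cells) and the share of cells assigned to their cluster 91.4 ± 0.429%. Class-balanced accuracy was 85.1% with 2 genes per cluster, 91% with 10 and 92.4% with 20. Trained on 3 libraries and tested on the fourth, the forest reached 88.9% (SD 2.74, n = 4 libraries). With clusters rebuilt without the genes that the paper names, it reached 83.0%, and with shuffled training labels 4.80%. The clusters had been formed from the same expression values, so these accuracies measure how few genes carry the division and not whether the division holds in other cells.

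**Figure D3:**
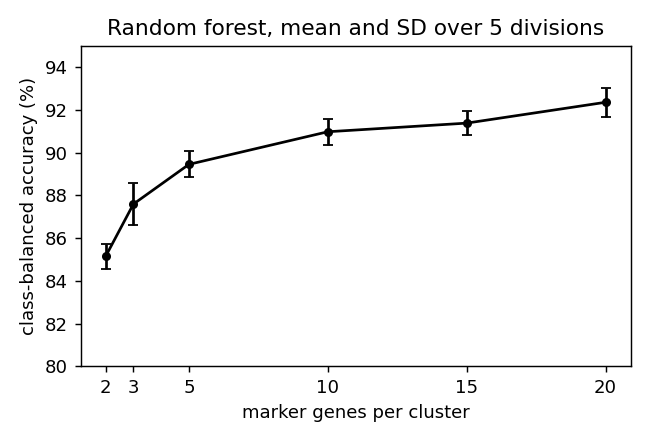
Class-balanced accuracy of the random forest, in percent, against the number of marker genes per cluster, with the mean and SD over 5 divisions of the cells. Accuracy went from 85.1% with 2 genes to 92.4% with 20.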

Notably, this is less than 10% of the 1500 genes used to guide the neuronal dimensionality reduction and clustering analysis. Moreover, many of the misclassifications are between related clusters that share markers or within the clusters with uncertain cluster identity (ex. GLUT10, GLUT11, GABA12, GABA13; Figure 1—figure supplement 3e). 

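Over the 5 divisions, 1212 test cells (8.58%) were assigned to another cluster. Of these, 28.6% were exchanged within the clusters of the medial mammillary group, and 63.5% involved the GLUT9-like or GLUT10-like cluster or a cluster that no set of markers named. Either applied to 84.6%.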

Most clusters ascribed to discrete anatomical regions can be correctly labeled with almost 100% accuracy with fewer than five marker genes. This model suggests that the marker genes for the populations described in Figures 3, 4, 5, 6 and figure supplements are more than adequate to identify individual cells from these populations.

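With 5 genes per cluster, the share of test cells returned to their own cluster was 98.1 ± 0.69% (SD over 5 divisions) for the GLUT6-like cluster, 99.4% for the GABA19-like cluster, 94.8% for the HA17-like cluster and 90.4% for the GLUT7-like cluster. The lowest was 60 ± 3.64% for the GLUT10-like cluster of 78 cells. Of the 21 clusters, 5 exceeded 95% with 5 genes and 4 with 3 genes, and the median over the clusters was 89.4% with 3 genes.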

**Figure 2.**
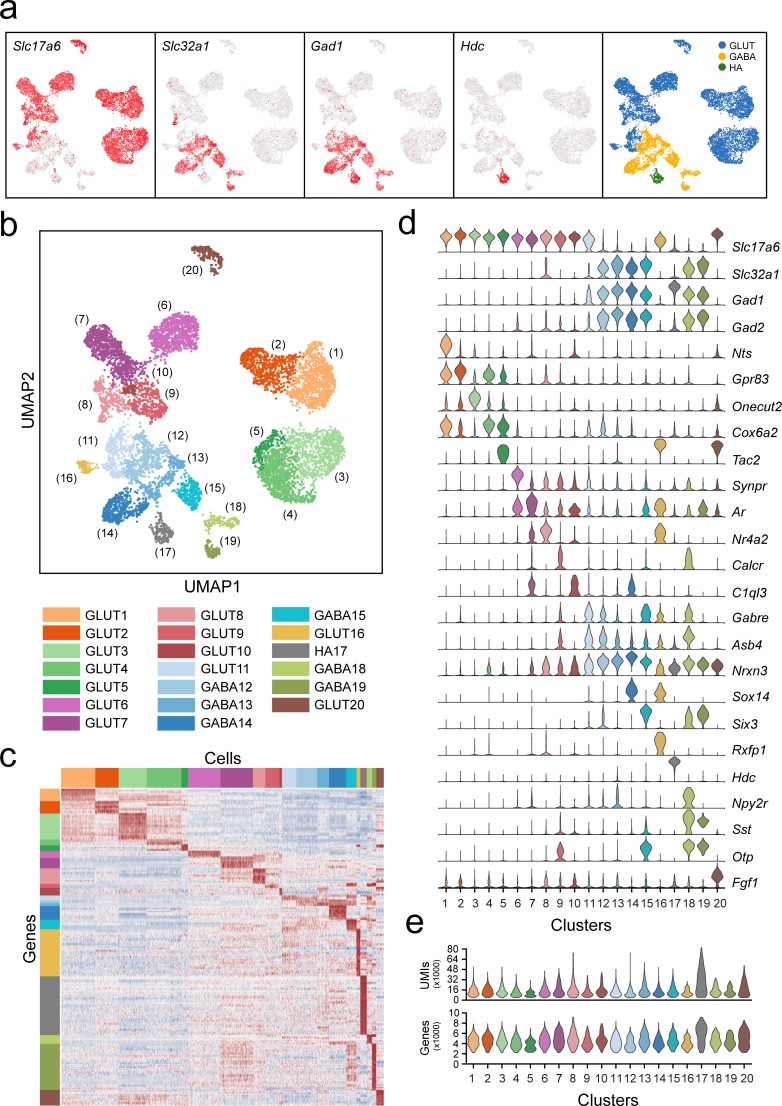
Classification of VPH neuronal populations. (**a**) UMAP plots showing normalized expression of *Slc17a6*, *Slc32a1*, *Gad1*, and *Hdc* after the second iteration of unsupervised clustering on just neuronal cells. Using these four genes, neurons were classified by a three-class Gaussian mixture model as glutamatergic (GLUT, blue), GABAergic (GABA, yellow), or histaminergic (HA, green). (**b**) Unsupervised clustering of 20 VPH neuronal cell types shown in a UMAP embedding. (**c**) Heatmap showing scaled expression of discriminatory genes across all 20 neuronal clusters. (**d**) Violin plot showing the distribution of normalized expression in each cluster of neurotransmitters (*Slc17a6*, *Slc32a1*, *Gad1*, *Gad2*) (upper) and discriminatory marker genes (lower). (**e**) Violin plots showing the distribution of the number of unique transcripts (upper) and the number of genes (lower) in each neuronal cluster.

**Figure 3.**
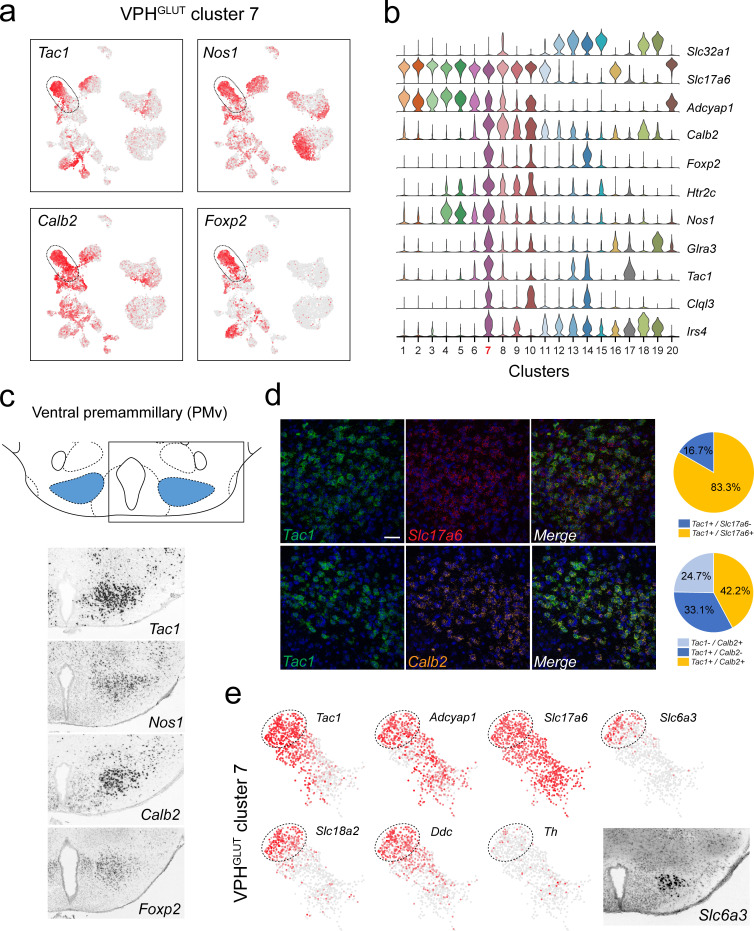
Identification of a population of putative PMv neurons and a catecholaminergic PMv subpopulation. (**a**) UMAP plots showing normalized expression of *Tac1*, *Nos1*, *Calb2,* and *Foxp2* enriched in VPH^GLUT^ cluster 7 following *Slc32a1* and *Slc17a6* (top). (**b**) Violin plot showing discriminatory marker genes enriched in cluster 7. (**c**) Mouse brain atlas schematic, modified from Paxinos, 2012, showing the PMv in a coronal section at distance from bregma of −2.46 mm (top). ISH images for *Tac1*, *Nos1*, *Calb2,* and *Foxp2* from the ABA (Lein et al., 2007; bottom). (**d**) Confocal micrographs (40×) of FISH in coronal sections of wild type mice and corresponding pie charts representing co-expression of mRNA for *Tac1* and *Slc17a6* (n = 678 cells, three mice; upper) and *Tac1* and *Calb2* (n = 963 cells, three mice; lower). Scale bar (applicable to all micrographs) 50 μm. (**e**) UMAP plots showing normalized expression of markers in VPH^GLUT^ cluster 7 only, including cell type markers for reference (*Tac1*, *Adcyap1,* and *Slc17a6*) and markers that define a subpopulation of putative catecholaminergic neurons (*Slc6a3*, *Slc18a2* and *Ddc,* but with very low *Th*). ISH image from the ABA (Lein et al., 2007) showing *Slc6a3* expression in the PMv (inset).

**Figure 3—figure supplement 1.**
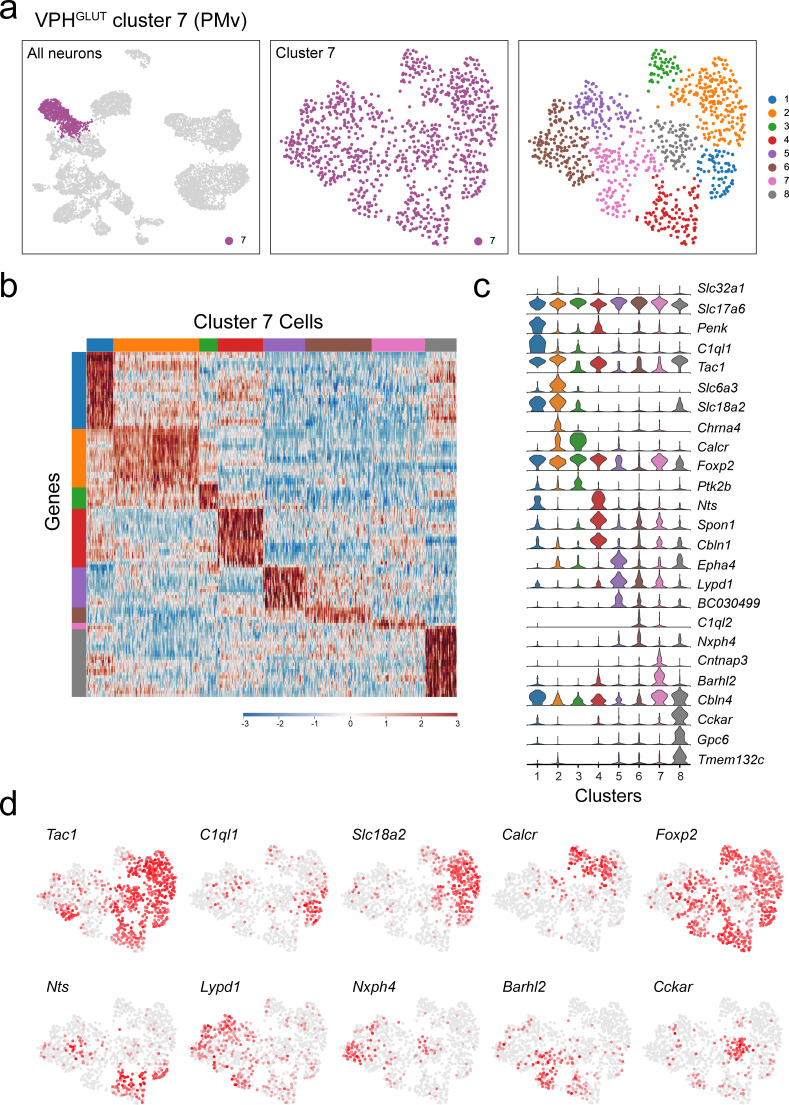
Subclustering of PMv neurons (VPH^GLUT^ cluster 7). (**a**) UMAP plots showing cluster7 neurons among all neuronal populations (left), cluster 7 alone (middle) and following another iteration of clustering (right) revealing eight subclusters. (**b**) Heatmap showing scaled expression of discriminatory genes across all eight VPH^GLUT^ cluster 7 subclusters. (**c**) Violin plot showing discriminatory marker genes enriched in each subcluster following *Slc32a1* and *Slc17a6* (top). (**d**) Series of UMAP plots of VPH^GLUT^ cluster 7 alone showing normalized expression of 10 key discriminatory marker genes that define distinct subpopulations and demonstrate heterogeneity among cluster 7 neurons.

**Figure 4.**
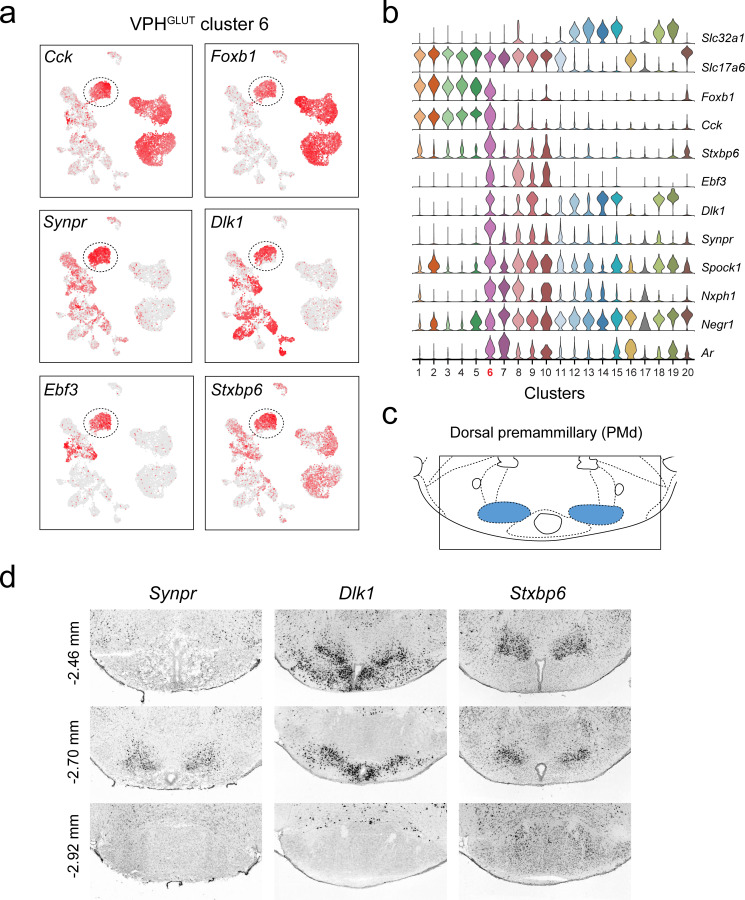
Identification of a population of putative PMd neurons (VPH^GLUT^ cluster 6). (**a**) UMAP plots showing normalized expression of *Cck*, *Foxb1* (shared with VPH^GLUT^ clusters 1–5), *Synpr*, *Dlk1*, *Ebf3,* and *Stxbp6* (enriched in VPH^GLUT^ cluster 6). (**b**) Violin plot showing discriminatory marker genes enriched in VPH^GLUT^ cluster 6 following *Slc32a1* and *Slc17a6* (top). (**c**) Mouse brain atlas schematic (Paxinos, 2012) showing the PMd in a coronal section at distance from bregma of −2.70 mm (top). (**d**) ISH images for three anterior to posterior coronal sections (approximate distance from bregma −2.46,–2.80, and −2.92 mm) for *Synpr* (left), *Dlk1* (middle), and *Stxbp6* (right) from the ABA (Lein et al., 2007; bottom). In each case, expression appears to be enriched in the PMd in anterior sections and largely absent in the MB in the posterior section.

**Figure 4—figure supplement 1.**
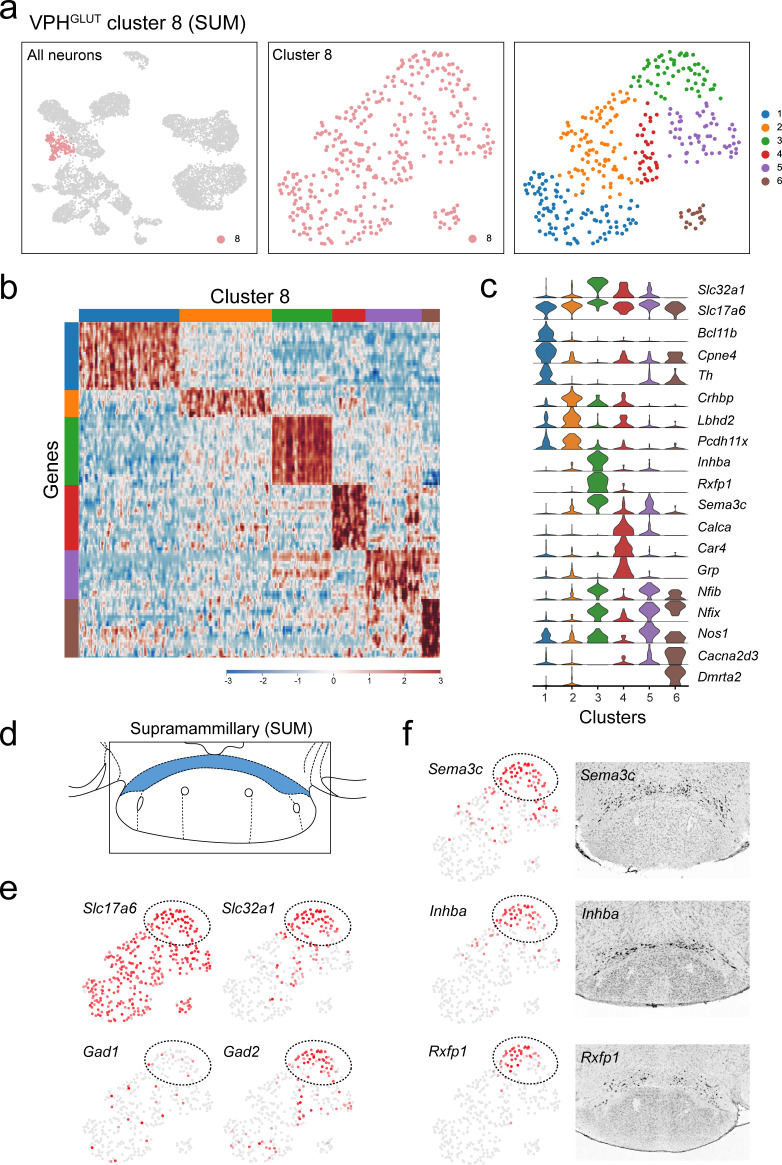
Subclustering of putative SUM neurons (VPH^GLUT^ cluster 8). (**a**) UMAP plots showing cluster 8 neurons among all neuronal populations (left), cluster 8 alone (middle) and following another iteration of clustering (right) revealing six subclusters. (**b**) Heatmap showing scaled expression of discriminatory genes across all six VPH^GLUT^ cluster 8 subclusters. (**c**) Violin plot showing discriminatory marker genes enriched in each subcluster following *Slc32a1* and *Slc17a6* (top). (**d**) Mouse brain atlas schematic (Paxinos, 2012), showing the SUM (or retromammillary nucleus/RM) in a coronal section at distance from bregma of −3.08 mm. (**e**) UMAP plots showing cluster 8, showing normalized expression of *Slc17a6*, *Slc32a1, Gad1,* and *Gad2*. A region of cluster 8 (circled), corresponding to subcluster 3 (green) was enriched in cells that were *Slc17a6*+, *Slc32a1*+, *Gad2*+ but *Gad1*-. (**f**) UMAP plots of *Sema3c*, *Inhba,* and *Rxfp1* expression (left) relative to corresponding ISH images from the ABA (Lein et al., 2007; right) showing localization to the posterior SUM.

**Figure 4—figure supplement 2.**
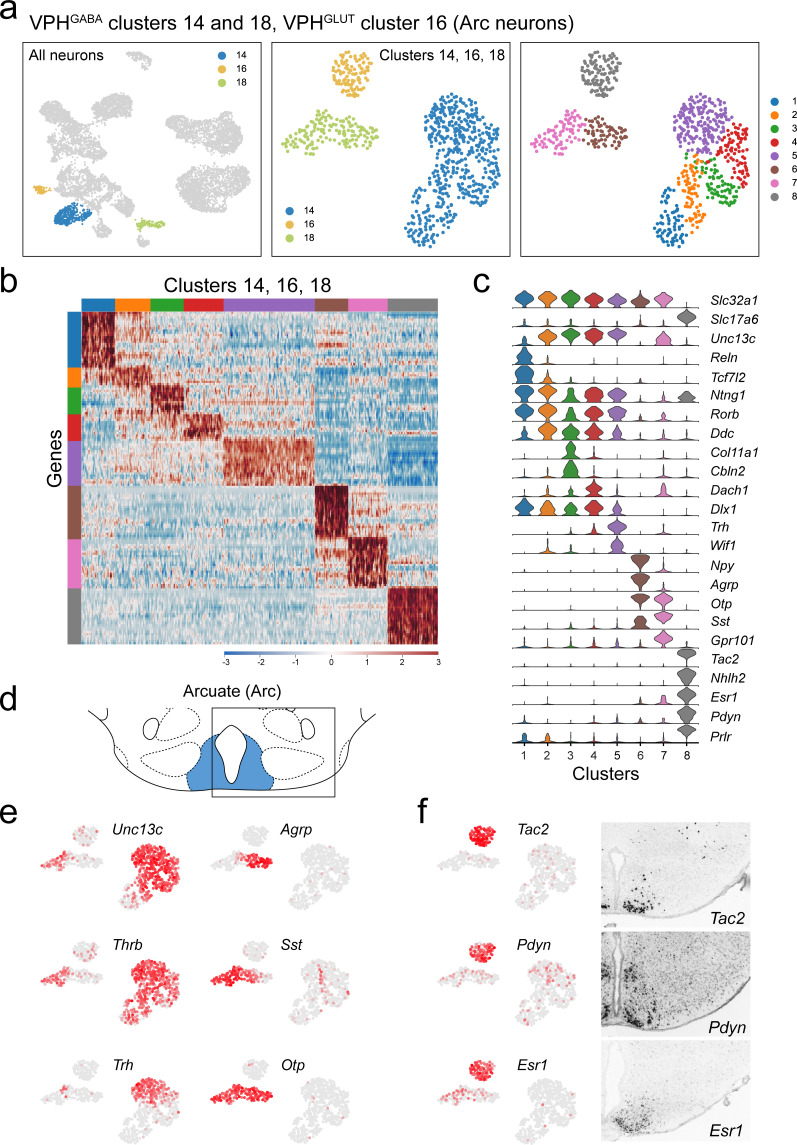
Identification of multiple populations of putative Arc neurons (VPH^GABA^ clusters 14, 18, and VPH^GLUT^ cluster 16). (**a**) UMAP plots showing clusters 14, 16, and 18 neurons among all neuronal populations (left), clustering of all three alone (middle) and following another iteration of clustering (right) showing eight subclusters. (**b**) Heatmap showing scaled expression of discriminatory genes across all eight subclusters. (**c**) Violin plot showing discriminatory marker genes enriched in each subcluster following *Slc32a1* and *Slc17a6* (top). (**d**) Mouse brain atlas schematic (Paxinos, 2012) showing the Arc in a coronal section at distance from bregma of −2.45 mm. (**e**) UMAP plots showing discriminatory genes that define a selection of Arc cell types. (**f**) UMAP plots of key markers that identify VPH^GLUT^ cluster 16 (also subcluster 8) as Arc KNDy neurons including *Tac2*, *Pdyn,* and *Esr1* (left) and corresponding ISH images from the ABA (Lein et al., 2007; right) showing localization to the posterior Arc.

**Figure 4—figure supplement 3.**
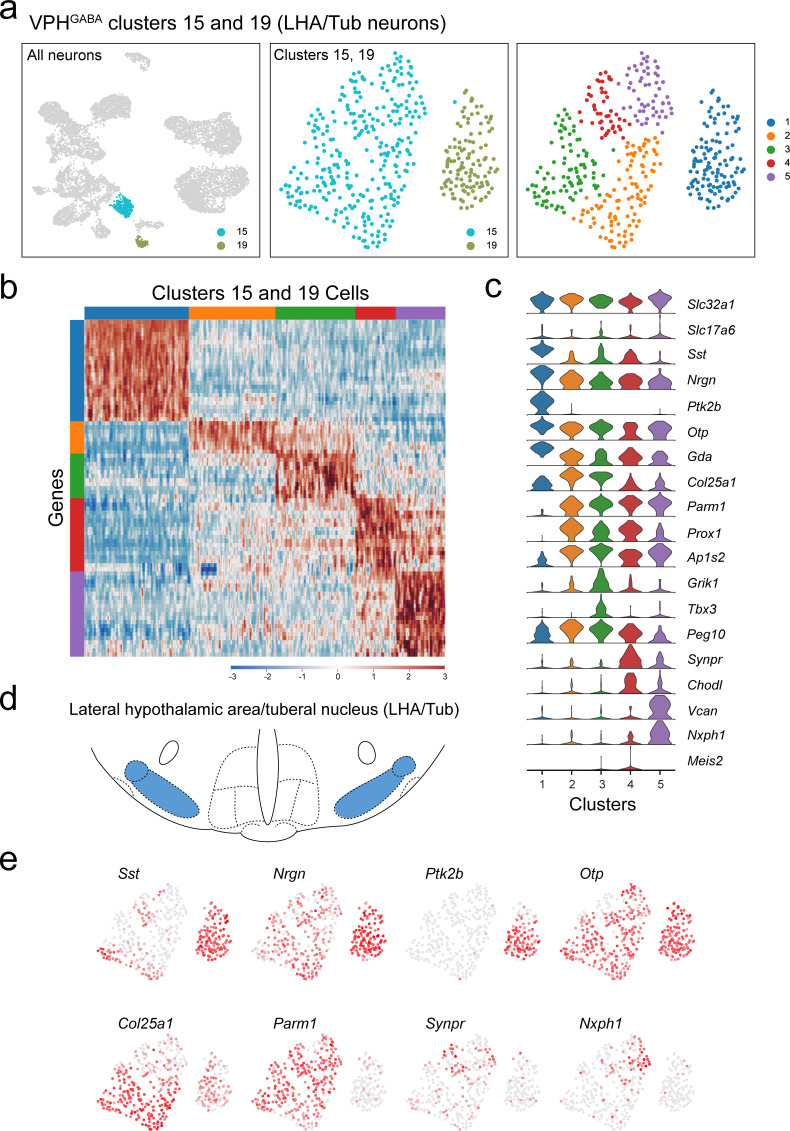
Identification and subclustering of multiple populations of putative LHA/Tub neurons (VPH^GABA^ clusters 15 and 19). (**a**) UMAP plots showing clusters 15 and 19 neurons among all neuronal populations (left), clustering of both alone (middle) and following another iteration of clustering (right) showing five subclusters. (**b**) Heatmap showing scaled expression of discriminatory genes across all five subclusters. (**c**) Violin plot showing discriminatory marker genes enriched in each subcluster following *Slc32a1* and *Slc17a6* (top). (**d**) Mouse brain atlas schematic (Paxinos, 2012) showing the LHA/Tub (also referred to as medial tuberal nucleus and terete hypothalamic nucleus) in a coronal section at distance from bregma of −2.15 mm. (**e**) UMAP plots showing discriminatory genes that define a selection of previously identified LHA/Tub neuronal cell populations (Mickelsen et al., 2019).

**Figure 5.**
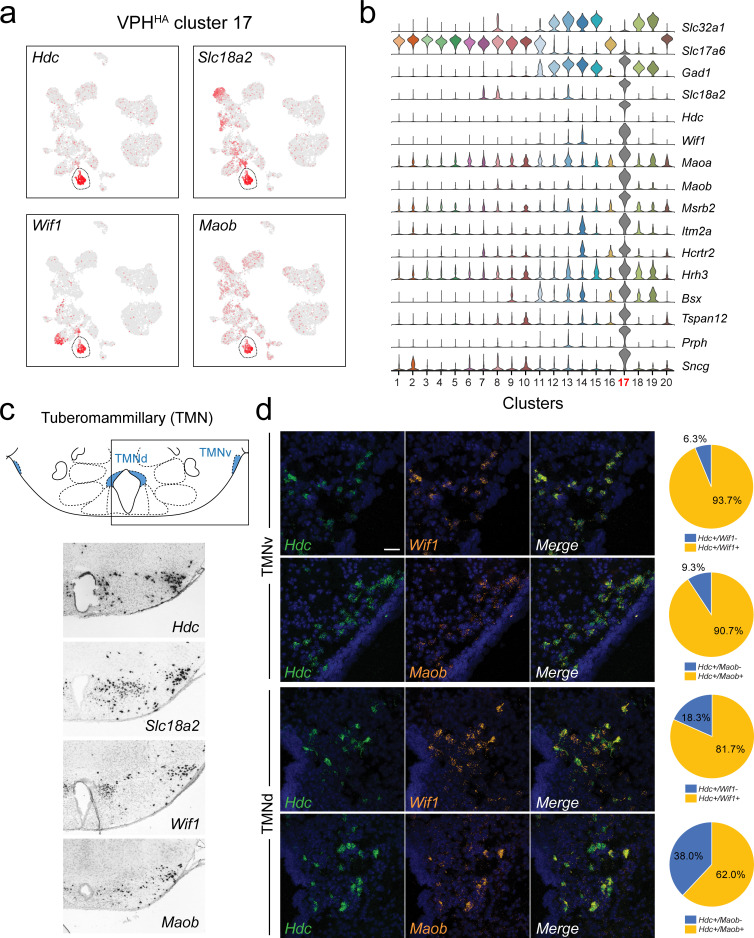
Identification of histaminergic (HA) neurons in the TMN. (**a**) UMAP plots showing normalized expression of *Hdc*, *Slc18a2*, *Wif1,* and *Maob* enriched in VPH^HA^ cluster 17 (circled). (**b**) Violin plot showing discriminatory marker genes enriched in VPH^HA^ cluster 17 following *Slc32a1* and *Slc17a6* (top). (**c**) Mouse brain atlas schematic, modified from Paxinos, 2012, showing the dorsal TMN (TMNd) and ventral TMN (TMNv) in a coronal section at distance from bregma of −2.54 mm (top). ISH images for *Hdc*, *Slc18a2*, *Wif1, *and *Maob* from the ABA (Lein et al., 2007; bottom). (**d**) Confocal micrographs (40×) of FISH in coronal sections of wild type mice and corresponding pie charts representing co-expression of mRNA in the TMNv (top) for *Hdc* and *Wif1* (n = 415 cells, three mice; upper) and *Hdc* and *Maob* (n = 570 cells, three mice; lower) and in the TMNd (bottom) for *Hdc* and *Wif1* (n = 109 cells, three mice; upper) and *Hdc* and *Maob* (n = 192 cells, three mice; lower). Scale bar (applicable to all micrographs) 50 μm.

**Figure 5—figure supplement 1.**
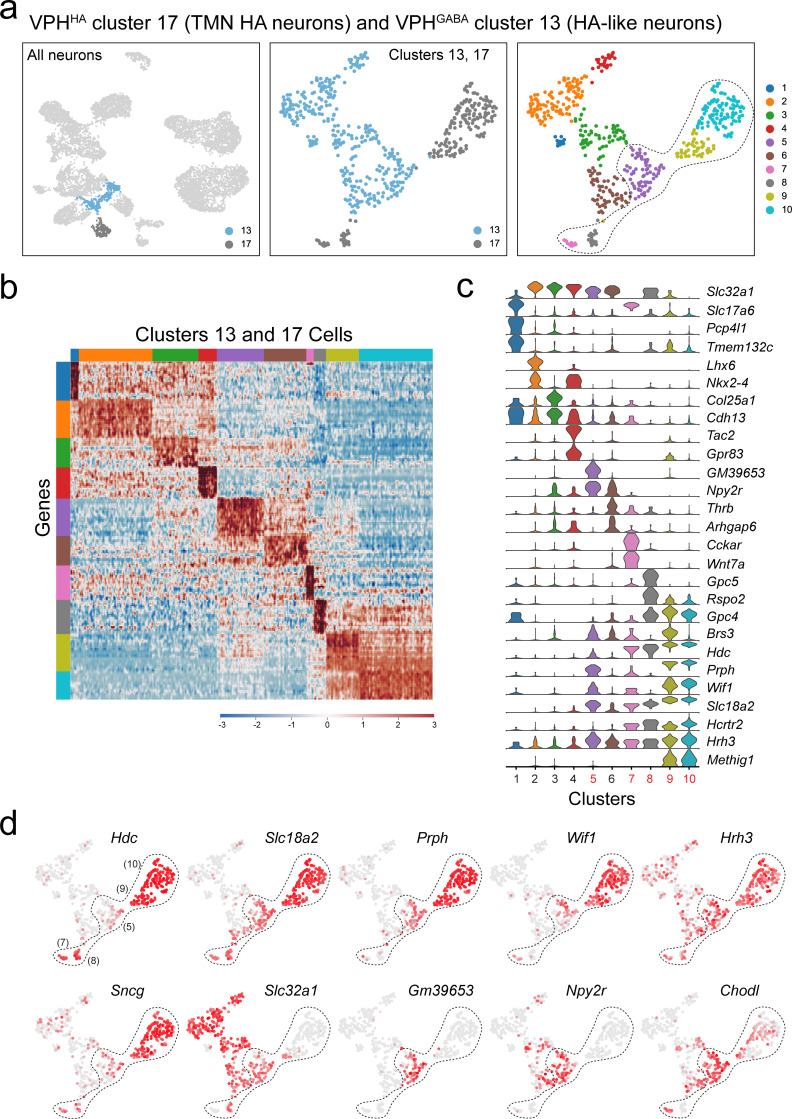
Subclustering of TMN HA neurons (VPH^HA^ cluster 17) and a population of HA-like neurons (subcluster of VPH^GABA^ cluster 13). (**a**) UMAP plots showing clusters 13 and 17 neurons among all neuronal populations (left), clustering of both alone (middle) and following another iteration of clustering (right) showing 10 subclusters. (**b**) Heatmap showing scaled expression of discriminatory genes across all ten subclusters. (**c**) Violin plot showing discriminatory marker genes enriched in each subcluster following *Slc32a1* and *Slc17a6* (top). (**d**) UMAP plots showing discriminatory genes that define putative HA subclusters (7, 8, 9, and 10) and an HA-like subcluster (5), all defined by the perforated line. Subcluster five exhibits expression of several key HA markers including *Slc18a2*, *Prph*, *Wif1,* and *Hrh3* (but limited *Hdc*) as well as *Slc32a1* and several unique markers (*Gm39653*, *Npy2r,* and *Chodl*).

**Figure 6.**
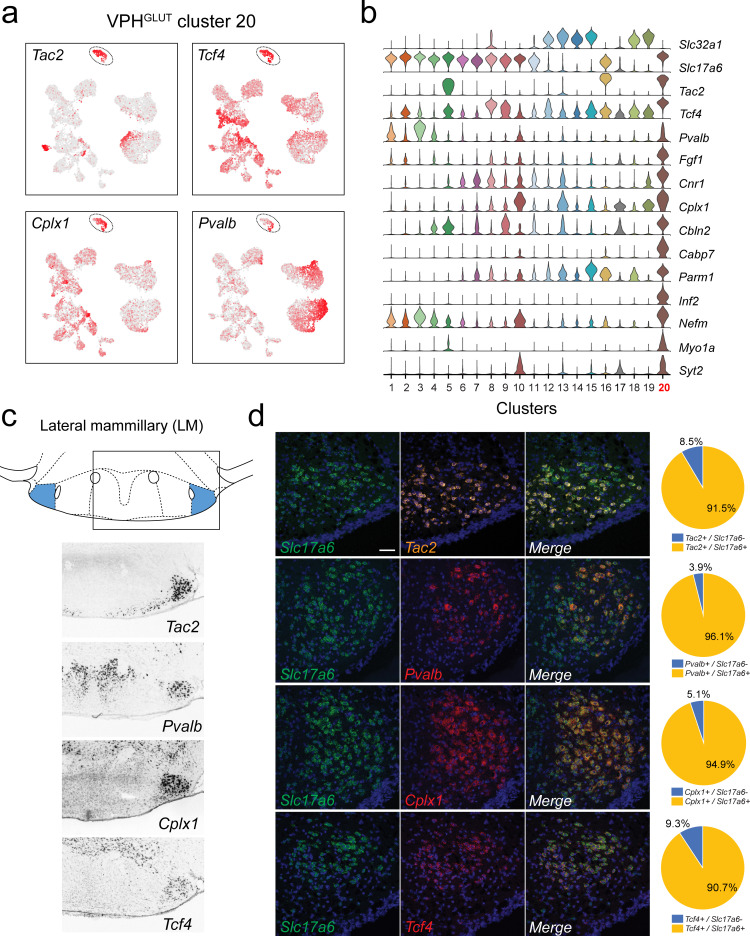
Identification of lateral mammillary (LM) neurons. (**a**) UMAP plots showing normalized expression of *Tac2*, *Tcf4*, *Cplx1,* and *Pvalb* enriched in VPH^GLUT^ cluster 20 (circled). (**b**) Violin plot showing discriminatory marker genes enriched in VPH^GLUT^ cluster 20 following *Slc32a1* and *Slc17a6* (top). (**c**) Mouse brain atlas schematic, modified from Paxinos, 2012, showing the LM in a coronal section at distance from bregma of −2.92 mm (top). ISH images for *Tac2*, *Tcf4*, *Cplx1,* and *Pvalb* from the ABA (Lein et al., 2007; bottom). (**d**) Confocal micrographs (40×) of FISH in coronal sections of wild type mice and corresponding pie charts representing co-expression of mRNA for *Slc17a6* and *Tac2* (n = 1210 cells, three mice; upper), *Slc17a6* and *Pvalb* (n = 1057 cells, three mice, upper middle), *Slc17a6* and *Cplx1* (n = 1269 cells, three mice; lower middle), and *Slc17a6* and *Tcf4* (n = 1642 cells, three mice; lower), Scale bar (applicable to all micrographs) 50 μm.

**Figure 6—figure supplement 1.**
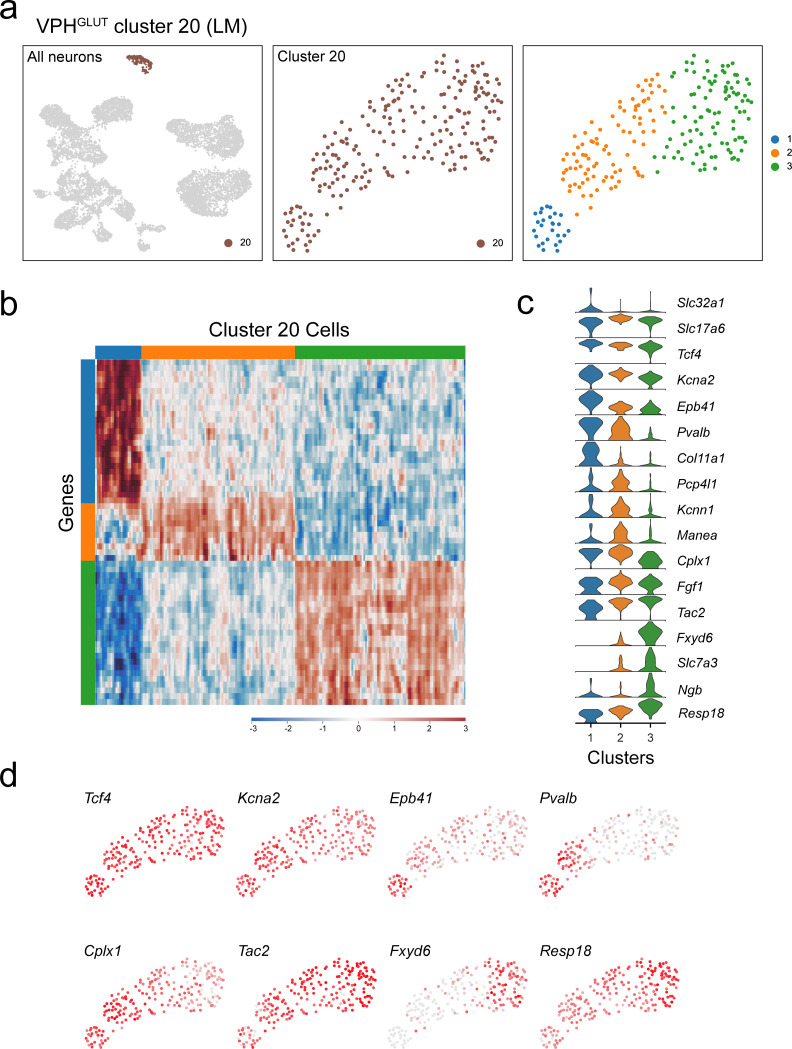
Subclustering of LM neurons (VPH^GLUT^ cluster 20). (**a**) UMAP plots showing cluster 20 neurons among all neuronal populations (left), clustering of cluster 20 alone (middle) and following another iteration of clustering (right) revealing three subclusters. (**b**) Heatmap showing scaled expression of discriminatory genes across all three subclusters. (**c**) Violin plot showing discriminatory marker genes enriched in each subcluster following *Slc32a1* and *Slc17a6* (top). (**d**) UMAP plots showing discriminatory genes that define putative LM subclusters.

### Major non-neuronal cell types in the VPH

Among non-neuronal cell populations in the VPH, we identified 18 distinct clusters distinguished from one another by suites of cell type-specific discriminatory markers (Figure 1—figure supplement 4a–d). We resolved six distinct populations of oligodendrocyte lineage cells arranged in a contiguous strand in a UMAP plot (Figure 1—figure supplement 4a), likely reflecting a developmental gradient of gene expression. These include oligodendrocyte precursor cells (OPC or NG2+ cells; cluster 1), immature oligodendrocytes (cluster 2), and four oligodendrocyte populations (clusters 3–6), all of which exhibit a wave of differentially-expressed genes (*Cspg4*, *Fyn*, *Ctps*, *Tspans2*, *Apod*, *Klk6*, etc.; Figure 1—figure supplement 5a and b) that aligns well with the diversity of functional markers of the oligodendrocyte lineage in the mouse brain identified through previous scRNA-seq analyses (Marques et al., 2016; Zeisel et al., 2018; Saunders et al., 2018). 

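The repeated clustering gave 5 clusters of the oligodendrocyte lineage, among them an OPC-like cluster of 549 cells, an immature oligodendrocyte-like cluster of 186 cells and 3 oligodendrocyte-like clusters of 765, 529 and 231 cells. Cspg4 (ENSMUSG00000032911, chromosome 9 from 56865033 to 56899870) was at 468 ± 117 CPM in the OPC-like cluster and at 17.8 ± 7.78 CPM in the other non-neuronal cells (SD, n = 4 libraries), a log2 fold change of 4.37 (standard error 0.11, adjusted p = 1.3e-26 from edgeR). The pericyte-like cells held Cspg4 at 438 ± 156 CPM, a difference within the spread. Fyn (ENSMUSG00000019843, chromosome 10 from 39368855 to 39565381) was at 2835 ± 196 CPM in the immature oligodendrocyte-like cluster and at 82.2 ± 10.7 CPM outside it. Along the oligodendrocyte-like clusters, Ctps was highest in the cluster of 231 cells at 333 ± 94.0 CPM, and Klk6 in that of 765 cells at 356 ± 141 CPM. Tspan2 and Apod moved in opposite directions between these clusters, with 3362 ± 228 and 496 ± 114 CPM in the former and 1449 ± 133 and 3060 ± 919 CPM in the latter. From this series of genes, the paper states that the clusters align with the oligodendrocyte lineage described before.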

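Aqp4 (ENSMUSG00000024411, chromosome 18 from 15389496 to 15410982) was at 1331 ± 257 CPM over the 3 astrocyte-like clusters together and at 33.4 ± 10.3 CPM in the other non-neuronal cells (SD, n = 4 libraries), with a log2 fold change of 5.32 (standard error 0.16, adjusted p = 6.6e-13 from edgeR). Agt (ENSMUSG00000031980, chromosome 8 from 124556534 to 124569706) was at 2026 ± 1071 against 30.4 ± 11.5 CPM. In the single clusters of 871, 836 and 176 cells, Aqp4 was at 893 ± 130.2, 1130 ± 289 and 2814 ± 484 CPM and Agt at 2303 ± 1155, 1900 ± 1098 and 1625 ± 792 CPM.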

We also resolved three distinct clusters of astrocytes (clusters 7, 8, and 9), all of which are *Aqp4*+ and *Agt*+. 

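Gfap was at 91 ± 29.7 and 39.7 ± 18.6 CPM in the larger pair of astrocyte-like clusters and at 8201 ± 960.5 CPM in the cluster of 176 cells (SD, n = 4 libraries). C4b was at 54.8 ± 6.77 and 6.89 ± 1.28 CPM in the former and at 1006 ± 33.2 CPM in the latter. Slc7a10 fell from 707 ± 80.8 and 1095 ± 110.3 CPM to 46.9 ± 15.3 CPM, and Htra1 from 808 ± 221 and 1473 ± 382 CPM to 152 ± 23.6 CPM.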

Clusters 7 and 8 are distinguishable by high expression of *Slc7a10* and *Htra1* and low expression of *Gfap*, while cluster 9 exhibits high expression of both *Gfap* and *C4*b (Figure 1—figure supplement 5c and d). In nearby clusters, we identified tanycytes (cluster 10: *Rax*+) and ependymal cells (cluster 11: *Ccdc153*+, *S100a6*+; Figure 1—figure supplement 5c and d). In addition, we found other distinct clusters readily identifiable as macrophages (cluster 12: *Mrc1*+), microglia (cluster 13: *Tmem119*+), pericytes (cluster 14: *Rgs5*+), vascular smooth muscle cells (VSMCs; cluster 15: *Rgs5*+, *Acta2*+), two populations of putative vascular leptomeningeal cells or VLMCs (cluster 16: *Fxyd5+*, *Slc47a1*+; cluster 17: *Dcn*+) and vascular endothelial cells (VECs; cluster 18: *Pecam1*+, *Slc38a5*+; Figure 1—figure supplement 3b). 

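Tanycyte-like and ependymal-like cells fell into one cluster of 437 cells in the repeated clustering. Rax (ENSMUSG00000024518, chromosome 18 from 65928277 to 65939787) was at 353 ± 108 CPM in it and at 4.4 ± 0.723 CPM in the other non-neuronal cells (SD, n = 4 libraries), and S100a6 at 4159 ± 932 against 186 ± 19.1 CPM. Ccdc153 was at 151 ± 159.6 CPM, with an SD as large as the mean. Within the cluster, 3 or more UMIs of Rax were found in 114 of 437 cells (26.1%, Wilson interval 22.2 to 30.4%), of Ccdc153 in 31 of 437 cells (7.09%, Wilson interval 5.04 to 9.89%) and of both in 2 of 437 cells (0.46%, Wilson interval 0.13 to 1.65%). In the other non-neuronal cells, a single UMI or more of Rax was found in 1.41% and of Ccdc153 in 0.28%.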

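Mrc1 (ENSMUSG00000026712, chromosome 2 from 14229392 to 14332057) was at 1561 ± 836 CPM in the macrophage-like cluster of 97 cells and at 0.776 ± 0.588 CPM in the other non-neuronal cells (SD, n = 4 libraries). Tmem119 was at 1369 ± 179 against 2.49 ± 0.439 CPM in the microglia-like cluster of 340 cells, and Rgs5 at 6527 ± 998 against 122 ± 29.4 CPM in the pericyte-like cluster of 289 cells. In the VSMC-like cluster of 39 cells, which found no match with another seed of the clustering, Acta2 was at 12870 ± 3188 CPM and Rgs5 at 4719 ± 5002 CPM. Pecam1 was at 539 ± 45.8 CPM and Slc38a5 at 261 ± 103 CPM over the 3 VEC-like clusters of 588, 156 and 17 cells. Log2 fold changes of these genes lay between 3.38 for Rgs5 in the VSMC-like cluster and 10.67 for Mrc1 (largest adjusted p among them 9.0e-14 from edgeR). The single VLMC-like cluster of 127 cells held Dcn, the paper's marker of cluster 17, at 4754 ± 2900 against 2.74 ± 0.169 CPM. Of the markers of cluster 16, Fxyd5 was at 16.4 ± 13.6 CPM in it, below the 50.7 ± 12.8 CPM of the other cells (log2 fold change -1.44, adjusted p = 0.0013 from edgeR). It was -0.97 without Female 2 (adjusted p = 0.09 from edgeR), which misses the threshold, and -2.73 without Male 2. In the matched cluster without batch correction it was 2.19 (adjusted p = 6.4e-17 from edgeR), which reverses it. That cluster held 135 cells in place of 127, so its cells differed in part. The other cells include VEC-like cells, with Fxyd5 at 351 ± 89.4 CPM in their largest cluster, while astrocyte-like, tanycyte/ependymal-like and oligodendrocyte lineage clusters lay between 0.569 and 3.86 CPM. Slc47a1 had no UMI in its 127 cells, which allows a share of cells with a UMI of up to 2.36%. A cluster of 9 cells from Female 1 and Male 2, which no set of markers named, held both genes, Fxyd5 at 4263 CPM and Slc47a1 at 831 CPM, a pair of values looked up after the clusters had been seen.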

Our identification of major non-neuronal VPH cell types is based on, and closely aligns with, previous scRNA-seq analyses from mouse brain (Marques et al., 2016; Zeisel et al., 2018; Saunders et al., 2018).

### Diverse populations of excitatory and inhibitory neuronal cell clusters in the VPH

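The neurons that were kept held a median of 12084 UMIs and 4348 genes, and the non-neuronal cells 4148 UMIs and 1967 genes. The medians of neurons were 8704 and 9600.5 UMIs in the male-labelled and female libraries of harvest 1 and 15959 and 19335 UMIs in harvest 2. The second filter of 3500 UMIs and 2200 genes was applied to neurons alone.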

Among the neuronal clusters, which contained significantly more genes and UMIs per cell (4334 and 12,065, respectively) than the overall data set, we first examined broad patterns in the expression of fast amino acid and monoamine neurotransmitter markers (Figure 2a). 

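Each neuronal cluster was classified by its mean log2 values of Slc17a6 (ENSMUSG00000030500, chromosome 7 from 51622006 to 51671119) and Slc32a1 (ENSMUSG00000037771). Slc17a6 lay between 2.23 and 3.39 in 14 clusters, and Slc32a1 between 0.01 and 0.573 in the same clusters, with the GLUT8-like cluster highest. In the 6 clusters where Slc32a1 was the higher, it lay between 1.10 and 2.32, and Slc17a6 between 0.112 and 0.556. The HA17-like cluster was low in both, with 0.317 and 0.187. The cluster with Slc17a6 at 0.556 held 730 cells and matched no set of markers.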

Expression of genes necessary for the synthesis and packaging of the excitatory transmitter glutamate (*Slc17a6*, encoding the vesicular glutamate transporter 2, VGLUT2) and the inhibitory transmitter GABA (*Slc32a1*, encoding the vesicular GABA transporter, VGAT) provided a binary classification of *Slc17a6*+ clusters as glutamatergic (VPH^GLUT^) and *Slc32a1*+ clusters as GABAergic (VPH^GABA^) neurons. This was further supported by the expression of the gene encoding a synthetic enzyme for GABA (*Gad1*/GAD67) which largely aligns with *Slc32a1*+ clusters. 

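Mean log2 values of Gad1 lay between 1.70 and 2.74 in the 6 clusters with more Slc32a1 than Slc17a6, and between 0.014 and 0.598 in the 14 clusters with Slc17a6 above 2. Gad2 lay between 1.67 and 3.34 in the former and between 0.034 and 0.591 in the latter. The exception was the HA17-like cluster, with Gad1 at 3.36.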

We found that of the 20 neuronal clusters we identified, thirteen are glutamatergic, six are GABAergic and one (cluster 17) best matched the profile of a unique population of histaminergic (HA) neurons based on the unique expression of histidine decarboxylase (*Hdc*/HDC; Figure 2a,b). 

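By these values, 14 clusters with 7062 neurons (74.9%) were glutamatergic, 6 with 2186 neurons (23.2%) GABAergic and 1 with 181 neurons (1.92%) histaminergic. Mean log2 values of Hdc were 4.55 in the last and at most 0.188 in the other 20 clusters. From these genes, the paper assigns each cluster to a transmitter class, with cluster 17 as histaminergic.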

Overall, within these neuronal populations, clusters are distinguished by suites of differentially expressed transcripts (Figure 2c,d) with comparable UMIs/cell and genes/cell (Figure 2e). 

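The median number of UMIs per cell lay between 9815 and 14822 in 20 of the 21 clusters, and was 27281 in the HA17-like cluster. The number of genes in that cluster was 6093 at the median, against 4877 in the GLUT20-like cluster, the next highest.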

In the following analyses, we validated the co-expression of key markers and their spatial organization in selected VPH neuronal populations. In all cases, we first attempted to map transcriptionally distinct cell clusters onto specific anatomical subregions within the VPH, by comparing differentially-expressed transcripts with the online database of in situ hybridization (ISH) data from the Allen Brain Atlas (ABA; Lein et al., 2007), followed by co-expression analysis using multiplexed FISH.

### Transcriptional signatures differentiate ventral and dorsal premammillary (PM) nuclei

Among neuronal clusters that correspond to discrete anatomical subregions of the VPH, we identified at least one VPH^GLUT^ population with a suite of differentially-expressed transcripts that appears to closely match the ventral premammillary nucleus (PMv; Figure 3). VPH^GLUT^ cluster 7 is enriched in the following key transcripts: *Tac1* (encoding substance P or SP), *Nos1* (encoding neuronal nitric oxide synthase or NOS), *Calb2* (encoding calretinin), and *Foxp2* (encoding the transcription factor forkhead box P2; Figure 3a) along with a host of other differentially expressed markers (Figure 3b). 

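In the GLUT7-like cluster of 1002 neurons, Tac1 (ENSMUSG00000061762, chromosome 6 from 7554879 to 7565834) was at 2037 ± 1053 CPM, against 214 ± 62.5 CPM in the other neurons (SD, n = 4 libraries), a log2 fold change of 3.14 (standard error 0.11, adjusted p = 1.2e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nos1 (ENSMUSG00000029361, chromosome 5 from 117781032 to 117958840) was at 199.7 ± 43.5 against 66.1 ± 14.0 CPM, a log2 fold change of 1.59 (standard error 0.05). Calb2 (ENSMUSG00000003657, chromosome 8 from 110137502 to 110168210) was at 962 ± 434 against 146 ± 42.8 CPM, and Foxp2 (ENSMUSG00000029563, chromosome 6 from 14901349 to 15441977) at 214 ± 15.5 against 21.5 ± 6.39 CPM. All 4 genes were higher in the cluster in 4 of 4 libraries. Over all named genes, 115 of 122 pairs of a gene and a cluster for which the text names it as expressed or enriched passed this test. Of the 83 pairs counted as having a gene that had not served to name the cluster, 77 passed. This count includes Foxb1, Cck and Gpr83 in the medial mammillary group, although they are among the markers by which its clusters were chosen. Among all pairs, 31 passed the paper's marker criterion in every library and 41 passed it over all cells. Of the 4 genes here, Calb2 met that criterion over all cells (AUROC 0.897), while Tac1, Nos1 and Foxp2 had an AUROC of 0.756, 0.742 and 0.798. With in situ hybridization of these markers, the paper takes the cluster as a putative PMv population.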

The spatial pattern of expression of each of the markers in Figure 3a were found in the ABA (Lein et al., 2007), and correspond closely to the PMv (Figure 3c). Through FISH co-expression analysis, we found that *Tac1*, *Calb2,* and *Slc17a6* are extensively co-expressed in a large cluster of neurons in the PMv (Figure 3d). These data broadly align with several known markers for the PMv (Donato and Elias, 2011). For example, SP (Shimada et al., 1988; Larsen, 1992) and NOS (Vincent and Kimura, 1992) are both enriched in the PMv. Another marker that is enriched in VPH^GLUT^ cluster 7 is *Adcyap1* (encoding the neuropeptide pituitary adenylate cyclase-activating polypeptide, or PACAP; Figure 3b). 

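Adcyap1 (ENSMUSG00000024256, chromosome 17 from 93199017 to 93206537) was at 203 ± 34.4 CPM in the GLUT7-like cluster and at 195 ± 42.3 CPM in the other neurons, a difference within the spread of the libraries (log2 fold change 0.05, standard error 0.08, adjusted p = 0.69 from edgeR). The clusters of the medial mammillary group, which are part of the other neurons, held it at 355 ± 70.6 CPM. Without Male 2 the log2 fold change was 0.20 (adjusted p = 0.0059) and without Female 2 it was -0.02.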

Consistent with the role of the PMv in reproductive function (Donato and Elias, 2011; Leshan and Pfaff, 2014), PACAP+ PMv neurons were recently shown to critically regulate female reproductive physiology and fertility (Ross et al., 2018).

Interestingly, we also found that a distinct subpopulation of VPH^GLUT^ cluster 7 neurons robustly expresses markers of catecholaminergic neurotransmission including *Slc6a3* (encoding the dopamine transporter, DAT), *Ddc* (encoding DOPA decarboxylase), and *Slc18a2* (encoding the vesicular monoamine transporter 2, VMAT2) but low expression of *Th* (encoding tyrosine hydroxylase; Figure 3e). This cluster corresponds well to a previously identified catcholaminergic (Zoli et al., 1993), *Slc6a3*+ PMv population (Meister and Elde, 1993) that was more recently found, through circuit and behavioral analyses, to regulate male social behavior (Soden et al., 2016) and aggression (Stagkourakis et al., 2018) in a glutamate-dependent, but dopamine-independent, manner (Soden et al., 2016), consistent with the profile we identified (*Slc17a6*+, *Slc18a2*+, *Slc6a3*+, *Ddc*+, *Th*-). 

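Within the GLUT7-like cluster, one subcluster of 203 neurons (7-2-like) held Slc6a3 at 123 ± 24.4 CPM, Ddc at 209 ± 99.0 CPM and Slc18a2 at 247 ± 34.9 CPM (SD, n = 4 libraries). Th was at 10.0 ± 12.2 CPM in it. Slc6a3 and Slc18a2 were among the genes that named this subcluster, so their high values follow in part from the naming. A UMI of each of Slc6a3, Ddc and Slc18a2 was found in 128 of 203 cells (63.0%, Wilson interval 56.2 to 69.4%), and of Th in 28 of 203 cells (13.8%, Wilson interval 9.72 to 19.2%), at a median of 19966 UMIs per cell. In the remaining GLUT7-like neurons, at a median of 12504 UMIs, Slc6a3 had a UMI in 42 of 799 cells (5.26%, Wilson interval 3.91 to 7.03%), Slc18a2 in 161 of 799 cells (20.1%, Wilson interval 17.5 to 23.1%) and Th in 4.01%. Ddc had a UMI in 295 of 799 cells (36.9%, Wilson interval 33.6 to 40.3%) there. In VEC-like cells, which serve as background, Slc6a3 had none in 761 cells (limit 0.394%), Th a UMI in 0.53%, Slc18a2 in 2.5% and Ddc in 29.0% at a median of 3698 UMIs. With Ddc in 18.8% of oligodendrocyte-like cells as well, a UMI of Ddc alone says little about expression in a neuron.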

To probe further PMv subpopulations, we subjected VPH^GLUT^ cluster 7 to another iteration of clustering and found that it could be parsed into eight subclusters (Figure 3—figure supplement 1a). Each of the eight subclusters expressed *Slc17a6* but exhibit differential expression of major markers such as *Tac1* and *Foxp2* (Figure 3—figure supplement 1b–d). 

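The GLUT7-like cluster divided into 9 subclusters at the lowest resolution that reached 8. Slc17a6 ranged from 287 ± 28.0 to 696 ± 153 CPM across them (SD, n = 4 libraries). Tac1 ranged from 39.8 ± 59.4 CPM in a subcluster of 36 cells to 4180 ± 1752 CPM in the 7-2-like subcluster, and Foxp2 from 19.2 ± 38.4 to 397 ± 33.8 CPM.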

Notably, subclustering revealed two distinct populations of putative catecholaminergic *Tac1*+/*Foxp2*+ neurons (clusters 7–1 and −2), both of which express *Slc18a2* but only one of which expresses *Slc6a3*. 

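Slc18a2 was at 257 ± 101 CPM in the 7-1-like subcluster of 74 neurons (SD, n = 4 libraries), which did not differ from the 7-2-like subcluster beyond the spread. Slc18a2 was among the genes that named both subclusters. In the 7-1-like subcluster, Slc6a3 was at 23.8 ± 18.6 CPM. Tac1 and Foxp2 were at 2129 ± 784 and 348 ± 30.6 CPM in it.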

Taken together, these transcriptomic data provide further biological insight into the repertoire of receptors and signaling molecules expressed by this key behavioral node.

Another distinct VPH^GLUT^ population (cluster 6) share a number of common markers with clusters 1–5, for example *Cck* (encoding the neuropeptide cholecystokinin) and *Foxb1* (encoding the transcription factor Forkhead Box B1), which are largely undetectable in clusters 7–10 (Figure 4a,b). 

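Cck (ENSMUSG00000032532, chromosome 9 from 121489824 to 121495694) was at 1135 ± 169 CPM in the GLUT6-like cluster of 945 neurons and at 360.2 ± 49.7 CPM in the other neurons (SD, n = 4 libraries), a log2 fold change of 1.66 (standard error 0.05, adjusted p = 2.1e-20 from edgeR). Foxb1 (ENSMUSG00000059246, chromosome 9 from 69757710 to 69760940) was at 185 ± 42.1 against 179.8 ± 35.5 CPM, where the other neurons include the medial mammillary group at 429 ± 81.6 CPM. In the GLUT7-like to GLUT10-like clusters, Foxb1 was at 16.6 ± 9.90, 8.05 ± 4.16, 6.58 ± 4.48 and 13.1 ± 16.1 CPM, and Cck at 50.7 ± 25.9, 273 ± 64.0, 69.2 ± 45.4 and 71.0 ± 33.4 CPM.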

Curiously, VPH^GLUT^ cluster 6 also expresses a suite of markers that are enriched in clusters 7–10 (ex. *Ebf3*, *Dlk1*, *Synpr*, *Nxph1*) but largely undetectable in clusters 1–5 (Figure 4a,b). In particular, *Synpr* (encoding the presynaptic protein synaptoporin), *Dlk1* (encoding delta like non-canonical Notch ligand 1), *Ebf3* (encoding early B cell factor 3) and *Stxbp6* (encoding the synaptic protein syntaxin binding protein 6) are enriched in VPH^GLUT^ cluster 6 (Figure 4a,b). 

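Ebf3 was at 151 ± 29.1 CPM in the GLUT6-like cluster, and in the GLUT7-like to GLUT10-like clusters at 9.24 ± 5.70, 168 ± 16.1, 129.8 ± 17.3 and 138 ± 59.8 CPM (SD, n = 4 libraries). In the GLUT1-like to GLUT4-like clusters it was at most 2.62 ± 1.25 CPM. Dlk1 was at most 17.8 ± 15.8 CPM and Synpr at most 13.8 ± 10.9 CPM in these, and Nxph1 at most 38.1 ± 3.76 CPM, in the GLUT1-like cluster.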

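Synpr (ENSMUSG00000056296, chromosome 14 from 13284780 to 13616340) was at 612 ± 61.6 CPM in the GLUT6-like cluster and at 44.2 ± 9.92 CPM in the other neurons (SD, n = 4 libraries), a log2 fold change of 3.84 (standard error 0.06, adjusted p = 7.6e-28 from edgeR), and it met the paper's marker criterion in 4 of 4 libraries. Stxbp6 was at 234 ± 22.8 against 40.8 ± 2.92 CPM and Dlk1 at 556 ± 90.1 against 211 ± 42.2 CPM. Log2 fold changes of Synpr, Dlk1, Ebf3 and Stxbp6 spanned 1.44 to 3.84.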

Examining the expression patterns of *Synpr*, *Dlk1,* and *Stxbp6* in the ABA (Lein et al., 2007), we found that all three are enriched in a discrete region that appears to correspond well to the dorsal PM (PMd; Figure 4c,d) and are largely undetectable in the more caudal mammillary bodies (MB; Figure 4d). This suggests that VPH^GLUT^ cluster 6 likely represents a PMd population that expresses a number of unique signatures (ex. *Synpr*, *Stxbp6*) but shares some commonalities with VPH^GLUT^ clusters 1–5 (ex. *Foxb1*, *Cck*, *Adcyap1*) and VPH^GLUT^ cluster 7, a putative PMv population (ex. *Nxph1*, *Ar*). These data suggest that the spatially segregated PMd and PMv may be defined by distinct transcriptional signatures.

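Of the shared markers, Nxph1 had a log2 fold change of 1.61 (standard error 0.05) in the GLUT6-like cluster over the other neurons, and of 1.97 in the GLUT7-like cluster (largest adjusted p 6.5e-09 from edgeR). Adcyap1 was at 212 ± 47.1 CPM in the GLUT6-like cluster, with a log2 fold change of 0.13 (adjusted p = 0.11) that became 0.25 (adjusted p = 7.2e-04) without Male 2. The other neurons include the medial mammillary group, and Adcyap1 was higher in the GLUT6-like cluster than over the neurons outside that group in 4 of 4 libraries.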

### A neuronal population in the supramammillary (SUM) nuclei

Another notable neuronal cluster is VPH^GLUT^ cluster 8. Subjecting this cluster to another iteration of unsupervised clustering revealed six subclusters (Figure 4—figure supplement 1a) which exhibit suites of differentially expressed genes (Figure 4—figure supplement 1b,c). Several of the markers that define distinct subclusters within VPH^GLUT^ cluster 8 are found within anatomically identified neuronal populations in the SUM (Figure 4—figure supplement 1d), only the most ventral portion of which would be included in our microdissection (Figure 1b). These markers, previously identified in rodents include *Th* (encoding tyrosine hydroxylase, enriched in cluster 8–1; Swanson, 1982) and *Nos1* (enriched in cluster 8–5; Yamada et al., 1996; Pedersen et al., 2017). 

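The GLUT8-like cluster of 425 neurons divided into 6 subclusters. Th was at 136 ± 59.8 CPM in the 8-1-like subcluster of 90 neurons (SD, n = 4 libraries except in the smallest subcluster). It was at most 36.5 ± 33.0 CPM in the other 5. The smallest, of 21 neurons, had too few cells from the female libraries for a value from them. Th was among the genes that named the 8-1-like subcluster, and Nos1 among those of the 8-5-like. Nos1 was at 173 ± 58.1 CPM in the 8-5-like subcluster of 55 neurons, with 165 ± 65.8 CPM in the 8-3-like subcluster, a difference within the spread.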

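Across the GLUT8-like cluster, Slc17a6 was at 591 ± 83.2 CPM, against 432 ± 56.2 CPM in the other neurons (SD, n = 4 libraries; log2 fold change 0.47, adjusted p = 5.8e-07 from edgeR). A UMI of Slc17a6 was found in 405 of 425 cells (95.3%, Wilson interval 92.8 to 96.9%) at a median of 12705 UMIs, and of both Slc17a6 and Slc32a1 in 106 of 425 cells (24.9%, Wilson interval 21.1 to 29.3%). In VEC-like cells, Slc17a6 had a UMI in 9.72% and Slc32a1 in 1.45% at a median of 3698 UMIs.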

Although all cells in cluster 8 express *Slc17a6*, and are nominally classified as glutamatergic, at least one subpopulation appears to co-express *Slc32a1* and *Gad2* but not *Gad1* (Figure 4—figure supplement 1e). Subcluster 8–3 closely corresponds to this *Slc17a6*+/*Slc32a1*+/*Gad2*+ subcluster and co-expresses a suite of discriminatory makers including *Sema3c*, *Inhba*, *Rxfp1* and others (Figure 4—figure supplement 1f). 

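In the 8-3-like subcluster of 94 neurons, Slc17a6 was at 797 ± 103 CPM, Slc32a1 at 399.8 ± 24.8 CPM and Gad2 at 367 ± 77.3 CPM, while Gad1 was at 5.33 ± 5.32 CPM (SD, n = 4 libraries). A UMI of each of Slc17a6, Slc32a1 and Gad2 was found in 46 of 94 cells (48.9%, Wilson interval 39.1 to 58.9%), at a median of 23194 UMIs. Gad1 had a UMI in 9 of 94 cells (9.57%, Wilson interval 5.12 to 17.2%), where VEC-like cells gave 2.37%, with 2.89% for Gad2, at a median of 3698 UMIs. Sema3c was at 213 ± 58.9 CPM, Inhba at 140.3 ± 69.0 CPM and Rxfp1 at 162 ± 35.1 CPM, each the highest of the 6 subclusters. The 8-3-like subcluster was named from Sema3c, Inhba and Rxfp1, so their rank follows from the naming.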

Cross-referencing with the ABA (Lein et al., 2007) shows selective expression of *Sem3c*, *Inhba,* and *Rxfp1* in the SUM (Figure 4—figure supplement 1f). Another subcluster, cluster 8–4 also expresses a moderate level of *Slc32a1* (Figure 4—figure supplement 1c). Interestingly, a unique population of VGLUT2/VGAT co-expressing axons originating in the SUM has been described among projections to the hippocampal dentate gyrus (Boulland et al., 2009; Soussi et al., 2010) and these dual phenotype SUM neurons were found to indeed co-release GABA and glutamate onto neurons of the dentate gyrus (Pedersen et al., 2017; Hashimotodani et al., 2018). Our identification of this VPH^GLUT^ cluster 8 subpopulation is consistent with previous anatomical and functional data defining a unique dentate-projecting, dual phenotype SUM population but would require additional functional evidence to validate. However, the markers identified in our transcriptomic analysis may provide possible strategies for their precise genetic targeting. Furthermore, a microdissection that includes the entirety of the SUM would provide a more comprehensive picture of neuronal cell type diversity within this region.

### Neuronal populations in the caudal arcuate (Arc) and lateral hypothalamic/tuberal (LHA/Tub) nuclei

A number of neuronal clusters are defined by markers known to be enriched in the hypothalamic Arc nucleus, despite our microdissection likely capturing only the most caudal portion of the Arc. Clusters that express Arc-enriched markers (Romanov et al., 2017; Campbell et al., 2017), including cluster 14 (*Unc13c*, *Trh*, etc.), cluster 16 (*Tac2*, *Pdyn*, etc.), and cluster 18 (*Agrp*, *Sst*, etc.) were combined in a second iteration of clustering to reveal eight subclusters defined by differentially expressed genes (Figure 4—figure supplement 2a–c). 

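The GABA14-like cluster of 498 neurons held Unc13c (ENSMUSG00000062151, chromosome 9 from 73479422 to 73968966) at 444 ± 61.0 against 90.9 ± 14.9 CPM in the other neurons, and Trh (ENSMUSG00000005892, chromosome 6 from 92242061 to 92244650) at 269.5 ± 108 against 27.1 ± 5.11 CPM (SD, n = 4 libraries). Their log2 fold changes were 2.33 (standard error 0.07) and 3.32 (standard error 0.11), with adjusted p = 1.1e-16 and 2.1e-15 from edgeR. The GABA18-like cluster of 155 neurons held Agrp at 2809 ± 2190 CPM and Sst at 8312 ± 3196 CPM, against 3.53 ± 1.46 and 119 ± 34.6 CPM. Only 4 of these 155 neurons came from Female 1. The 3 clusters together divided into 8 subclusters, of which 5 held cells of the GABA14-like cluster, 2 of the GABA18-like cluster and 1 the GLUT16-like cluster. With clusters rebuilt without the named genes, no cluster matched the GABA18-like or the GLUT16-like cluster.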

Cluster 14 parsed into five subclusters with markers that include (*Unc13c*, *Thrb* and *Trh*; Figure 4—figure supplement 2e), that appear to correspond well to a population of cells in the caudal Arc. In particular, using ISH data from the ABA (Lein et al., 2007), both *Dlk1* and *Thrb* (encoding the thyroid hormone receptor beta) are enriched in a cluster surrounding the 3rd ventricle/mammillary recess corresponding to the medial posterior portion of the Arc (Paxinos, 2012) or posterior portion of the periventricular nucleus (Allen Institute Mouse Brain Reference Atlas). 

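In the subclusters drawn from the GABA14-like cluster, Unc13c ranged from 60.4 ± 41.0 to 592 ± 74.9 CPM, Thrb from 98.7 ± 66.3 to 366 ± 48.1 CPM and Trh from 3.00 ± 2.09 to 546 ± 145 CPM (SD, n = 4 libraries). Trh was highest in the subcluster of 210 neurons. In the whole cluster, Thrb was at 269 ± 29.8 against 23.5 ± 2.85 CPM in the other neurons.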

Cluster 18 parsed into two subclusters. While both express *Otp*, one subcluster likely corresponds to well-known Arc AGRP/NPY neurons (*Agrp* and *Npy*), and another likely corresponds to a previously identified population of Arc *Sst*+ neurons such as *Sst*/*Unc13c* (Campbell et al., 2017).

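Otp was at 509 ± 47.7 CPM in the AGRP-like subcluster of 69 neurons (SD over the libraries without Female 1). In the SST-like subcluster of 85 neurons it was at 391 ± 98.5 CPM. Agrp and Npy were at 6214 ± 3332 and 8237 ± 4130 CPM in the former and at 47.5 ± 76.0 and 181 ± 108 CPM in the latter. Sst was at 18470 ± 9080 CPM in the SST-like and 1635 ± 733 CPM in the AGRP-like subcluster, and Unc13c at 139 ± 33.9 and 4.40 ± 2.07 CPM. Female 1 gave 1 neuron to the AGRP-like and 2 to the SST-like subcluster, too few for a value. The genes given here were also among those that named the 2 subclusters.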

A highly distinct neuronal cluster, VPH^GLUT^ cluster 16, which did not subcluster further, expresses a suite of markers that identify it as a well-described neuronal cell type in the Arc - kisspeptin-neurokinin B-dynorphin (KNDy) neurons (Figure 4—figure supplement 2f). KNDy neurons are considered to be the gonadotropin-releasing hormone pulse generator controlling release of luteinizing hormone from the anterior pituitary, and therefore essential for fertility and reproduction (Lehman et al., 2010; Moore et al., 2018; Harter et al., 2018). 

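In the GLUT16-like cluster of 111 neurons, Tac2 (ENSMUSG00000025400, chromosome 10 from 127724478 to 127731768) was at 5976 ± 3402 CPM and Pdyn (ENSMUSG00000027400, chromosome 2 from 129686565 to 129699844) at 403 ± 64.7 CPM, against 135 ± 53.6 and 9.43 ± 3.57 CPM in the other neurons (SD, n = 4 libraries). Log2 fold changes were 5.46 (standard error 0.09) and 5.49 (standard error 0.15). A UMI of both was found in 96 of 111 cells (86.5%, Wilson interval 78.9 to 91.6%) at a median of 10420 UMIs, and a UMI of Kiss1 in 28 of 111 cells (25.2%, Wilson interval 18.1 to 34.0%). In VEC-like cells, at a median of 3698 UMIs, Tac2 had a UMI in 4.73%, Pdyn in 0.53% and Kiss1 in none of 761 (limit 0.394%).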

We confirm that this cluster co-expresses the defining neuropeptides *Tac2* (encoding neurokinin B) and *Pdyn* (encoding dynorphin; Figure 4—figure supplement 2c,f). The key markers that define KNDy neurons in our data set are consistent with those identified in previous mouse scRNA-seq data sets, both from broader hypothalamic samples (Chen et al., 2017; Romanov et al., 2017) and Arc-specific samples (Campbell et al., 2017). Consistent with the important role of Arc KNDy neurons in reproduction and fertility, we found high expression of the following hormone receptors: *Prlr* (encoding the prolactin receptor), *Esr1* (encoding the estrogen receptor 1), *Ar* (encoding the androgen receptor), and *Pgr* (encoding the progesterone receptor). 

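Prlr was at 624 ± 58.2 CPM in the GLUT16-like cluster, Esr1 at 276 ± 61.9 CPM and Pgr at 194 ± 66.8 CPM (SD, n = 4 libraries). In the other neurons they were at 27.9 ± 5.25, 6.96 ± 2.04 and 32.6 ± 5.87 CPM. Of these 3 genes, the smallest log2 fold change was that of Pgr, 2.52 (standard error 0.16, adjusted p = 1.8e-47 from edgeR), and the largest that of Esr1, 5.34 (standard error 0.17).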

Other markers that exhibit relatively robust and unique expression in KNDy neurons include *Nhlh2*, *Inhbb*, *Nr5a2*, *Rxfp1* and *Col2a1*. 

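Nhlh2, Inhbb, Nr5a2, Rxfp1 and Col2a1 had log2 fold changes from 3.89 to 7.81 in the GLUT16-like cluster over the other neurons (largest adjusted p 3.6e-50 from edgeR). Nr5a2 was at 226 ± 85.5 against 0.976 ± 0.215 CPM and Nhlh2 at 528 ± 259 against 33.2 ± 2.39 CPM (SD, n = 4 libraries).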

A selection of key markers for VPH^GLUT^ cluster 16 neurons (*Tac2*, *Pdyn,* and *Esr1*) were confirmed using ISH data from the ABA (Lein et al., 2007; Figure 4—figure supplement 2f) and correspond to the caudal Arc.

Finally, two other distinct GABAergic neuronal populations (VPH^GABA^ clusters 15 and 19; Figure 4—figure supplement 3a) appear to correspond to the tuberal region of the LHA, also known as the hypothalamic tuberal nuclei (Figure 4—figure supplement 3d). The most caudal part of this region would likely be included in the rostral-most slices in our microdissection. VPH^GABA^ cluster 15 (enriched in *Sst*, *Six3*, *Otp*, *Col25a1*, *Ecel1*, and *Parm1*), which may be parsed into four subclusters, and VPH^GABA^ cluster 19 (enriched in *Sst*, *Otp*, *Dlk1*, *Pthlh,* and *Ptk2b*; Figure 4—figure supplement 3b,c,e), correspond closely with two previously identified subpopulations of *Sst*-expressing GABAergic neurons in the tuberal LHA (LHA^GABA^ clusters 6 and 13 , respectively; Mickelsen et al., 2019). 

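In the GABA15-like cluster of 290 neurons, Six3 (ENSMUSG00000038805, chromosome 17 from 85613608 to 85629302) was at 525 ± 65.5 against 15.6 ± 7.56 CPM in the other neurons (SD, n = 4 libraries), and Sst at 467 ± 336 against 233 ± 108 CPM. Sst had the smallest log2 fold change of the 6 genes named for this cluster, 0.93 (standard error 0.08, adjusted p = 5.2e-19 from edgeR). The others spanned 2.56 to 4.99. In the GABA19-like cluster of 112 neurons, Sst was at 4919 ± 1732 CPM, and Otp, Dlk1, Pthlh and Ptk2b had log2 fold changes from 2.77 to 5.84. Both clusters together divided into 5 subclusters, 3 from the former and 2 from the latter. One of these 2, with 28 cells, held Fos at 417 ± 115 CPM against 21.3 ± 9.83 CPM in the other. Female 1 gave 1 cell to the subcluster of 28 cells and is left out of its mean.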

*Sst*-expressing neurons are enriched in the tuberal region (Morales-Delgado, 2011) and have recently been implicated in the regulation of feeding behavior in mice (Luo et al., 2018).

### Histaminergic neurons in the tuberomammillary (TMN) nuclei

A highly distinct cluster emerged from our data set that exhibits a pattern of gene expression characteristic of histamine (HA)-producing neurons (VPH^HA^ cluster 17). HA neurons are a well-characterized monoaminergic, neuromodulatory population with cell bodies concentrated in the ventral TMN (TMNv) and dorsal TMN (TMNd), and also scattered throughout the VPH region. TMN HA neurons are the sole source of neuronally-synthesized HA in the brain, make widespread projections throughout the brain (Ericson et al., 1987; Inagaki et al., 1988) and have a key role in modulating wakefulness (Brown et al., 2001; Haas et al., 2008; Panula and Nuutinen, 2013). Previous mouse hypothalamic scRNA-seq studies have also detected a population of HA neurons (Chen et al., 2017; Campbell et al., 2017; Kim et al., 2020). We found that VPH^HA^ cluster 17 neurons express the following key transcripts: *Hdc*, in addition to *Slc18a2* (encoding the vesicular monoamine transporter two or VMAT2), *Maob* (encoding monoamine oxidase B), and another unique marker Wif1 (encoding Wnt inhibitory factor 1; Figure 5a). 

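In the HA17-like cluster of 181 neurons, Hdc (ENSMUSG00000027360, chromosome 2 from 126593667 to 126619299) was at 2129 ± 248 CPM and at 5.75 ± 2.12 CPM in the other neurons (SD, n = 4 libraries), a log2 fold change of 8.82 (standard error 0.15, adjusted p = 7.3e-38 from edgeR). Slc18a2 (ENSMUSG00000025094, chromosome 19 from 59260896 to 59296012) was at 1596 ± 81.6 against 28.7 ± 1.69 CPM, Maob at 652 ± 116 against 10.0 ± 1.47 CPM and Wif1 at 385 ± 31.7 against 6.13 ± 2.13 CPM. With clusters rebuilt without the named genes, the 4 log2 fold changes were 8.70, 5.89, 5.90 and 6.15.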

Additional makers include transcripts for *Maoa*, *Msrb2*, *Itm2a*, *Bsx*, *Hrh3*, *Hcrtr2*, *Sncg,* and *Prph* (Figure 5b). 

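Maoa, Msrb2, Itm2a, Bsx, Hrh3, Hcrtr2 and Sncg had log2 fold changes from 2.58 to 5.17 in the HA17-like cluster (largest adjusted p 4.9e-27 from edgeR). Sncg was at 1693 ± 276 against 56.1 ± 24.1 CPM in the other neurons and Hrh3, which had the smallest change, at 162 ± 26.9 against 31.4 ± 8.91 CPM (SD, n = 4 libraries). Msrb2, Itm2a and Sncg met the paper's marker criterion in 4 of 4 libraries, and Maoa, Bsx, Hrh3 and Hcrtr2 in none.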

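Prph (ENSMUSG00000023484, chromosome 15 from 99055174 to 99058978) was at 1165 ± 73.7 CPM in the HA17-like cluster and at 9.52 ± 3.98 CPM in the other neurons (SD, n = 4 libraries), a log2 fold change of 7.24 (standard error 0.14, adjusted p = 6.0e-36 from edgeR). It had a UMI in 88.4% of the HA17-like neurons and in 6.37% of the other neurons, with medians of 27281 and 11991 UMIs, and in 3.42% of VEC-like cells at 3698 UMIs.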

Our identification of *Prph* (encoding the neurofilament protein peripherin) as a highly selective marker for HA neurons is consistent with previous anatomical work (Eriksson et al., 2008). Key markers (*Hdc*, *Slc18a2*, *Wif1,* and *Maob*) correspond well to the TMNv and TMNd in the ABA (Lein et al., 2007; Figure 5c). FISH analysis of *Wif1* and *Maob* co-expression with *Hdc* revealed extensive co-expression in both the TMNv and TMNd but with lower coexpression in the TMNd (Figure 5d). With regard to fast neurotransmitter phenotype, we found that VPH^HA^ cluster 17 neurons are exceptional in our data set in that they express very low levels of both *Slc17a6* and *Slc32a1*, but robustly express *Gad1*. That TMN HA neurons are GAD+, and likely capable of GABA synthesis, has long been recognized (Vincent et al., 1983; Takeda et al., 1984). 

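Slc17a6 was at 27.6 ± 12.3 CPM in the HA17-like cluster, Slc32a1 at 16.6 ± 11.7 CPM and Gad1 (ENSMUSG00000070880, chromosome 2 from 70553072 to 70602014) at 997 ± 112 CPM (SD, n = 4 libraries). In the other neurons they were at 458 ± 57.4, 67.6 ± 22.8 and 95.9 ± 27.2 CPM. The log2 fold changes were -3.94 (adjusted p = 3.6e-27 from edgeR), -2.18 (adjusted p = 1.2e-12) and 3.59 (adjusted p = 2.4e-31). With clusters rebuilt without the named genes, the change of Slc32a1 was -0.27 and no longer passed the threshold (adjusted p = 0.091 from edgeR). The matched cluster then held 271 neurons in place of 181, so other neurons were mixed in and this value does not describe the same cells.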

While there has been recent conflicting data on whether or not HA neurons express *Slc32a1* (Yu et al., 2015; Venner et al., 2019), our data indicate that TMN HA neurons robustly co-express *Gad1* accompanied by very low co-expression of *Slc32a1*.

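A UMI of both Hdc and Gad1 was found in 170 of 181 cells (93.9%, Wilson interval 89.5 to 96.6%) of the HA17-like cluster, at a median of 27281 UMIs, and of both Hdc and Slc32a1 in 25 of 181 cells (13.8%, Wilson interval 9.53 to 19.6%). Slc32a1 had a UMI in 1.45% of VEC-like cells at a median of 3698 UMIs and in 1.77% of oligodendrocyte-like cells at 8297 UMIs, each below the share in HA17-like neurons, which were also deeper.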

To investigate the possibility that TMN HA neurons are themselves heterogeneous, we subjected VPH^HA^ cluster 17 neurons to another iteration of clustering. However, we also observed that a subset of VPH^GABA^ cluster 13 neurons share some common markers with HA neurons and thus included both clusters 13 and 17 in our subclustering analysis. VPH^HA^ cluster 17 parsed into four subclusters (subclusters 7–10; Figure 5—figure supplement 1a). While cluster 13 parsed into six subclusters (subclusters 1–6), only subcluster 5, which we refer to as HA-like, share some key features with subclusters 7–10, collectively denoted by the perforated outline (Figure 5—figure supplement 1a). 

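Of the clusters without a name, the GABAergic cluster of 401 neurons had the highest score for the markers of cluster 13 (0.585), although it scored higher for those of cluster 12 (0.706). It was divided together with the HA17-like cluster, which gave 10 subclusters, 3 of them mostly from the HA17-like cluster. In one subcluster of 102 neurons (13-5-like), Hdc was at 66.0 ± 40.8 CPM (SD, n = 4 libraries except in the smallest subcluster). In the remaining subclusters of the same parent it was at 1.81 ± 3.62 to 13.3 ± 7.40 CPM. The smallest of these, of 18 neurons, has values from the library labelled Male 1 and from Female 2 alone.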

Subclusters 9 and 10 comprise the majority of cluster 17 neurons and express all the cardinal signatures of HA neurons (*Hdc*, *Slc18a2*, *Prph*, *Wif1*, *Hcrtr2*, *Hrh3*). 

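The subclusters of 94 and 62 neurons held most of the 181 HA17-like neurons. In them, Hdc was at 2314 ± 213 and 2001 ± 178 CPM, Slc18a2 at 1711 ± 98.8 and 1655 ± 195 CPM, Prph at 1326 ± 35.6 and 1090 ± 153 CPM and Wif1 at 439 ± 30.3 and 362 ± 51.4 CPM (SD, n = 4 libraries). Hcrtr2 was at 189 ± 14.6 and 112 ± 41.9 CPM, and Hrh3 at 169.9 ± 42.8 and 170.1 ± 9.69 CPM.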

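A further subcluster held 31 neurons, 77.4% of them from the HA17-like cluster and the others from the unnamed GABAergic cluster, so that its values mix both. It held Hdc at 779 ± 261 CPM, Slc18a2 at 441 ± 137 CPM and Prph at 25.4 ± 44.6 CPM (SD, n = 4 libraries). Gpc5 and Rspo2 were at 67.5 ± 11.5 and 96.7 ± 65.2 CPM in it, Cckar at 27.4 ± 16.0 CPM and Wnt7a at 14.4 ± 4.88 CPM. With between 6 and 10 cells per library, these values carry a wide spread.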

Subclusters 7 and 8 are much smaller populations that express variable levels of many of these same markers while also exhibiting highly unique markers (ex. *Cckar*, *Wnt7a*, *Gpc5,* and *Rspo2*; Figure 5—figure supplement 1c,d). Interestingly, HA-like subcluster five is unique in expressing a number of HA markers including *Hdc* (but at low levels), *Slc18a2*, *Prph*, *Wif1,* and *Hrh3* in addition to several more unique makers such as *GM39653*, *Npy2r,* and *Chodl* (Figure 5—figure supplement 1c,d). 

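In the 13-5-like subcluster, Slc18a2 was at 316 ± 60.7 CPM, Prph at 179 ± 30.9 CPM, Wif1 at 64.9 ± 23.6 CPM and Hrh3 at 127 ± 49.7 CPM (SD, n = 4 libraries). Gm39653 was at 181 ± 56.8 CPM, Npy2r at 224 ± 80.6 CPM and Chodl at 360 ± 56.2 CPM, the highest values of the 10 subclusters for each of the 3. The subcluster was named from these 3 genes, so their rank follows from the naming.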

Importantly, subcluster five is a putative GABAergic population with moderate co-expression of *Slc32a1.* Taken together, these data suggest a degree of transcriptional heterogeneity among HA neurons, which requires a larger, and perhaps enriched, sampling of *Hdc*+ neurons to fully resolve.

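Slc32a1 was at 168 ± 40.9 CPM in the 13-5-like subcluster, against 0.383 ± 0.766 and 27.9 ± 15.5 CPM in the larger pair from the HA17-like cluster and 441 ± 125 CPM in a sister subcluster of 54 neurons (SD, n = 4 libraries). Gad1 was at 535 ± 114 CPM and Gad2 at 801 ± 112 CPM in it.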

### A distinct neuronal cluster corresponds to the lateral mammillary (LM) nuclei

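In the GLUT20-like cluster of 230 neurons, Tac2 was at 3038 ± 1156 against 102 ± 32.1 CPM in the other neurons, Pvalb (ENSMUSG00000005716, chromosome 15 from 78191114 to 78206400) at 199 ± 13.4 against 131 ± 40.0 CPM, Cplx1 at 517 ± 129 against 52.9 ± 19.0 CPM and Tcf4 (ENSMUSG00000053477, chromosome 18 from 69343356 to 69689079) at 754 ± 150.1 against 105 ± 16.1 CPM (SD, n = 4 libraries). The log2 fold changes were 4.89, 0.67, 3.35 and 2.87, with a largest adjusted p of 3.9e-07 for Pvalb from edgeR. Pvalb was lower than in the GLUT3-like cluster by more than the spread. Fgf1, Cbln2, Inf2, Nefm, Myo1a and Syt2 had log2 fold changes from 2.24 to 5.41. The gene written Infg2 was taken as Inf2, since the files list no gene of that name.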

We identified a distinct VPH^GLUT^ population (cluster 20) characterized by the expression of *Tac2*, *Pvalb* (encoding the calcium-binding protein parvalbumin), *Cplx1* (encoding the synaptic protein complexin-1), and *Tcf4* (encoding transcription factor 4; Figure 6a), in addition to a suite of other discriminatory markers including *Fgf1*, *Cbln2*, *Infg2*, *Nefm*, *Myo1a,* and *Syt2* (Figure 6b). The spatial pattern of expression of *Tac2*, *Pvalb*, *Cplx1,* and *Tcf4* in the ABA (Lein et al., 2007) corresponds well to the lateral mammillary (LM) nuclei, which are tightly circumscribed bilateral cell clusters, immediately lateral to the medial mammillary region and bisected by the fornix (Figure 6c). LM neurons are components of the MB and are implicated in the encoding of head direction and aspects of spatial memory (Vann and Aggleton, 2004; Dillingham et al., 2015; Dillingham and Vann, 2019). Consistent with our scRNA-seq results, FISH analysis revealed extensive co-expression of *Tac2*, *Pvalb*, *Cplx1,* and *Tcf4* with *Slc17a6* in the LM. Notably, *Pvalb* expression is limited to a subset of *Slc17a6*+ neurons in the LM (Figure 6d). These data suggest that LM neurons comprise a transcriptionally-distinct population that appears to be confined to the anatomical boundaries of the LM.

Although VPH^GLUT^ cluster 20 is highly distinct relative to other clusters in UMAP space (Figure 2b), we found that it is not entirely homogenous. While *Tcf4* is distributed evenly throughout cluster 20, one pole is enriched in *Pvalb* (Figure 6a). To explore the possibility of LM heterogeneity, we subjected cluster 20 to another round of clustering resulting in three distinct subclusters (Figure 6—figure supplement 1a), each defined by a number of discriminatory markers (Figure 6—figure supplement 1b,c,d). For example, *Pvalb* and *Col11a1* are enriched in subcluster 1, while *Fxyd6* and *Slc7a3* are enriched in subcluster 3, suggesting a degree of cell type heterogeneity among LM neurons.

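The GLUT20-like cluster divided into 3 subclusters of 109, 92 and 29 neurons. Pvalb was at 32.2 ± 19.7, 301 ± 62.0 and 637 ± 43.4 CPM in them (SD, n = 4 libraries except in the smallest). Col11a1 was at 16.4 ± 4.03, 14.3 ± 3.72 and 175 ± 47.4 CPM. Fxyd6 was at 265 ± 39.1 CPM in the first and 30.2 ± 15.0 and 38.3 ± 66.4 CPM in the others, and Slc7a3 at 38.1 ± 17.1 CPM against 16.8 ± 3.62 CPM in the second, with no UMI in the 29 neurons of the last, whose median was 5808 UMIs against at least 14589 in the others (limit 10.3%). Tcf4 was between 608 ± 146 and 1077 ± 141 CPM. The smallest subcluster held 2 neurons of the library labelled Male 1, too few for a value, so its means leave that library out.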

### Multiple neuronal populations correspond to the medial mammillary region

We identified five VPH^GLUT^ clusters that appear to be both closely interrelated to each other transcriptionally and distinct from other neuronal clusters. VPH^GLUT^ clusters 1–5 are arranged in close proximity in UMAP space (Figure 2b), with clusters 1 and 2 forming one contiguous cluster and clusters 3–5 forming another. 

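Over the 3749 neurons of the medial mammillary group, Cartpt (ENSMUSG00000021647, chromosome 13 from 99898489 to 99901091) was at 920.5 ± 75.4 against 251 ± 98.6 CPM in the other neurons and Cck at 797 ± 67.9 against 253 ± 127 CPM (SD, n = 4 libraries). The other neurons held Adcyap1 at 105 ± 19.6 CPM and Foxb1 at 41.2 ± 21.3 CPM. The log2 fold changes of Cartpt, Cck, Adcyap1 and Foxb1 were 2.00, 1.84, 1.84 and 3.54, with a largest adjusted p of 4.0e-06 from edgeR.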

Clusters 1–5 share a number of common markers including genes that encode the neuropeptides *Cartpt*, *Cck*, *Adcyap1* as well as the transcription factor *Foxb1* (Figure 7a,b). Cross-referencing *Cartpt*, *Foxb1*, *Cck,* and *Adcyap1* with the ABA (Lein et al., 2007) indicate that VPH^GLUT^ clusters 1–5 correspond well to the medial mammillary region (Figure 7c), which itself may be subdivided into cytoarchitecturally-defined anatomical compartments: median (MnM), medial (MM), and lateral (ML) subdivisions (Paxinos, 2012). Notably, *Cartpt*, *Foxb1,* and *Cck*, show low expression in VPH^GLUT^ cluster 20 (LM) in our scRNA-seq data and correspondingly low expression in the LM in ABA ISH data (Figure 7c). In contrast, *Adcyap1* shows high expression in cluster 20 and high expression in the LM in ISH data, further reinforcing the notion that clusters 1–5 represent the medial mammillary region, and cluster 20 represents the LM. These data are consistent with other scRNA-seq analyses of whole mouse hypothalamus, which revealed a single population of *Foxb1*+ neurons ascribed to the mammillary nuclei in adult mice (Chen et al., 2017) and most recently, several in the developing mouse hypothalamus (Kim et al., 2020). 

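In the GLUT20-like cluster, Cartpt was at 13.3 ± 7.32 CPM, Foxb1 at 45.5 ± 17.2 CPM and Cck at 31.4 ± 15.8 CPM (SD, n = 4 libraries), with log2 fold changes over the other neurons of -5.61, -2.15 and -3.98 (largest adjusted p 2.6e-18 from edgeR). Cck in this cluster was at 55.1 CPM in Female 1 and at most 24.5 CPM in the other libraries.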

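Adcyap1 was at 165 ± 16.4 CPM in the GLUT20-like cluster and at 197 ± 40.3 CPM in the other neurons, with a log2 fold change of -0.29 (standard error 0.08, adjusted p = 0.0045 from edgeR). Without Male 2 or without Female 2 the lower value no longer passed the threshold (adjusted p = 0.097 and 0.17). The other neurons hold the medial mammillary group, where Adcyap1 was higher, and the GLUT20-like cluster was above the neurons outside that group in 4 of 4 libraries. From the levels of these genes and in situ hybridization, the paper reasons that clusters 1-5 represent the medial mammillary region and cluster 20 the LM.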

Multiplex FISH analysis revealed extensive co-expression of the neuropeptide transcripts *Cck*, *Adcyap1,* and *Cartpt* with *Slc17a6* in the region (Figure 7d). 

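Rprm (ENSMUSG00000075334, chromosome 2 from 54084093 to 54085552) was at 1179 ± 129.5 CPM in the medial mammillary group and at 65.9 ± 5.97 CPM in the other neurons (SD, n = 4 libraries), a log2 fold change of 4.22 (standard error 0.07, adjusted p = 7.6e-11 from edgeR). Cpne9, Ctxn3, Fam19a1 and Gpr83 had log2 fold changes from 1.47 to 5.09. Fam19a1 in this group was at 412 CPM in Female 1 and between 205 and 228 CPM in the other libraries.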

Other discriminatory markers that we found are common to clusters 1–5 include *Rprm*, *Cpne9*, *Ctxn3*, *Fam19a1*, and *Gpr83* (Figure 7b and Figure 7—figure supplement 1a). Notably, we found that *Cpne9* (encoding copine-9) is uniquely enriched in clusters 1–5, cluster 20, as well as cluster 6 (Figure 7—figure supplement 1a) suggesting that it may be a common marker for the entire MB, in addition to the PMd. 

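Cpne9 (ENSMUSG00000030270, chromosome 6 from 113282307 to 113305627) was at 269.9 ± 44.1 CPM in the medial mammillary group, at 253 ± 31.1 CPM in the GLUT20-like cluster and at 76.8 ± 3.33 CPM in the GLUT6-like cluster (SD, n = 4 libraries). Against all other neurons, which include the medial mammillary group, the GLUT6-like cluster was lower, with a log2 fold change of -0.71 (adjusted p = 4.2e-11 from edgeR). In the GLUT7-like to GLUT10-like clusters it was at 12.8 ± 2.29, 44.0 ± 3.60, 31.5 ± 6.26 and 15.7 ± 10.4 CPM, below the GLUT6-like cluster by more than the spread.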

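Lhx1, Lhx5, Cdh11, Sim1, Sim2 and Nkx2-1 had log2 fold changes from 1.05 to 2.51 in the medial mammillary group over the other neurons (largest adjusted p 0.0027 from edgeR). Lhx1 was at 151 ± 10.4 against 29.1 ± 11.3 CPM (SD, n = 4 libraries). Sim2 was at 1.82 ± 0.645 against 0.779 ± 0.203 CPM.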

Finally, we examined expression of other markers (*Pitx2*, *Lhx1*, *Lhx5*, *Cdh11*, *Sim1*, *Sim2,* and *Nkx2.1*) that have previously been implicated in MB development (Kim et al., 2020; Kimura et al., 1996; Bedont et al., 2015; Puelles et al., 2000; Martin et al., 2002; Marion et al., 2005; Shimogori et al., 2010; Skidmore et al., 2012; Miquelajáuregui et al., 2015; Szabó et al., 2015; Ferran et al., 2015) and found significant alignment with clusters 1–5 for virtually all markers (Figure 7—figure supplement 1a).

**Figure 7.**
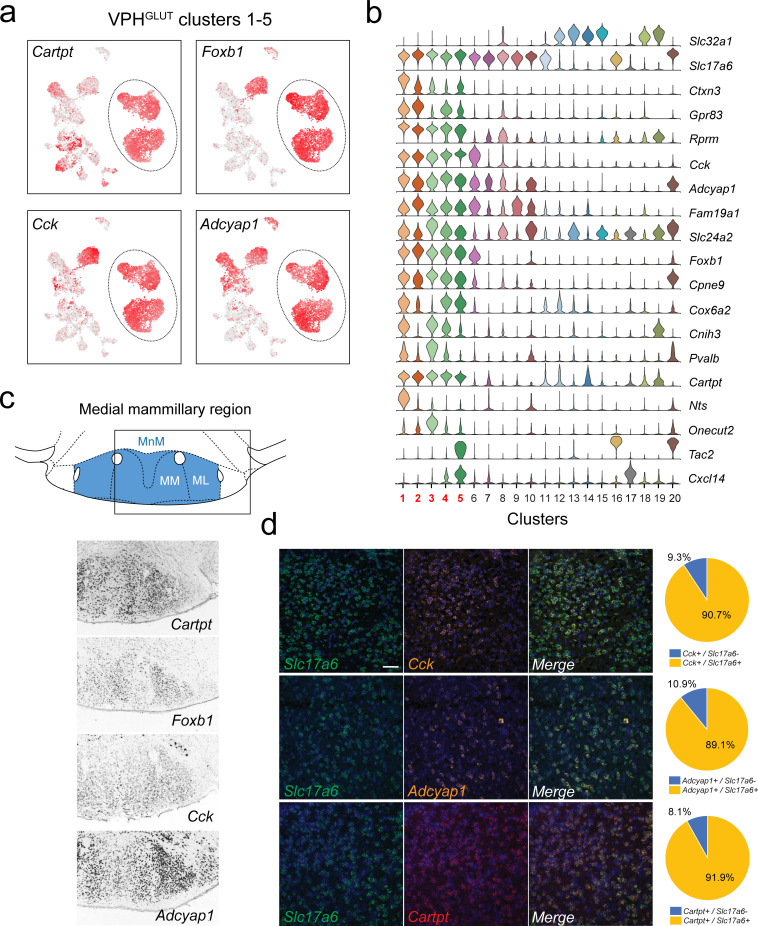
Identification of global markers for neurons in the medial mammillary region. (**a**) UMAP plots showing normalized expression of *Tac2*, *Tcf4*, *Cplx1,* and *Pvalb* enriched in VPH^GLUT^ clusters 1–5 (circled). (**b**) Violin plot showing discriminatory marker genes enriched in VPH^GLUT^ clusters 1–5 following *Slc32a1* and *Slc17a6* (top). (**c**) Mouse brain atlas schematic, modified from Paxinos, 2012, showing the medial mammillary, and its anatomical subdivisions (MnM, MM, and ML) in a coronal section at distance from bregma of −2.92 mm (top). ISH images for *Cartpt*, *Foxb1*, *Cck,* and *Adcyap1* from the ABA (Lein et al., 2007; bottom) showing widespread expression throughout the medial mammillary. (**d**) Confocal micrographs (40×) of FISH in coronal sections of wild type mice and corresponding pie charts representing co-expression of mRNA for *Slc17a6* and *Cck* (n = 2787 cells, three mice; upper), *Slc17a6* and *Adcyap1* (n = 1805 cells, three mice; middle) and *Slc17a6* and *Cartpt* (n = 2582 cells, three mice; lower). Scale bar (applicable to all micrographs) 50 μm.

**Figure 7—figure supplement 1.**
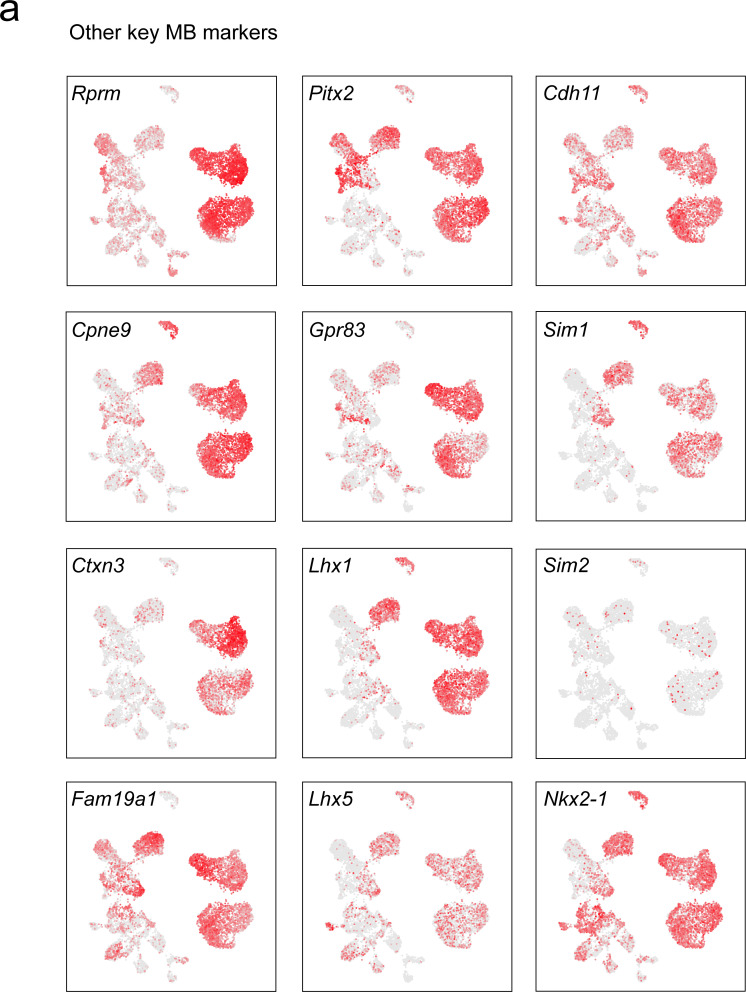
Other key discriminatory markers enriched in the MB. (**a**) UMAP plots showing normalized expression of discriminatory markers either identified in the current analysis or known to have a role in the development of the MB (VPH^GLUT^ cluster 1–5 and 20) and PMd (VPH^GLUT^ cluster 6).

### Spatial segregation of transcriptionally-distinct medial mammillary subpopulations

We further investigated differentially expressed genes among VPH^GLUT^ clusters 1–5 (Figure 8a), that comprise the medial mammillary region in an effort to determine if they exhibit any spatial organization with respect to the cytoarchitecurally-defined MnM, MM, and ML subdivisions. We identified a suite of differentially-expressed genes that define each of the transcriptionally distinct medial mammillary clusters 1–5 (Figure 8b) with two discriminatory genes from each shown in UMAP plots (Figure 8c). We went on to cross reference these makers with their spatial distribution within the medial mammillary region using the ABA (Lein et al., 2007) and found striking patterns of segmentation. Markers for cluster 1 neurons (*Nts*+, *Col25a1*+) appear to be enriched in the MM subdivision, medial to the principle mammillary tract (pm), whereas markers for cluster 4 neurons (*Nos1*+, *Calb1*+) are found concentrated in the ML subdivision, lateral to the principle mammillary tract (pm) and medial to the fornix (f). 

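In the GLUT1-like cluster of 1005 neurons, Nts (ENSMUSG00000019890, chromosome 10 from 102481756 to 102490486) was at 881 ± 333 against 66.1 ± 29.3 CPM in the other neurons and Col25a1 at 214 ± 11.5 against 47.6 ± 4.34 CPM (SD, n = 4 libraries). The log2 fold changes were 3.84 and 2.26. In the GLUT4-like cluster of 1071 neurons, Nos1 was at 236 ± 49.2 against 70.1 ± 18.0 CPM and Calb1 at 1656 ± 604 against 367 ± 149 CPM, with log2 fold changes of 1.82 and 2.25.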

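In the GLUT2-like cluster of 651 neurons, Gpr83 (ENSMUSG00000031932, chromosome 9 from 14860210 to 14870789) was at 307 ± 19.5 against 55.1 ± 7.22 CPM in the other neurons and Spock3 at 365 ± 21.5 against 143 ± 7.08 CPM (SD, n = 4 libraries). In the GLUT3-like cluster of 773 neurons, Pvalb was at 755 ± 92.1 against 79 ± 4.14 CPM and Slc24a2 at 601 ± 125 against 123 ± 16.3 CPM. Log2 fold changes of the 4 genes lay between 1.41 for Spock3 and 3.32 for Pvalb. The values of Female 1 in the GLUT3-like cluster rest on 12 neurons.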

Cluster 2 neurons (*Gpr83*+, *Spock3*+) are concentrated in the central portion of the MnM subdivision, whereas cluster 3 neurons (*Pvalb*+, *Slc24a2*+) are enriched in the more dorsal portion of the MnM. 

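The GLUT5-like cells formed a subcluster of 266 neurons within the medial mammillary group and no cluster of their own at the first level. Tac2 was at 741 ± 244 against 183 ± 68.7 CPM in the other neurons and Cxcl14 (ENSMUSG00000021508, chromosome 13 from 56288643 to 56296551) at 217 ± 54.4 against 35.0 ± 7.81 CPM (SD, n = 4 libraries), with log2 fold changes of 2.12 (standard error 0.08) and 2.67 (standard error 0.10). Without batch correction no cluster matched it.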

Interestingly, cluster 5 neurons (*Tac2*+, *Cxcl14*+) appear to correspond to a thin rim of small diameter, *Tac2*+ neurons hugging the basal surface of the MM and ML (Figure 8d), overlapping with the region typically referred to as the TMNv or VTM (Paxinos, 2012). These *Tac2*+ neurons may be distinguished from the larger diameter *Tac2*+ neurons confined to the LM (VPH^GLUT^ cluster 20). 

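Of the 266 GLUT5-like neurons, 197 (74.1%, Wilson interval 68.5 to 79.0%) held a UMI of Tac2 and 5 (1.88%, 0.81 to 4.32%) a UMI of Hdc, at a median of 8235 UMIs per cell. Per library, the share of Tac2-positive neurons was 70% in the library labelled Male 1, 63.0% in Female 1, 78.5% in Male 2 and 76.9% in Female 2. In VEC-like cells, at a median of 3698 UMIs, 4.73% held a UMI of Tac2 and 3.94% a UMI of Hdc, so the share of Hdc in the GLUT5-like neurons was at the background. No GLUT5-like neuron held 2 or more UMIs of Hdc (0 of 266, which allows a share of up to 1.13%), while 99.4% of the HA17-like neurons held a UMI of it at a median of 27281 UMIs. At 2 UMIs or more, 60.1% were Tac2-positive.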

Despite being in the vicinity of TMNv HA neurons, 89.3% (176/197) of cluster 5 neurons are *Tac2*+ whereas only 2% (4/197) are *Hdc*+ indicating little to no overlap with HA neurons.

**Figure 8.**
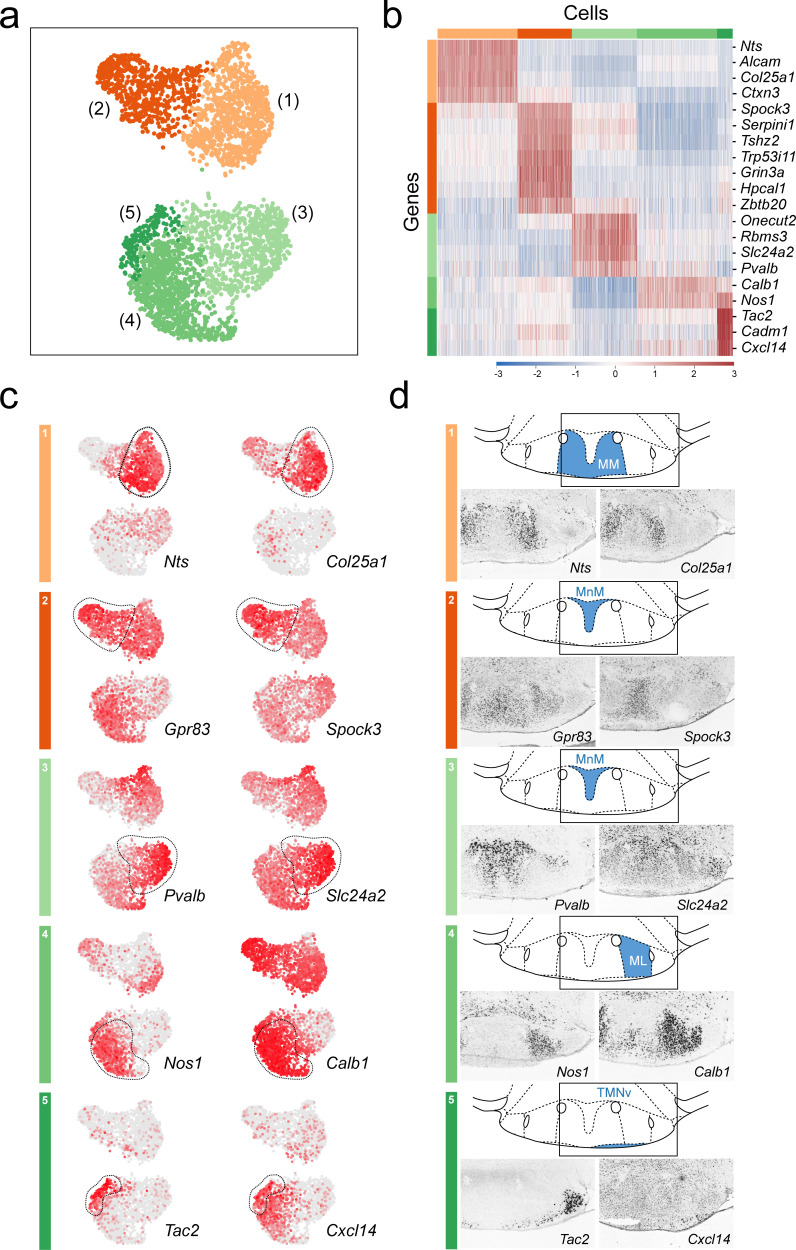
Anatomical compartmentalization of transcriptionally-distinct medial mammillary subpopulations. (**a**) UMAP plot showing just VPH^GLUT^ clusters 1–5 (detail of Figure 2b). (**b**) Heatmap showing scaled expression of discriminatory genes across only VPH^GLUT^ clusters 1–5. (**c**) Pairs of UMAP plots showing normalized expression of two discriminatory marker genes for each of VPH^GLUT^ clusters 1–5 (top to bottom): cluster 1 (*Nts*, *Col25a1*), cluster 2 (*Gpr83*, *Spock3*), cluster 3 (*Pvalb*, *Slc24a2*), cluster 4 (*Nos1*, *Calb1*), and cluster 5 (*Tac2*, *Cxcl14*). (**d**) Mouse brain atlas schematics, modified from Paxinos, 2012, showing subregions of the medial mammillary in a coronal section at distance from bregma of −2.92 mm (top). ISH images for each of the two markers shown in (**c**) from the ABA (Lein et al., 2007; bottom).

**Figure 8—figure supplement 1.**
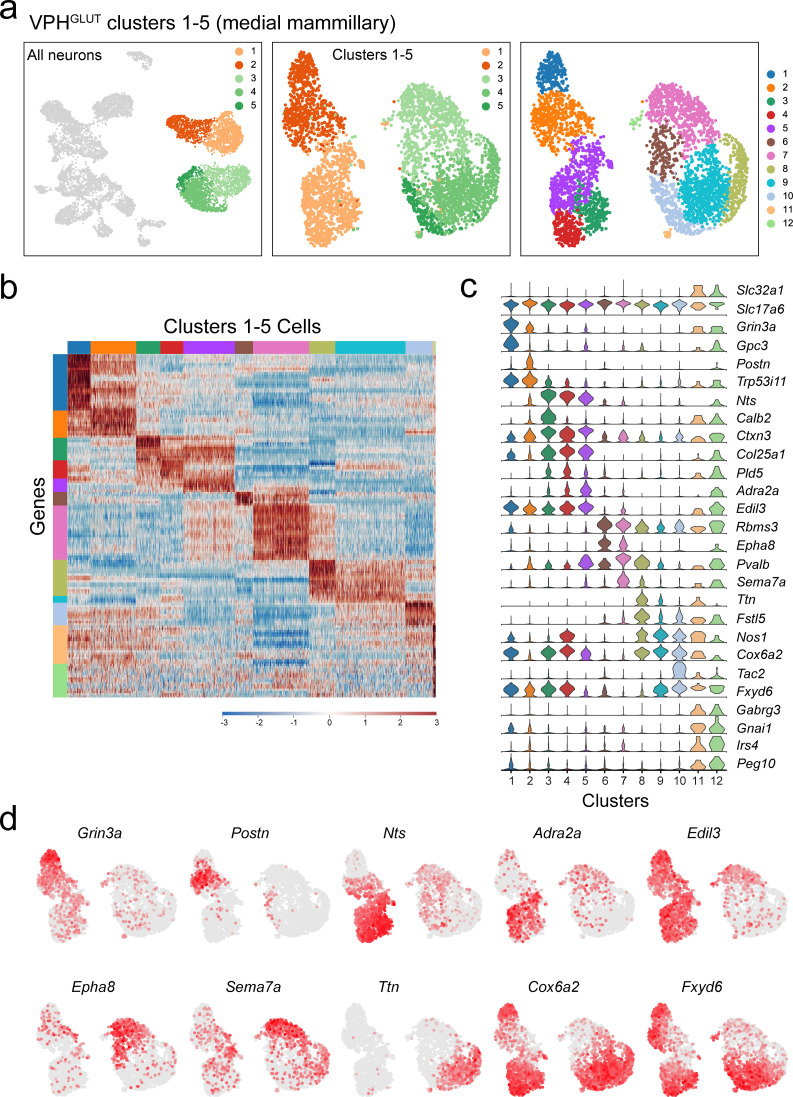
Subclustering of MM neurons (VPH^GLUT^ clusters 1–5). (**a**) UMAP plots showing clusters 1–5 neurons among all neuronal populations (left), clustering of all five alone (middle) and following another iteration of clustering (right) revealing 12 subclusters. (**b**) Heatmap showing scaled expression of discriminatory genes across all 12 subclusters. (**c**) Violin plot showing discriminatory marker genes enriched in each subcluster following *Slc32a1* and *Slc17a6* (top). (**d**) UMAP plots showing discriminatory genes that define putative MM subclusters.

To further explore cellular heterogeneity among medial mammillary neurons, we subjected clusters 1–5 to another iteration of clustering which resulted in 12 subclusters (Figure 8—figure supplement 1a), each defined by suites of discriminatory markers (Figure 8—figure supplement 1b,c). Each of clusters 1–4 parsed into two to three subclusters, while cluster 5 remained largely intact. This further subclustering revealed markers that are common to single clusters and the discriminatory genes that define subclusters. For example, cluster 1 MM neurons are composed of three subclusters (3, 4, and 5) for which *Nts* and *Col25a1* are common to all, as shown previously (Figure 8c,d), while *Calb2* uniquely defines one subcluster, and *Adra2a* is enriched in another (Figure 8—figure supplement 1c,d). 

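The medial mammillary group divided into 12 subclusters. By the cluster that gave most of their cells, 3 came from the GLUT1-like cluster (461, 339 and 227 neurons), 2 from the GLUT2-like cluster (374 and 220), 3 from the GLUT3-like cluster (336, 289 and 148), 3 from the GLUT4-like cluster, of which the GLUT5-like subcluster was 1, and 1 of 168 neurons from an unnamed cluster.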

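In the 3 subclusters from the GLUT1-like cluster taken in order of size, Nts was at 636 ± 224, 1424 ± 590 and 463 ± 100.4 CPM and Col25a1 at 282 ± 18.9, 179.8 ± 31.2 and 107 ± 19.1 CPM (SD, n = 4 libraries). Calb2 was at 206 ± 69.5 CPM in the second and at 21.8 ± 6.88 and 13.5 ± 10.1 CPM in the others. Adra2a was at 89.4 ± 23.8, 40.1 ± 5.59 and 72.7 ± 17.6 CPM.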

In sum, we found that richly diverse, transcriptionally distinct neuronal populations that comprise the medial mammillary region also exhibit a remarkable degree of compartmentalization within the known anatomical subdivisions of the region, demarcated by the principle mammillary tract and fornix.

### Topographically-distinct projection targets of genetically-defined MM and ML neurons in the thalamus and midbrain

We next asked whether the cluster-specific discriminatory genes that we identified in our scRNA-seq analysis of the MB (summarized in Figure 9a) may be used to genetically target specific anatomical subdivisions of the MB (summarized in Figure 9b) and shed light on the organization of their projection targets. Neurons in the MB make two highly specific projections in the brain: (1) a major, unidirectional projection to the anterior thalamic nuclei (ATN) through the mammillothalamic tract (mtt); and (2) a bidirectional connection to the ventral tegmental nucleus of Gudden (VTg), via the mamillotegmental tract (mtg) (summarized in Figure 9c; Vann and Aggleton, 2004; Vann, 2010; Aggleton et al., 2010; Dillingham et al., 2015; Vann and Nelson, 2015). The rodent ATN itself may be subdivided into three broad compartments, anteroventral (AV), anteromedial (AM), and anterodorsal (AD), each of which exhibit unique patterns of connectivity. In particular, the MM projects topographically to the AM, the ML to the AV and the LM to the AD (Aggleton et al., 2010; Shibata, 1992; Jankowski et al., 2013; Bubb et al., 2017; Seki and Zyo, 1984; Hayakawa and Zyo, 1989; Wright et al., 2013). We therefore set out to test our prediction that the transcriptionally-distinct cell populations that we found to be segregated within specific subcompartments of the MB, exhibit a similar topographic mapping to the ATN. To this end, we used three Cre recombinase mouse driver lines to target separate anatomical subregions of the MB by bilaterally injecting the MB with the viral anterograde tracer AAV-DIO-ChR2-EYFP (schematic in Figure 9d). Using the *Slc17a6* (VGLUT2)-Cre driver line to broadly target VPH^GLUT^ neurons in the MB and their projections, we found labeling throughout the medial mammillary region at the injection site (Figure 9e), but largely sparing the LM, shown in a representative mouse. In addition to finding a high density of labeled axons in the mtt and mtg, we observed a plexus of fibers in the VTg and a high density of fibers in much of the ATN (AV and AM, but not AD, consistent with the latter being the target of LM projections). Next, using the *Nts*-Cre line to selectively target VPH^GLUT^ cluster 1 neurons, that we had previously mapped to the MM subdivision, we found labeling at the injection site between the MM and ML and labeled axons in the mtt, mtg, and VTg, shown in a representative mouse. However, in the ATN, the AM subdivision appeared to be selectively targeted, while sparing the AV and AD (Figure 9e). Finally, using the *Calb1*-Cre driver to target VPH^GLUT^ cluster 4 neurons, that we had mapped to the ML subdivision, we found clear labeling in the ML at the injection site (with some weak labeling in the MM/MnM) and labeled axons in the mtt, mtg, and VTg, shown in a representative mouse. Interestingly, and in stark contrast to our *Nts*-cre results, we observed highly specific labeling of the AV subdivision of the ATN, while sparing the AM and AD. These data are consistent with immunohistochemical evidence in guinea pig suggesting that CART (encoded by *Cartpt*) and calbindin (encoded by *Calb1*) are co-localized in the ML region of the MB and calbindin-immunoreactive fibers are concentrated in the AV subdivision of the ATN (Żakowski et al., 2014). Taken together, these anterograde tracing data suggest that not only are molecularly-defined subpopulations of MB neurons highly segregated within the anatomical subdivisions of the MB (MnM, MM, ML, and LM), but these subpopulations appear to project to distinct domains within the ATN, consistent with previous anterograde and retrograde tracing data without genetic specificity (Aggleton et al., 2010; Shibata, 1992; Jankowski et al., 2013; Bubb et al., 2017; Seki and Zyo, 1984; Hayakawa and Zyo, 1989; Wright et al., 2013).

**Figure 9.**
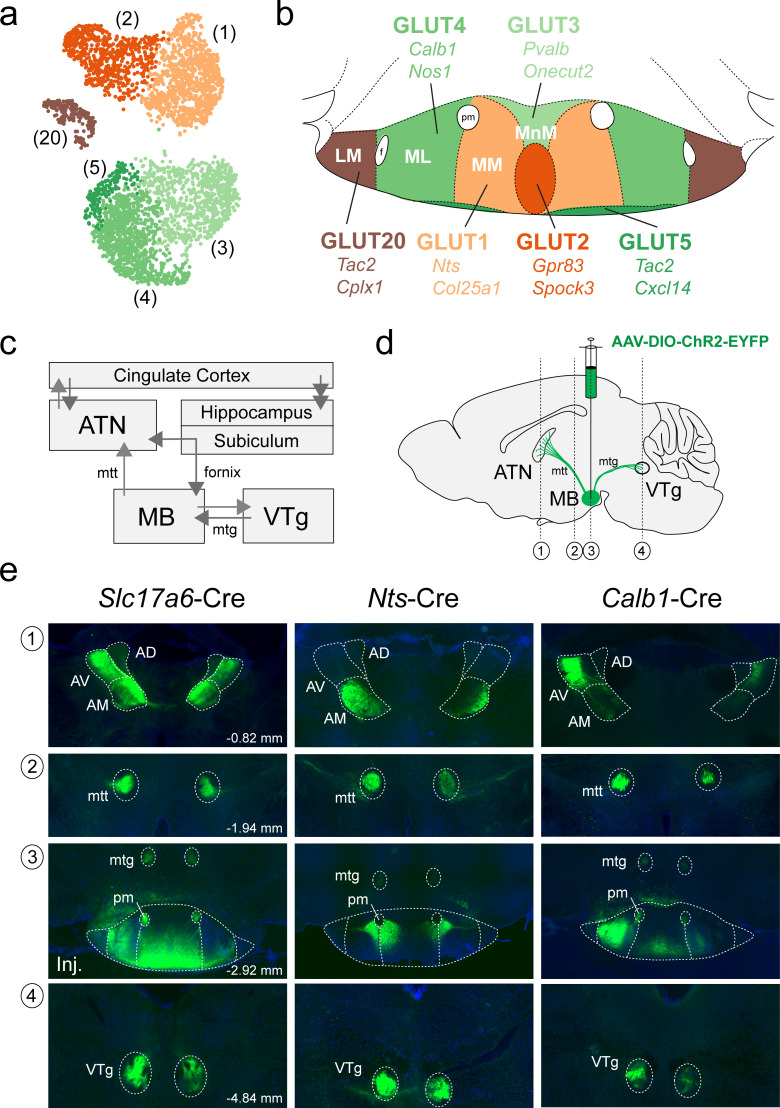
Anterograde projections of transcriptionally-distinct medial mammillary subpopulations to the anterior thalamus and midbrain. (**a**) UMAP plot showing just VPH^GLUT^ clusters 1–5 and 20 (details from Figure 2b). (**b**) Mouse brain atlas schematic modified from Paxinos, 2012, showing subregions of the MB in a coronal section at distance from bregma of −2.92 mm. Color-coding of subdivisions indicate correlations between transcriptionally distinct subpopulations in (**a**) and anatomical subdivisions within the MB: cluster 1 (MM, light orange), cluster 2 (ventromedial MnM, dark orange), cluster 3 (dorsomedial MnM, light green), cluster 4 (ML, medium green), cluster 5 (TMNv or ventrobasal MM/ML, dark green) and cluster 20 (LM, brown). (**c**) Schematic of connections between the MB, hippocampal formation, ATN and VTg comprising the Papez circuit. (**d**) Schematic parasagittal section illustrating anterograde viral tracing using AAV-DIO-ChR2-EYFP injection in the MB of three cre driver lines (*Slc17a6*-Cre, *Nts*-Cre, and *Calb1*-Cre). Number labels indicate imaged coronal sections. (**e**) Representative fluorescence images of coronal sections for anterograde tracing in *Slc17a6*-Cre (n = 3 mice; left), *Nts*-Cre (n = 3 mice; middle) and *Calb1*-Cre (n = 2; right) mice at the following approximate distances from bregma: (1) ATN, −0.82 mm; (2) mtt, −1.94 mm; (3) MB injection site, −2.92 mm; and (4) VTg, −4.84 mm. All sections were counterstained with DAPI (blue). Abbreviations: AV (anteroventral), AM (anteromedial), AD (anterodorsal), mtt (mammilothalamic tract), mtg (mammillotegmental tract), and pm (principle mammillary tract).

## Discussion

In this work, we performed a systematic single-cell transcriptomic census of the molecular and spatial organization of cell types in the murine VPH. Using droplet-based scRNA-seq of >16,000 cells, we identified the molecular markers that define 20 neuronal and 18 non-neuronal cell clusters. We identified a diversity of mostly novel, and some previously identified, neuronal cell populations, many of which could be mapped to clearly defined anatomical compartments within the VPH (including the Arc, TMN, SUM, PMd, PMv, and approximately six subdivisions of the MB including the MnM, MM, ML, and LM; summarized in Figure 10a–c), using both ISH data from the ABA and multiplexed FISH. In particular, we observed that transcriptionally-distinct MB neurons are both confined to anatomically segregated compartments and, using three genetically-targeted neuronal populations in the MB, appear to project to precise anatomical targets in the ATN. This molecular census provides a rich resource for interrogating genetically-defined VPH circuits and their myriad roles in physiology and behavior.

**Figure 10.**
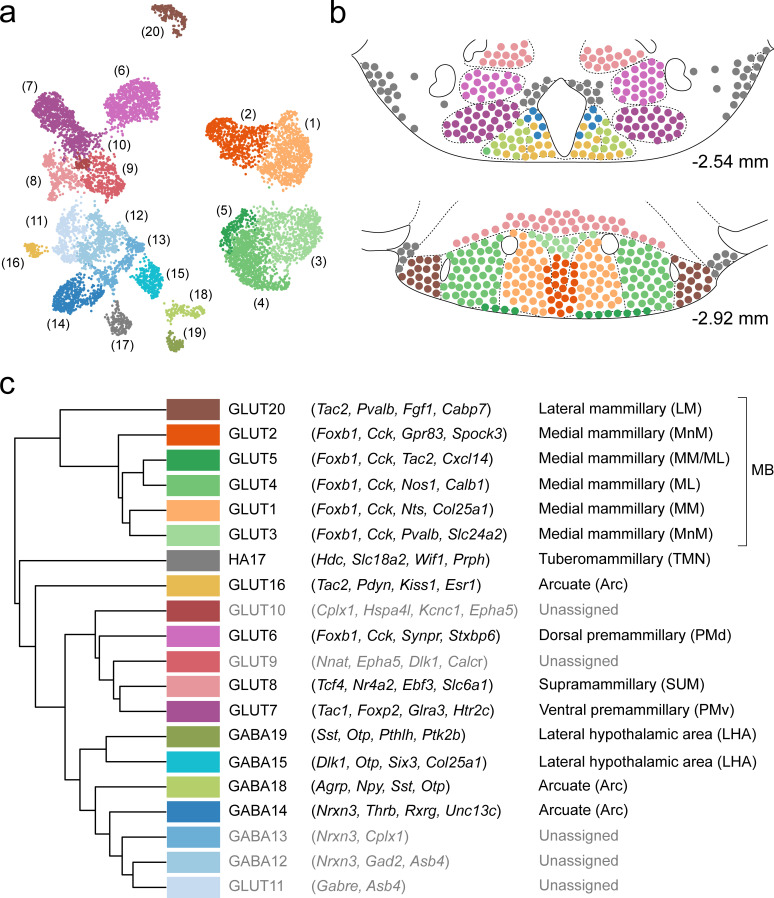
Summary of the relationship between transcriptionally distinct VPH cell clusters and anatomical parcellation of the VPH. (**a**) UMAP of all VPH neuronal clusters. (**b**) Mouse brain atlas schematic (Paxinos, 2012) showing two representative VPH coronal sections at distances from bregma of −2.54 and −2.92 mm. Neuronal cell types identified in scRNA-seq analysis that can be assigned to specific anatomical subregions of the VPH are indicated. (**c**) Hierarchical clustering of single-cell clusters (left), discriminatory markers (middle), and the anatomical region they correspond to (right) are listed.

In our unsupervised analysis of VPH neuronal populations, numerous molecularly distinct clusters emerged, but a broader dichotomy could be found based on the expression of genes necessary for the synthesis and vesicular release of GABA and glutamate (Figure 2a). The primary discriminatory genes in this regard are the largely mutually exclusive expression of *Slc32a1* (VGAT) and *Slc17a6* (VGLUT2) resulting in our identification of 13 populations of nominally glutamatergic neurons and 6 populations of nominally GABAergic neurons. Overall, the broad division between nominally GABAergic and glutamatergic populations aligns with observations from other recent scRNA-seq analyses of whole mouse brain (Zeisel et al., 2018; Saunders et al., 2018), whole hypothalamus (Chen et al., 2017; Kim et al., 2020) and hypothalamic subregions (Mickelsen et al., 2019; Moffitt et al., 2018; Romanov et al., 2017; Campbell et al., 2017; Rossi et al., 2019; Kim et al., 2019). One notable exception is VPH^HA^ cluster 17, which expresses low levels of both *Slc32a1* and *Slc17a6*, and we identified as having a histaminergic phenotype (Figures 2 and 5 and Figure 5—figure supplement 1). Another notable exception is a putative dual identity cluster 8 subcluster, which exhibits high co-expression of both *Slc32a1* and *Slc17a6*, and corresponds well to markers of the SUM (Figure 4—figure supplement 1) and, possibly, to a known dual phenotype, hippocampal-projecting population previously identified in the SUM (Pedersen et al., 2017; Boulland et al., 2009; Soussi et al., 2010; Hashimotodani et al., 2018).

Within each fast neurotransmitter identity, discrete classifications of VPH neurons were arrived at based on a suite of other discriminatory markers with few classifications being made on the basis of single markers alone. Most neuronal clusters are also defined by a combination of neuropeptide transcripts, which are associated with both well-known and novel populations. The co-expression of both fast neurotransmitter and multiple neuropeptide markers in single neurons is suggestive of a capacity for co-transmission (van den Pol, 2012). Other important cluster-specific markers include some combination of transcripts that encode transcription factors, calcium binding proteins, synaptic and extracellular matrix proteins, receptors and other gene categories. That these combinations of markers specify the identity of distinct populations of VPH neurons likely reflects a convergence of their unique molecular specification during development, their neurochemistry and specific synaptic connectivity within functional circuits.

While several of the diverse neuronal clusters that emerged from our scRNA-seq analysis were readily identifiable based on well-known signatures (*e.g. Kiss1*+/*Tac2*+/*Pdyn*+ KNDy Arc neurons, *Agrp*+/*Npy*+ Arc neurons, *Hdc*+ TMN HA neurons, etc.), most were novel and differentially expressed genes required both cross-referencing with the ABA (Lein et al., 2007) and extensive multiplexed FISH to effectively trace them to anatomical regions within the VPH. We found that a number of novel neuronal cell populations exhibited striking compartmentalization within distinct VPH nuclei (Figure 10b). This was especially apparent in our mapping of VPH^GLUT^ clusters 1–5 and 20 to subcompartments within the MB. The MB is a conserved diencephalic structure across rodents, primate models and humans and represents an important link between subicular outputs of the hippocampal formation (via the fornix) and the ANT (via the mtt), which itself has reciprocal projections with the cingulate/retrosplenial cortices. MB neurons also make bidirectional connections with the midbrain VTg (through the mtg; Vann and Aggleton, 2004; Vann, 2010; Aggleton et al., 2010; Dillingham et al., 2015; Vann and Nelson, 2015; Jankowski et al., 2013; Bubb et al., 2017). MB neurons, as a key component of this limbic pathway, are critical for spatial memory as lesions to the MB and its outputs through the mtt and mtg, result in severe deficits in spatial memory in animal models and human clinical data (Vann and Aggleton, 2004; Vann, 2010; Dillingham et al., 2015; Vann and Nelson, 2015; Bubb et al., 2017; Vann and Aggleton, 2003; Vann, 2013; Tsivilis et al., 2008). For example, Korsakoff’s syndrome, caused by thiamine deficiency associated with chronic alcoholism, is characterized by selective degeneration of the MB and is accompanied by severe amnesia (Kopelman, 1995; Kril and Harper, 2012).

Consistent with our identification of VPH^GLUT^ clusters 1–5 as representing the medial mammillary region, several of the discriminatory marker genes that emerged from our analysis result in spatial memory deficits when mutated. For example, *Foxb1* is well-known to define the MB during early embryonic development (Shimogori et al., 2010; Kaestner et al., 1996; Wehr et al., 1997; Radyushkin et al., 2005) and *Foxb1*-null mice exhibit dysgenesis of both the MB and mtt (Wehr et al., 1997; Radyushkin et al., 2005; Alvarez-Bolado et al., 2000) and display defects in spatial memory tasks, particularly spatial navigation and working memory (Radyushkin et al., 2005). These data suggest that the MB may have specific roles to play in spatial memory processing. Furthermore, the enrichment of the recently deorphanized receptor *Gpr83* (Gomes et al., 2016) that we observed in this region (Figure 7 and Figure 7—figure supplement 1) aligns with previous anatomical work showing high expression in the MB (Pesini et al., 1998) and behavioral experiments showing that *Gpr83*-null mice also exhibit impaired spatial learning (Vollmer et al., 2013). These data indicate that VPH^GLUT^ clusters 1–5 share a suite of common markers that align well with the known development and function of the medial mammillary region of the MB.

Interestingly, a selection of the defining marker genes for the medial mammillary region (clusters 1–5; Figures 7 and 8, Figure 7—figure supplement 1 and Figure 8—figure supplement 1) was also found to be enriched in some combination of other clusters we ascribed to the LM (cluster 20), PMd (cluster 6), PMv (cluster 7), SUM (cluster 8), and others. For example, we found that while *Cck*, *Foxb1*, *Pitx2*, *Lhx1*, *Lhx5*, *Sim1* are indeed all enriched in clusters 1–5, they are all additionally expressed in cluster 6, among others. In addition to the MB, *Foxb1* is known to also be expressed in the developing PMd (Wehr et al., 1997; Alvarez-Bolado et al., 2000), which is linked anatomically and functionally with the MB, including a parallel projection to the ATN (Canteras et al., 2008; Alvarez-Bolado et al., 2000; Canteras and Swanson, 1992). Furthermore, *Foxb1*-null mice not only exhibit defects in spatial memory (Radyushkin et al., 2005) but abnormal nurturing behavior including pup retrieval and nest-building (Wehr et al., 1997). These data suggest a possible defect in PMv-associated reproductive behavior (Donato and Elias, 2011) and/or PMd-associated threat-response or defensive behavior (Canteras et al., 2008; Cezario et al., 2008; Blanchard et al., 2003). Taken together, our transcriptomic data reinforce the notion that the MB, PMd, PMv and perhaps other surrounding VPH structures, share an anatomical and functional interrelationship, rooted in their shared developmental history (Ferran et al., 2015; Bedont et al., 2015).

In mapping differentially expressed markers of VPH^GLUT^ clusters 1–5 and 20 to the MB, we found that the MB is not only more transcriptionally diverse than previously appreciated, but distinct MB neurons also exhibit a remarkable degree of segregation within long-established, anatomically-defined subdivisions of the MB. While the primary anatomical division in the MB is between medial and lateral, the medial mammillary may be further subdivided into multiple subcompartments (MnM, MM, and ML) on the basis of Nissl and Golgi staining, cell morphology, white matter boundaries (pm, fornix, etc.) and patterns of connectivity (Paxinos, 2012; Jankowski et al., 2013; Bubb et al., 2017; Seki and Zyo, 1984; Allen and Hopkins, 1988; Allen and Hopkins, 1989). However, the molecular basis for cell type diversity and the spatial organization of cell types within the MB is poorly understood. Although a recent scRNA-seq analysis of the whole hypothalamus captured the VPH, it resolved only a single population of *Foxb1*+/*Cartpt*+ neurons assigned to the MB (Chen et al., 2017). Most recently, a much larger scale analysis of the developing mouse hypothalamus identified several MB populations (Kim et al., 2020). We resolved at least six distinct populations (a total of 15 subclusters following a second iteration of clustering) that we subsequently mapped to six anatomical subdivisions of the MB (summarized in Figures 9a,b and 10). For example, VPH^GLUT^ cluster 20 (*Tac2*+/*Cplx1*+) is confined to the LM and is distinct from cluster 4 (*Nos1*+/*Calb1*+), which is confined to the ML, which itself is distinct from cluster 1 (*Nts*+/*Col25a1*+), which broadly corresponds to the MM. The patterns of discriminatory genes for clusters 2 (*Gpr83*+/*Spock3*+) and cluster 3 (*Pvalb*+/*Slc24a2*+) are more complex. Cluster 3 markers appear to correspond to the more dorsal MnM, whereas cluster 2 markers are more ventromedially located, bounded by the MM on either side, hence the slightly modified boundaries schematized in Figures 9b and 10b. Cluster 5 (*Tac2*+/*Cxcl14*+) appears to correspond to a thin rim of neurons on the ventrobasal surface of the MB and distinct from *Tac2*+ neurons in the LM. The high degree of regional segmentation is striking, especially juxtaposed with the highly diffuse spatial organization of transcriptionally-distinct neuronal populations in the adjacent LHA (Mickelsen et al., 2019).

The significance of this highly compartmentalized pattern of gene expression may lie in the specific connectivity between MB subcompartments and other regions of the brain. The importance of MB projections to the ATN and VTg is highlighted by previous work showing that specific lesions to the mtt and VTg, but not to the postcommissural fornix, result in deficits in spatial memory, suggesting that MB-ATN and MB-VTg connectivity have critical roles in memory, likely independent of hippocampal input (Vann, 2013). We found that genetically-defined MB neurons, using markers we identified in our scRNA-seq analysis to specify MB subpopulations, project to distinct thalamic and midbrain targets. In particular, while *Slc17a6*+ MB neurons project to the AV and AM, *Nts*+ MM neurons project specifically to the AM, while *Calb1*+ ML neurons project specifically to the AV. All three MB projections target the VTg while none targeted the AD. Our genetically-targeted anterograde tracing is consistent with the known topography of MB-ATN projections (Aggleton et al., 2010; Shibata, 1992; Jankowski et al., 2013; Bubb et al., 2017; Seki and Zyo, 1984; Hayakawa and Zyo, 1989; Wright et al., 2013) and suggests that the spatial architecture of these circuits may be explained by an underlying molecular organization. Furthermore, the AM, AV, and AD subregions of the ATN each have differential patterns of reciprocal connectivity with different cortical regions and subcortical regions and are thought to comprise parallel sub-circuits within a brain-wide memory network (Aggleton et al., 2010; Jankowski et al., 2013). For example, aside from reciprocal connections with the anterior cingulate, the AM is uniquely interconnected with the prelimbic cortex, and thought to have a role in relaying information from the hippocampal formation and MB to prefrontal cortical centers associated with higher cognitive function (Aggleton et al., 2010; Jankowski et al., 2013). The AV, in contrast, is interconnected with the retrosplenial cortex (Shibata and Kato, 1993) and subiculum (Shibata, 1993), and implicated in theta entrainment (Aggleton et al., 2010; Jankowski et al., 2013). Aside from topographic ATN projections, the spatial organization of MB circuits is also likely a reflection of topographic projections from specific subicular subregions/cell types (Allen and Hopkins, 1989; Christiansen et al., 2016; Bienkowski et al., 2018), which also exhibit a broader molecular and spatial organization (Cembrowski et al., 2018). Future work combining transcriptomic profiling, functional connectomics, manipulation and monitoring of genetically-defined neurons in the subiculum, MB, VTg, ATN, and cingulate/retrosplenial cortices may reveal an overarching organization of parallel circuits within this brain-wide memory system. Recent large-scale efforts towards molecular profiling and detailed connectivity analysis among other thalamic pathways, have revealed novel insights into the overarching logic of thalamic organization (Harris et al., 2019; Phillips et al., 2019). Taken together, our transcriptomic analysis of MB subpopulations may shed light on the construction of MB circuits during development, their differential connectivity, regulation of excitability, repertoire of synaptic signaling mechanisms and specific functional roles in spatial memory.

Finally, given the important and conserved role of the MB as a node in a brain-wide memory system and multiple aspects of spatial and episodic memory, it is significant that the MB may have a key role in the pathogenesis of Alzheimer's Disease (AD). Evidence from imaging of AD patients and postmortem examination of AD-afflicted brains suggest that the MB, fornix, and mtt all show varying degrees of atrophy or degeneration that may be correlated with cognitive decline and memory loss (Callen et al., 2001; Copenhaver et al., 2006; Grossi et al., 1989; Baloyannis et al., 2016). Recent work has implicated the MB and other components of the Papez circuit as sites of particular vulnerability in the pathogenesis of AD in mice (Canter et al., 2019). Using a quantitative measure of beta-amyloid deposition in the whole brain of 5XFAD mice, a mouse model of AD (Oakley et al., 2006), the MB was identified as among the earliest sites of beta-amyloid deposition in the brain, appearing as early as two months after birth. This observation was accompanied by an increase in medial mammillary neuronal excitability, that when chemogenetically silenced, resulted in reduced beta amyloid deposition (Canter et al., 2019). In addition, other VPH subpopulations may exhibit selective vulnerability in AD as evidenced by the presence of AD pathological features in the TMN and dramatic loss of TMN HA neurons in *post mortem* AD-afflicted brains (Saper and German, 1987; Airaksinen et al., 1991; Nakamura et al., 1993; Oh et al., 2019), likely contributing to sleep-wake disturbances commonly observed in AD patients (Spira et al., 2014). Taken together, these clinical observations and intriguing evidence from disease models underscore the critical need to elucidate both the basic biology of the MB and other VPH cell types, the circuits they give rise to and their potential vulnerability in the early stages of AD pathogenesis.

Overall, our analysis of the molecular and spatial organization of VPH cell types provides the foundation for a more detailed understanding of the cellular composition and wiring diagram of the VPH. In particular, our analysis reveals the molecular underpinnings of the modular organization of both the MB and its topographic projections to subregions of the anterior thalamus as well as the midbrain. In addition, this work serves as a rich resource for cell type-specific deconstruction of VPH circuit function, through pharmacological tools and the use of genetically-targeted manipulation and monitoring methodology. Overall, our VPH cell type census, along with other recent hypothalamic scRNA-seq analyses (Mickelsen et al., 2019; Moffitt et al., 2018; Chen et al., 2017; Zeisel et al., 2018; Romanov et al., 2017; Campbell et al., 2017; Rossi et al., 2019; Kim et al., 2019), contributes to a more comprehensive picture of the cell type diversity and spatial organization of the mammalian hypothalamus, as well as informing the molecular, cellular, and synaptic mechanisms of hypothalamic circuit function in health and disease.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain (*Mus musculus*)	C57Bl/6	The Jackson Laboratory	Cat# JAX:000664 RRID:IMSR_JAX:000664	-
Genetic reagent (*Mus musculus*)	*Slc17a6*-Cre	The Jackson Laboratory	Cat# JAX:016963 RRID:IMSR_JAX:016963	-
Genetic reagent (*Mus musculus*)	*Nts*-Cre	The Jackson Laboratory	Cat#: JAX:017525 RRID:IMSR_JAX:017525	-
Genetic reagent (*Mus musculus*)	*Calb1-Cre*	The Jackson Laboratory	Cat#: JAX:028532 RRID:IMSR_JAX:028532	-
Recombinant DNA reagent (Adeno -associated Virus)	AAV2-Ef1α-DIO-hChR2(H134R)-EYFP	UNC Viral Core	RRID:Addgene_55640	Diesseroth Lab
Peptide, recombinant protein	Protease XXIII	Sigma	Cat# P4032	2.5 mg/mL
Peptide, recombinant protein	Trypsin inhibitor	Sigma	Cat# T9253	10 mg/mL
Commercial assay or kit	Chromium Single Cell 3’ Library and Gel Bead Kit	10x Genomics	Cat# 1000075	V2 and V3
Commercial assay or kit	RNAScope fluorescent multiplex detection assay reagents	ACDBio	Cat# 320851	V1
Commercial assay or kit	RNAScope V1 fluorescent multiplex detection assay probes	ACDBio	Cat# 405911 Cat# 313641 Cat# 432001 Cat# 402271 Cat# 482531 Cat# 490471 Cat# 450291 Cat# 421931 Cat# 319171 Cat# 410351 Cat# 446391 Cat# 537191 Cat# 412361	*Adcyap1* *Calb2* *Cartpt* *Cck* *Cplx1* *Hdc* *Maob* *Pvalb* *Slc17a6* *Tac1* *Tac2* *Tcf4* *Wif1*
Software, algorithm	Fiji	PMID:22743772	RRID:SCR_002285	https://imagej.net/Fiji
Software, algorithm	Photoshop	Adobe	RRID:SCR_014199	-
Software, algorithm	Illustrator	Adobe	RRID:SCR_010279	-
Software, algorithm	Scanpy	Python	RRID:SCR_018139	v1.3.7
Software, algorithm	Cell Ranger	10x Genomics	RRID:SCR_017344	v3.0.2
Other	Vectashield Hardset Mounting Media w/DAPi	Vector Labs	Cat# H-1500	-
Other	ProLong Gold Mounting Media w/DAPi	Thermofisher	Cat# P36965	-

### Animals

To collect VPH neurons scRNA-seq analysis as well as fluorescence in situ hybridization experiments, we used both male and female C57BL/6 (JAX stock #000664) mice. For anterograde tracing experiments, we used the following Cre recombinase driver lines: (1) *Slc17a6*^tm2(cre)Lowl^/J knock-in mutant mice (JAX stock #016963, referred to here as *Slc17a6*-Cre mice; Vong et al., 2011). (2) *Nts*-Cre knock-in mutant mice (B6;129-Nts^tm1(cre)Mgmj^/J; JAX stock # 017525; Leinninger et al., 2011). (3) *Calb1*-IRES2-Cre-D knock-in mutant mice (B6;129S-Calb1^tm2.1(cre)Hze^/J; JAX stock # 028532, referred to here as *Calb1*-Cre). All mice were fed ad libitum and kept on a 12 hr light-dark cycle. 

### scRNA-seq cell capture and sequencing

Hypothalamic brain slices were obtained from juvenile (p30-34) mice, from a total of five male mice and five female mice over two independent harvests. The first harvest consisted of three male (pooled), three female (pooled), while the second consisted of two males (pooled) and two females (pooled), following previously described procedures (Mickelsen et al., 2019). Briefly, mice were anesthetized with isoflurane, then rapidly sacrificed by decapitation during the same time period (morning, 09:00-11:00). Brain slices were cut using a vibrating microtome (Lafayette Instrument Company) at a thickness of 225 μm in ice-cold high-sucrose slicing solution consisting of the following components (in mM): ﻿87 NaCl, 75 sucrose, 25 glucose, 25 NaHCO_3_, 1.25 NaH_2_PO_4_, 2.5 KCl, 7.5 MgCl_2_, 0.5 CaCl_2_ and 5 ascorbic acid saturated with 95% O_2_/5% CO_2_. Slices were then enzyme-treated for ~15 min at 34°C with protease XXIII (2.5 mg/mL; Sigma) in a high-sucrose dissociation solution containing the following (in mM): ﻿185 sucrose, 10 glucose, 30 Na_2_SO_4_, 2 K_2_SO_4_, 10 HEPES buffer, 0.5 CaCl_2_, 6 MgCl_2_, 5 ascorbic acid (pH 7.4) and 320 mOsm. Slices were washed three times with cold dissociation solution then transferred to a trypsin inhibitor/bovine serum albumin (TI/BSA) solution (10 mg/mL; Sigma) in cold dissociation solution. Four to five slices were obtained from each animal that approximately corresponded to mouse brain atlas images representing the distance from bregma −2.54,–2.70, −2.92, and −3.16 mm which includes the VPH. The VPH was dissected from each slice using a fine scalpel and forceps under a dissecting microscope and each slice was imaged and subsequently mapped onto mouse atlas images (Figure 1b; Paxinos, 2012). Microdissected tissue was kept in cold TI/BSA dissociation solution until trituration. Immediately before dissociation tissue was incubated for ~10 min at 37°C, then triturated with a series of small bore fire-polished Pasteur pipettes. Single-cell suspensions were passed through a 40 μm nylon mesh filter to remove any large debris or cell aggregates and kept on ice until single-cell capture.

Cell viability for each sample was assessed on a Countess II automated cell counter (ThermoFisher), and up to 12,000 cells were loaded for capture onto an individual lane of a Chromium Controller (10x Genomics). Single-cell capture, barcoding and library preparation were performed using the 10x Chromium platform (Zheng et al., 2017) according to the manufacturer’s protocol (#CG00052) using version 2 (V2) chemistry for the first set of male and female samples and version 3 (V3) chemistry for the second set. cDNA and libraries were checked for quality on Agilent 4200 Tapestation, quantified by KAPA qPCR. The two V2 chemistry libraries were sequenced on individual lanes of an Illumina HiSeq4000 and the V3 chemistry libraries were pooled at 16.67% of lane of an Illumina NovaSeq 6000 S2 flow cell each, all samples targeting 6,000 barcoded cells with an average sequencing depth of 50,000 reads per cell.

### scRNA-seq data processing, quality control, and analysis

Illumina base call files for all libraries were converted to FASTQs using bcl2fastq v2.20.0.422 (Illumina) and FASTQ files were aligned to the mm10 (GRCh38.93, 10× Genomics mm10 reference 3.0.0) using the version 3.0.2 Cell Ranger count pipeline (10x Genomics), resulting in four gene-by-cell digital count matrices. Downstream analysis was performed using Scanpy (v1.3.7; Wolf et al., 2018) and can be found in its entirely on GitHub (see Data and code availability). Initial quality control was performed on each library individually and cells were excluded from downstream analysis by the following criteria: fewer than 2,000 transcripts, fewer than 1,000 genes, more than 50 hemoglobin transcripts, and more than 15% mtRNA content. Genes with fewer than three counts in at least three cells were also excluded from downstream analysis. These filtering criteria resulted in a substantial increase in data set quality but a dramatic reduction in called cells; the resulting individual counts matrices were reduced to 5,191 and 3,223 cells for the male and female V2 libraries, respectively, and 4,622 and 3,955 cells for the male and female V3 libraries. These matrices were then concatenated together, resulting in an initial aggregated counts matrix of 16,991 cells by 20,202 genes. This aggregated counts matrix was normalized by the total number of counts per cell then multiplied by the median number of counts across all cells and finally log_2_ transformed.

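Applied to the deposited matrices, the stated filters kept 5189 barcodes of the library labelled Male 1, 3219 of Female 1, 4620 of Male 2 and 3955 of Female 2. These were 44.9%, 34.3%, 36.7% and 37.2% of the barcodes. More than 15% mitochondrial UMIs were found in 4388, 2430, 7698 and 6461 barcodes. Without that filter, 19750 barcodes passed.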

The 1,500 most highly variable genes as measured by dispersion were selected for the computation of principal components (PCs). Prior to the computation of PCs, mitochondrial, ribosomal, hemoglobin, cell cycle (homologs of those defined in Macosko et al., 2015; Campbell et al., 2017) genes, and the specific genes *Xist*, *Fos*, *Fosb*, *Jun*, *Junb*, and *Jund* were excluded from this set of highly variable genes. The first 50 PCs were computed and subsequently corrected for batch effects related to 10× chemistry version and mouse sex using Harmony (Korsunsky et al., 2019; with theta_chemistry = 2, theta_sex = 0.5). 

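Over the 15 nearest neighbours, the share of cells of the other harvest, over the share expected from the cell numbers, was 0.0835 ± 0.0207 (SD, n = 4 libraries) before correction and 0.905 ± 0.228 after it. With sex in the model, edgeR's quasi-likelihood test called 5517 of 15856 genes between harvests in neurons, 3047 of them higher in harvest 2, and 3647 of 14582 in non-neuronal cells, 2089 of them higher. DESeq2 called 3564 and 1290 genes. In neurons, 3299 genes were called without Male 2 and 3103 without Female 2. In non-neuronal cells, 2255 were called without the library labelled Male 1, 2084 without Male 2 and 2164 without Female 2. The lone library that remained of a harvest was taken to vary like the others. Gm42418 had the smallest p in neurons, with a log2 ratio of harvest 2 over harvest 1 of 4.59 (standard error 0.13, adjusted p = 7.5e-05). Each harvest had its own chemistry, animals and sequencing run, and these cannot be told apart.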

Without this batch correction, clusters were stratified by 10x chemistry (shown in Figure 1—figure supplement 1). The 15 PCs with highest variance ratios were used to construct a k = 15 nearest-neighbor graph (k-NN graph, where distance is measured using cosine distance) and a 2D UMAP embedding was generated using this graph (min_dist = 0.5). Initial clusters were assigned via the Leiden community detection algorithm on this k-NN graph, resulting in 31 initial clusters, of which 20 remained after the removal of doublets (shown in Figure 1—figure supplement 1f).

Marker genes for each cluster, computed by a ‘one-versus-rest’ methodology comparing mean expression of every gene within a cluster to the expression in all other cells, were used to assign putative cell types to each cluster. For each cluster *c* containing *n* cells and each gene *g* for which the mean expression *E_cg_ – E_¬cg_ >2*, we rank all cells by the expression of gene *g*. For a highly specific marker gene for cluster *c*, we expect the first *n* ranks to correspond to cells of cluster *c*. We construct a ROC curve such that:

**Table:** 

	Cell in cluster *C*	Cell not in cluster *C*
Rank <= *n*	TP	FP
Rank > *n*	FN	TN

The area under this curve (*AUROC*) is computed for each cluster-gene (*c,g*) pair, and genes with *AUROC >0.8* are used to putatively identify cell types. Genes identified this way are consistent with genes identified using ScanPy (scanpy.tl.rank_genes_groups with the Wilcoxon Rank-Sum test).

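In the repetition, 7 clusters with 551 cells carried markers of more than one cell type, 356 cells in the first clustering and 195 in the clustering of non-neuronal cells. Scrublet, run on each library, marked 50.8% of these 551 cells and 0.69% of the neurons that were kept.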

Of the 31 initial clusters, several clearly exhibited signatures of two (or more) cell types and 713 cells from 11 clusters were excluded from further analysis. The remaining cells were classified as neuronal or non-neuronal using a simple two state Gaussian mixture model. Briefly, the median expression of *Snap25, Syp, Tubb3, and Elavl2* in each cluster was used to fit the model and classify the clusters as neuronal (high expression) and non-neuronal (low expression). We also tested classifying each individual cell using this model which lead to qualitatively equivalent classification. The cells for each classification were subsequently reanalyzed separately.

Neuronal cells underwent another round of filtering, with fewer than 3,500 transcripts and 2,200 genes being excluded. The raw expression matrix of the remaining 9,304 neuronal cells was normalized, batch corrected, and embedded with UMAP as described above with the only alteration being 20 PCs were used to build a k = 10 NN graph. Clustering with Leiden community detection led to 20 neuronal clusters. Non-neuronal cells were reanalyzed without additional filtering, and the expression matrix for the 6,069 non-neuronal cells was reanalyzed as described for the neuronal cells; Leiden clustering yielded 18 non-neuronal clusters.

In order to test the robustness of our neuronal clustering analysis and the specificity of the marker genes presented throughout the manuscript, we devised a computational experiment where we predict the cluster label of each cell using only the expression at a small set of neuronal marker genes. Briefly, we split our neuronal expression matrix and associated cluster labels into two groups, a training and a testing group, each with a proportional number of cells from each cluster. Using the first group, we recomputed the top two marker genes from each of the 20 neuronal clusters using the one-versus-rest methodology described above. The expression of the cells in the first group with this set of genes was used train a random forest classification model, a model that takes the expression signature of a cell and predicts its cluster label. This model was then used to predict the cluster labels of the cells in the second group, which we compare to the original cluster labels. We built such a model using the top 2, 3, 5, 10, 15, and 20 genes from each cluster and predicted the cluster labels for the second group for using each model. This process is illustrated in Figure 1—figure supplement 3a–g and the source code is available in this project’s GitHub repository (see Data and code availability).

### Fluorescence in situ hybridization (FISH)

FISH was carried out as previously described (Mickelsen et al., 2019). Briefly, to prepare tissue sections for FISH, male juvenile wild type C57BL/6 mice (P30–47) were anesthetized with isoflurane, decapitated and brains were dissected out into ice-cold sucrose. Brains were frozen on dry ice and cryosectioned at a thickness of 14 µm directly onto SuperFrost Plus microscope slides. Sections were then fixed with 4% paraformaldehyde (PFA) at 4°C for 15 min, and dehydrated for 5 min each in 50, 70, and 100% ethanol. RNAscope 2.5 Assay (Advanced Cell Diagnostics) was used for all FISH experiments according to the manufacturer’s protocols (Wang, 2012). All RNAscope FISH probes were designed and validated by Advanced Cell Diagnostics. ISH images from the Allen Brain Institute were acquired from the publically available resource, the Allen Mouse Brain Atlas (www.mouse.brain-map.org/; Lein et al., 2007) and were acquired with minor contrast adjustments and converted to grayscale to maintain image consistency.

### Anterograde viral tract-tracing

For anterograde tracing experiments, male P30-42 *Slc17a6*-cre, *Nts*-Cre, and *Calb1*-Cre mice were bilaterally injected with 50–100 nL of AAV2-Ef1α-DIO-hChR2(H134R)-EYFP (UNC Viral Core, Diesseroth Lab) into the MB (anteroposterior (AP): −2.90 mm, mediolateral (ML): ±0.04 mm, dorsoventral (DV): −5.20 mm) and allowed to incubate for 4–6 weeks. *Slc17a6*-cre mice (n = 3) were injected with 100 nL while *Nts*-Cre mice (n = 3) and *Calb1*-cre mice (n = 2) were injected with 50 nL. For histology, mice were anesthetized with ketamine/xylazine and transcardially perfused with 10 mL of 0.125 M saline followed by 40 mL of 4% PFA in 1× PBS (pH 7.4). Brains were then dissected and post-fixed for 24 hr in 4% PFA, followed by cryoprotection in 30% sucrose for 48 hr. Brains were flash frozen with cold isopentane and stored at −80°C. Frozen brains were cut into 50 μm thick coronal sections containing the ATN, LHA, MB, and VTg on a cryostat (Leica 3050 s) into 1× PBS. Slices were then mounted onto slides with Vectashield Hardset mounting media containing DAPI (Vector Labs). Regions of interest were imaged at 10× magnification on a fluorescence microscope (﻿Keyence BZ-X700). ﻿Images were processed with ImageJ, Adobe Photoshop CS, and Adobe Illustrator CC. Based on *post hoc* histological evaluation of the injection site, mice were excluded from subsequent anatomical analysis if MB injection sites were absent or off-target.

### Data and code availability

Raw sequencing data and counts matrices are available in the Gene Expression Omnibus, accession number GSE146692. We further provide the final analyzed data sets in the form of H5AD (Wolf et al., 2018) and Loupe Cell Browser data files at https://singlecell.jax.org/hypothalamus. All code used to produce the analysis and figure panels is available on GitHub: https://github.com/TheJacksonLaboratory/ventral-posterior-hypothalamus-scrnaseq (Flynn, 2020; copy archived at https://github.com/elifesciences-publications/ventroposterior-hypothalamus-scrna-seq).

## Data Availability

FASTQ files and unfiltered count matrices for the 10X libraries: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146692. Code to generate figures and produce the analysis: https://github.com/TheJacksonLaboratory/ventral-posterior-hypothalamus-scrnaseq (copy archived at https://github.com/elifesciences-publications/ventroposterior-hypothalamus-scrna-seq). Analyzed, aggregated scRNA-seq object: https://singlecell.jax.org/hypothalamus. The following dataset was generated: FlynnWFMickelsenLERobsonPJacksonACSpringerKBeltramiEJBolisettyMWilsonL2020Single cell RNA sequencing to classify molecularly distinct neuronal and non-neuronal cell types in the mouse ventral posterior hypothalamusNCBI Gene Expression OmnibusGSE146692

How the deposited data were processed for this re-analysis (not part of the article)

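Single cells of the mouse VPH were profiled in 4 droplet libraries. A male and a female pool came from each of 2 harvests, with 3 mice per pool in harvest 1 and 2 in harvest 2. Harvest 1 used V2 chemistry with each library on its own lane, and harvest 2 used V3 chemistry with both libraries pooled in 1 run. Harvest, chemistry, replicate number and sequencing run therefore divide the libraries in the same way, and a library stands for a pool of mice and not for a single animal.

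The authors aligned reads to mm10 (reference package 3.0.0) and counted UMIs with Cell Ranger 3.0.2. The deposited matrices hold these raw counts as whole numbers for 31053 genes and 44149 barcodes that Cell Ranger called as cells, before the filters on UMIs, genes, hemoglobin and mitochondrial UMIs. The authors' normalized values, cluster labels and list of retained cells were not among the files, so each of these steps was repeated.

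Counts were processed in Python 3.11.15 with scanpy 1.11.5, scikit-learn 1.9.0 and leidenalg 0.10.2. Barcodes with fewer than 2000 UMIs, fewer than 1000 genes, more than 50 hemoglobin UMIs or more than 15% mitochondrial UMIs were left out. Genes found in at least 3 cells with at least 3 UMIs in any 1 library were kept, 20202 in all. Counts were scaled to the median depth and log-transformed, 1500 variable genes were chosen, and 50 principal components were computed. Harmony was not available and was written anew from its published description, with a penalty of 2 for chemistry and 0.5 for sex and at most 100 soft clusters. It was tested on simulated data with a known batch shift. Neighbours were found with 15 components and 15 neighbours by cosine distance for all cells, and with 20 components and 10 neighbours for neurons.

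The paper's text does not give the Leiden resolution. The lowest value of a grid in steps of 0.1 was used that reached 31 clusters of all cells (1.5), 20 of neurons (0.7) and 18 of non-neuronal cells (0.7). A list of 103 cell-cycle genes was written from general knowledge, since the list the authors used was not in the files. Clusters that carried markers of more than one cell type were removed. The paper's mixture model of 2 Gaussian components separated neurons from non-neuronal cells. It was fitted to the cluster medians of the pan-neuronal genes. A full covariance was tried first, and it was replaced by a spherical one after it had put non-neuronal clusters with neurons at a resolution of 1.0 and with the weakest filter on cells. The division of the clusters under the settings reported as main was the same with both. Neurons were then filtered at 3500 UMIs and 2200 genes.

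A cluster was named after a cluster of the paper when its score for that cluster's markers was at least 0.75 and at least 3 of the markers were detected, the highest scores being assigned first. The score is the mean, over the markers, of the cluster's value over that of the highest cluster. A name was dropped where the cells had few UMIs and no marker was among the leading genes. Neuronal clusters were named from the genes of the paper's Figure 10c, with Figure 2d for clusters 11 and 13. Non-neuronal clusters were named from general markers that the paper's text does not name for them. Clusters without such a score are called unnamed. Under each alternative clustering, a cluster was matched when it shared at least 0.5 of the cells of both clusters together.

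The genes reported are those that the results text names for a cluster, with the transmitter genes in every neuronal cluster, sex-linked and immediate early genes in the tests of sex and harvest, and up to 5 further genes of smallest adjusted p in each of those tests. This rule was set before the data were examined, but the values of the genes in the paper's text and figures had been seen. UMIs were summed per library and cluster, and the library was the replicate. Tests used edgeR 4.0.16 in R 4.3.3 with TMM factors, filterByExpr, glmQLFit and glmQLFTest, and an adjusted p under 0.05 by the method of Benjamini and Hochberg over all genes tested. Sex and harvest were tested in one model with both terms. With a library left out, 3 libraries leave no residual degrees of freedom for both terms, so the model then held only the term tested, and a lone library was taken to vary like the others. The test of a cluster against the rest used library as a term.

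The depth of the filtered cells ranged from a median of 6263 UMIs in Female 1 to 13852 UMIs in Female 2. Shares of cells with a UMI depend on this depth, and UMIs of free RNA occur in cells that do not express a gene. Most shares of neurons with a UMI are therefore given beside those of VEC-like cells. On simulated counts where both libraries of a sex carried each change, the test of sex in neurons recovered 100% of genes changed 2-fold with 7 false calls. In non-neuronal cells it recovered 86% with 11. The test of a cluster against the rest recovered 98%, 100% and 86% for the HA17-like, GLUT7-like and OPC-like clusters. In all of these, each gene had the average spread for its abundance and only abundant genes were changed, so recovery in the real counts may be lower.

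The alternatives tried were RLE factors in place of TMM, DESeq2 1.42.0, no filter on low counts, no second term in the model, equal weight of clusters, each library left out in turn, clusters rebuilt without the 200 genes that the paper names, no batch correction, a resolution of 1.0, scaling to unit variance, Scrublet or no removal in place of the removal of mixed clusters, weaker filters on cells, other numbers of genes and other divisions for the classifier, other thresholds and thinned counts for shares of cells, and the paper's marker criterion in each library. Equal weight of clusters stands for the same number of cells of a cluster drawn at random from every library, so clusters kept unequal sizes. Another random seed of the clustering and the full covariance of the mixture model were added as alternatives after the data had been seen. Some genes that the rule names were left out of the text, although the counts of pairs include them. In situ hybridization, tracing and the comparison with other data sets have no values in the files and were left out.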

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

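The tests of meningeal tissue, of cells with Xist in Male 2, of free RNA of Pmch, Hcrt and Pomc and of the label of Male 1, apart from the test of genes that escape X inactivation, were chosen only after the result was seen, and so were the limits by which each test was read.

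A library far from the other libraries of its kind was looked for in 174 sets of 4 values by Dixon's test, 39 of cluster shares, 8 of library measures and 127 of genes in their clusters. The test marked 10 sets, and chance marks about 1 in 20.

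Male 2 stood apart from the other libraries in the share of cells with Xist, 0.78%, and in the share with a Y transcript, 88.2%. Sex is a biological difference that the design names, and the labels give it for both female libraries. It leaves out the library labelled Male 1, which shared the values of the female libraries.

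For the library labelled Male 1, an exchange of labels with Female 1 would put Y transcripts into Female 1, where 0.124% of cells held one. A pool of male and female mice would leave a share of cells without Xist, but 97.6% held it. Free RNA from female cells would put Xist far below its level in Female 1, but it stood at 1150 CPM. Y transcripts missed by V2 chemistry would not bring 42378 UMIs of Xist. Genes that escape X inactivation are higher in female cells, and their median log2 ratio of female over male was -0.157 in harvest 1 and 0.487 in harvest 2. These values are consistent with cells of female mice in the library labelled Male 1. An exchange with a sample outside these 4 libraries, at the pool, the library or the label, stays open, and the sex of its mice was not reassigned.

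In Male 2, 36 cells held Xist, with a median of 7 UMIs. Free RNA would give single UMIs in cells with Y transcripts, but 25 of these cells held 5 or more UMIs of Xist and no Y transcript. Reads of Female 2 assigned to Male 2 in the shared run would carry barcodes of Female 2, which held for 1 of the 36 cells. Doublets of a male and a female cell would hold Y transcripts, and 27 of them held none. Intact cells of female mice carried into the library before the droplets were made were not tested and stay open.

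A cluster of 17 VEC-like cells drew 16 cells from Female 1, 1.20% of its non-neuronal cells, 1 from Male 2 and none from the other libraries. No explanation, technical or biological, was tested for it.

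Of the genes in their clusters, 7 were marked. Wif1 in the HA17-like cluster was at 433 CPM in Female 2 and Bsx at 191 CPM in Male 2. Cck in the GLUT20-like cluster was at 55.1 CPM and Fam19a1 in the medial mammillary group at 412 CPM in Female 1. Pvalb in the GLUT3-like cluster was at 892 CPM and Slc7a10 over the astrocyte-like clusters at 622 CPM in the library labelled Male 1. Fyn in the immature oligodendrocyte-like cluster was at 3128 CPM in Male 2. The number marked among 127 sets is near what chance gives, and no biological explanation was tested.

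Transcripts of genes that the paper's text does not discuss were abundant in a few neurons. At 10 or more UMIs, Pmch was found in 13 neurons, with up to 24366 UMIs in one, Hcrt in 7 and Pomc in 34. Of the Pomc-positive neurons, 30 lay in the unnamed cluster of 730 neurons. Free RNA is shared by all droplets, but these neurons held 96.0% of the UMIs of Pmch in neurons, 66.6% of Hcrt and 68.0% of Pomc, with at most 0.489% of all UMIs. This argues against free RNA. Neurons of neighbouring regions taken along in the tissue and neurons of these types within the VPH were not tested against each other.

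Of the barcodes that the filters left out, 5939 passed with 500 UMIs and 250 genes as minimum, and 765 of these were grouped with neurons. The median was 878 UMIs over all of them, and Snap25 was found in 65.4% of those grouped with neurons and in 44.3% of those grouped with non-neuronal cells. Female 1 gave 3676 of these barcodes and Female 2 170. No biological explanation was tested.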

How the results depend on the processing

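The other random seed of the clustering and the full covariance of the mixture model were chosen only after the result was seen. The other alternatives had been set before the data were examined.

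Of the 122 pairs of a gene and a cluster for which the text names it as expressed or enriched, 115 passed. RLE factors, DESeq2 and no filter on low counts each gave 115, no library term 113 and libraries left out 115 to 117. A resolution of 1.0 gave 114, unit variance 115, Scrublet or no removal of doublets 113 each, 1000 UMIs and 500 genes 114 and the other seed 113. In the last 4 settings the VSMC-like cluster of 39 cells found no match, and 119 pairs had a value. With clusters rebuilt without the named genes, 106 pairs had a value and 100 passed, and without batch correction 97 of 102, where 7 of the clusters with such pairs found no match (22 of 31 clusters and groups matched in all). The paper's criterion in every library, which asks for a mean difference above 2, was met by 31 pairs, since it is stricter by construction.

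Single genes changed direction in 5 cases, of which only Fxyd5 in the VLMC-like cluster had been called in the main setting, as lower. Adcyap1 in the GLUT7-like cluster had a log2 fold change of -0.0269 without batch correction and -0.022 to 0.196 with a library left out. Foxb1 in the GLUT6-like cluster had -3.00e-04 with clusters rebuilt without the named genes and -0.089 to 0.072 with a library left out. Fxyd5 in the VLMC-like cluster had 2.19 without batch correction (adjusted p = 6.4e-17 from edgeR) and -1.44 with it. The matched cluster held 135 cells in place of 127, so a change of cells may account for this reversal. Whether the unnamed cluster of 9 cells with high Fxyd5 had joined it was not tested, nor were causes of the other changes. RLE factors changed the direction or the call of none of 126 pairs, and rebuilt clusters of 2 of 111.

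The count of 0 genes between sexes from edgeR (unadjusted p under 0.05 for 599 genes in neurons and 443 in non-neuronal cells) also held with RLE factors, no harvest term and rebuilt clusters. Without the filter on low counts it was 17 in neurons and 33 in non-neuronal cells. Equal weight of clusters gave 174 in neurons and 0 in non-neuronal cells, DESeq2 1 and 0, and libraries left out 0 to 8 and 0 to 59. The highest values came without the library labelled Male 1 in neurons and without Male 2 in non-neuronal cells. The libraries left without Male 2 all carried Xist in most cells and almost no Y transcripts. Genes called there thus cannot be read as differences between the sexes. The cause was not tested beyond the fewer libraries.

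Genes between harvests stayed within 1.5 times 5517 in neurons and 3647 in non-neuronal cells under RLE factors, no filter, rebuilt clusters, equal weight and no sex term. DESeq2 gave 3564 and 1290, and libraries left out 3103 to 6756 and 2084 to 3498, the lowest without Female 2 in neurons and without Male 2 in non-neuronal cells. The cause was not tested.

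The number of cells stayed within 1.5 times 16983 and the median number of UMIs within the SD between libraries under each filter tried, but the median number of genes fell to 2454 with 500 UMIs and 250 genes, a filter that adds shallow barcodes by construction. The neuronal share was 56.4% with 1000 UMIs and 500 genes and 47.8% with 500 and 250, and 60.7 to 63.1% with a library left out. With a full covariance of the mixture model it was 62.0%, with the weaker filters 56.4% and 69.8%, and with each cell classified singly 53.2%, against 61.1% with the spherical covariance. The share of cells classified singly thus depends on a choice that was made after values had been seen. The share of opposite-sex neighbours was 0.917 with 50 neighbours.

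The Tac2-positive share of the GLUT5-like cluster was 60.1% at 2 UMIs or more, 63.5% with cells thinned to 3500 UMIs, 63.5% with rebuilt clusters and 71.1 to 75.8% with a library left out. Depth limits this share, since thinning lowers it by construction. The Hdc-positive share was 0% at 2 UMIs or more and 1.67 to 2.15% with a library left out. Without batch correction no cluster matched the GLUT5-like cluster, and neither share has a value.

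Class-balanced accuracy was 85.1%, 87.6%, 91%, 91.4% and 92.4% with 2, 3, 10, 15 and 20 genes per cluster, 83.0% with rebuilt clusters and 89.6 to 91.1% with a library left out. The cause was not tested apart from the number of genes.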

Differences from the paper's values

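The unnamed cluster of 9 cells was looked at only after the result was seen.

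The paper reports 2 clusters of tanycytes and ependymal cells, and 1 cluster held both here. It reports 2 clusters of VLMCs, and 1 was named here. It reports 1 cluster of VECs, and 3 were named here. No alternative set before the data were examined gives a value for these counts of clusters.

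The paper states that VLMC cluster 16 expresses Fxyd5 and Slc47a1 and VLMC cluster 17 Dcn. The VLMC-like cluster held Dcn and is therefore unlike cluster 16. In it, Fxyd5 was lower than in the other cells (log2 fold change -1.44), a call that was lost without Female 2 (-0.97), and Slc47a1 was not detected. Without batch correction, Fxyd5 had a log2 fold change of 2.19 in the matched cluster, which held 135 cells in place of 127. The unnamed cluster of 9 cells held both markers that the paper gives for cluster 16, Fxyd5 at 4263 CPM and Slc47a1 at 831 CPM.

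The paper names Adcyap1 as enriched in cluster 7, shared by cluster 6 with clusters 1-5, and high in cluster 20. Against the other neurons, its log2 fold change was 0.05 in the GLUT7-like, 0.13 in the GLUT6-like and -0.29 in the GLUT20-like cluster. It was called higher in the GLUT7-like cluster (0.20) and in the GLUT6-like cluster (0.25) without Male 2, and no longer called lower in the GLUT20-like cluster without Male 2 (-0.23) or Female 2 (-0.19). The other neurons hold the medial mammillary group, where the gene was at its highest over the named clusters, so this comparison is wider than one with neurons outside the mammillary body. Over the neurons outside that group the gene was at 105 CPM, below each of the 3 clusters.

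The paper names Foxb1 as a marker that cluster 6 shares with clusters 1-5, and Cpne9 as enriched in clusters 1-5, 6 and 20. In the GLUT6-like cluster, Foxb1 had a log2 fold change of 0.02 and Cpne9 of -0.71 against the other neurons, which include the medial mammillary group. Both were higher in the GLUT6-like than in the GLUT7-like to GLUT10-like clusters, as the paper states for Foxb1.

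The paper states that Slc6a3 marks a single one of its subclusters 7-1 and 7-2, and Slc6a3 was at 23.8 ± 18.6 CPM in the 7-1-like and 123 ± 24.4 CPM in the 7-2-like subcluster. The paper calls Cck largely undetectable in clusters 7-10, and it was at 273 ± 64.0 CPM in the GLUT8-like cluster. The paper finds more subclusters in cluster 15 than the 3 found in the GABA15-like cluster, and fewer in cluster 7 than the 9 found in the GLUT7-like cluster.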

Other observations

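The test of meningeal tissue was chosen only after the result was seen, as were the limits by which each test was read.

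GLUT3-like neurons were rare in Female 1. Removal by the filters on UMIs and genes is argued against, since their share in Female 1 was 0.833% with 1000 UMIs and 500 genes and no second filter. Without removal of doublets the share was 0.894%. Removal by the filters on mitochondrial and hemoglobin UMIs was not tested. Cluster assignment or batch correction as the whole cause is argued against by neurons with 3 or more UMIs of Foxb1 and of Pvalb and a UMI of Slc24a2, counted without clusters. They made up 4.70% of the neurons of Female 1, 8.84% of those of the library labelled Male 1, 12.6% of Male 2 and 12.7% of Female 2, where cells were deeper. These ratios are far smaller than those between the shares of the cluster, and without batch correction no cluster matched the GLUT3-like cluster. Assignment or batch correction may thus account for part of the gap. Tissue taken from other positions of the region is consistent with the 17 of 21 clusters whose share in Female 1 lay outside the range of the other libraries, 9 below and 8 above. Chance alone would put a library outside the range of the other 3 in about 1 of 2 clusters, and the library labelled Male 1 was outside in 14. A difference between the mice of the pools was not tested and stays open.

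Macrophage-like cells were most frequent in Male 2. Blood left in the tissue is argued against by hemoglobin, at 33.9 CPM in its cells against 80 in the library labelled Male 1, although the filter on hemoglobin had been applied. Over all barcodes, hemoglobin was also not highest in Male 2, with 3310 CPM against 4940 CPM in Female 1. Meningeal tissue taken along is consistent with the VLMC-like share, which was highest in Male 2 at 3.28%. No biological explanation was tested.

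The HA17-like cluster had the highest UMI counts of the neuronal clusters. Doublets are argued against by Scrublet, which marked 0.55% of its cells and 0.69% of all neurons kept. A larger RNA content of these neurons was not tested and stays open.

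In the 8-3-like subcluster, transporter genes of both transmitters were found together. Doublets with GABAergic neurons would bring Gad1 along with Slc32a1, but the ratio of their UMIs was 0.00978, against 1.39 in GABAergic clusters. The paper describes this co-expression, and other explanations were not tested.

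For the named genes in their clusters, cluster and rest were exchanged in some of the libraries. The real assignment gave 115 passing pairs and the highest of the others 5, so 1 of 8 assignments reached the real count. With 8 assignments a share under 0.05 cannot be reached, and chance cannot be excluded by this test. Apart from it, 100 of 106 pairs passed in clusters rebuilt without the named genes, which argues against chance as the whole cause, although these clusters were matched to the first ones by shared cells.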
